# Construction of a mammalian embryo model from stem cells organized by a morphogen signalling centre

**DOI:** 10.1038/s41467-021-23653-4

**Published:** 2021-06-02

**Authors:** Peng-Fei Xu, Ricardo Moraes Borges, Jonathan Fillatre, Maraysa de Oliveira-Melo, Tao Cheng, Bernard Thisse, Christine Thisse

**Keywords:** Developmental biology, Stem cells

## Abstract

Generating properly differentiated embryonic structures in vitro from pluripotent stem cells remains a challenge. Here we show that instruction of aggregates of mouse embryonic stem cells with an experimentally engineered morphogen signalling centre, that functions as an organizer, results in the development of embryo-like entities (embryoids). In situ hybridization, immunolabelling, cell tracking and transcriptomic analyses show that these embryoids form the three germ layers through a gastrulation process and that they exhibit a wide range of developmental structures, highly similar to neurula-stage mouse embryos. Embryoids are organized around an axial chordamesoderm, with a dorsal neural plate that displays histological properties similar to the murine embryo neuroepithelium and that folds into a neural tube patterned antero-posteriorly from the posterior midbrain to the tip of the tail. Lateral to the chordamesoderm, embryoids display somitic and intermediate mesoderm, with beating cardiac tissue anteriorly and formation of a vasculature network. Ventrally, embryoids differentiate a primitive gut tube, which is patterned both antero-posteriorly and dorso-ventrally. Altogether, embryoids provide an in vitro model of mammalian embryo that displays extensive development of germ layer derivatives and that promises to be a powerful tool for in vitro studies and disease modelling.

## Abstract (web summary)

Following instruction by a morphogen secreting centre, aggregates of mouse embryonic stem cells develop into embryo-like structures organized around an axial mesoderm, which show extensive characteristics of a neurula-stage mouse embryo, with antero-posterior and dorso-ventral patterning of germ layer derivatives.

## Introduction

In recent years, there has been substantial effort to reproduce mammalian embryonic development in vitro. First, multicellular structures mimicking part of organs known as organoids^1,2^ have been generated using stem cells (either embryonic stem cells (ESC) or induced pluripotent stem cells (iPSCs)) grown within a basement membrane gel and that develop into 3D shapes and self-organize in response to the presence in the culture medium of signalling molecules, such as morphogens or morphogen antagonists. While organoids are able to mimic microanatomy of authentic organs, they display minimal organization and lack the full variety of cell types that are derived from the three germ layers. To achieve a much higher degree of organization, organs need to be vascularized and innervated and contain the full spectrum of cells and tissues type derived from the three germ layers that can be patterned and organized along the three main body axes.

Toward this goal, recent experimental strategies have allowed the development of in vitro models of embryos^3,4^. Two main strategies have been explored. The first approach used a combination of stem cells from both embryonic and extra-embryonic origins. Combination of ESC and trophoblast stem cells (TSC) in a nonadherent platform led to the formation of pre-implantation embryo-like structures similar to blastocysts, called “blastoids”^5,6^. However, blastoids failed to develop past pre-implantation stages. When placed in a 3D culture, the combination of ESC and TSC led to self-organized entities similar to an early post-implantation embryo but one that lacked visceral endoderm and failed to gastrulate^7^. Combining ESC and TSC with extra-embryonic endoderm stem cells (XEN), resulted in embryo-like structures that exhibited an epithelial–mesenchymal transition, leading to mesoderm and definitive endoderm specification, similar to an embryo at mid-gastrulation^8^. However, these structures failed to develop further. Therefore, taking advantages of the properties of embryonic and extra-embryonic stem cells allowed the formation of good morphological copies of gastrulating embryos but thus far they have not been able to develop beyond the gastrula stage to reach the vertebrate phylotypic stage (around embryonic day 8.0–8.5 in the mouse embryo^9^). The main limitation of using this strategy is probably related to the fact that it relies on self-organization of different stem cell strains, a process that is not subject to direct experimental controls. The second strategy relies on the self-organization properties of ESC aggregates exposed to a pulse of the WNT/β-catenin signalling agonist CHIR99021 after 2 days in culture^10–12^. The treated aggregates spontaneously formed a pole of *brachyury* (*Bra*) expression, they elongated, expressed genes found in a mouse embryo up to embryonic day 9.5 and displayed the typical bilateral symmetry of vertebrate embryos. These structures, named “gastruloids”, mimicked embryonic development of the post-occipital region of the mouse embryo^11^ but did not develop any cephalic structures. Moreover, despite specification of cell fates and some patterning of tissues^12^, these gastruloids showed limited morphogenesis, lacked proper tissues organization and were devoid of a neural tube. More recent studies revealed that embedding ESC aggregates in Matrigel, led to the formation of gastruloids that developed somites, appearing sequentially with correct antero-posterior (AP) patterning^13^. An improved method involving addition of the WNT agonist together with a BMP antagonist resulted in formation of trunk-like structures (TLS)^14^ that displayed somites and neural tube. In another report, a similar method was shown to support generation of cardiovascular progenitors that self-organized into an anterior domain reminiscent of a cardiac crescent before forming a beating cardiac tissue^15^. As well, it was reported that using synthetic matrices, in addition to cultivating ESC under neural induction conditions, led to the formation of neuroepithelial cysts^16–18^.

Similar to blastuloids, gastruloids and TLS formation depend on self-organization of stem cell aggregates in response to cell culture conditions. Development into gastruloids/TLS was achieved by activating the WNT/β-catenin signalling pathway within stem cell aggregates resulting in the formation of a posterior pole expressing the mesodermal marker *Bra*. Because all cells of the aggregates were exposed to the WNT agonist, gastruloids/TLS lacked the most anterior structures and resembled *Dkk* mutants for which anterior domains are posteriorized due to the excess of WNT signalling^19^.

One limitation that may explain why only partial development is obtained in vitro may be related to the method used to induce developmental programmes in ESC. In vertebrates, the signals breaking the initial spherical symmetry of the egg and instructing cells about their fate and behaviour, are present in the egg and/or are generated by cells of the embryo itself or by its extra-embryonic tissues (primitive streak, extra-embryonic ectoderm and visceral endoderm in the mouse embryo). Therefore, the developmental programmes that control patterning and morphogenesis are not induced by soluble signals present in the liquid medium surrounding the embryo. Conversely, induction of the development programmes in gastruloids or TLS results from the incubation of ESC aggregates in a culture medium containing a small molecule agonist of the WNT/β-catenin signalling pathway, which is homogenously distributed around the ESC aggregates. By using this protocol, all superficial cells of the aggregates are exposed to the same level of stimulation, which depends solely on the concentration of the WNT agonist in the medium. The mechanism resulting into the breaking of symmetry of gastruloids and TLS is not yet understood but this may involve a cell sorting of mesodermal cells, that may derive from the superficial cells being exposed to a higher concentration of agonist while deeper cells may be less stimulated and elicit an ectodermal fate. Despite this breaking of symmetry, it is likely that all cells of the aggregate have been exposed to a level of WNT agonist and hence a degree of activation of the WNT pathway known to promote posterior identities. This may explain why gastruloids and TLS can only generate post-occipital structures.

Therefore, being able to experimentally control in vitro the formation of extensive and properly organized embryo-like structures requires designing spatially restricted signalling centre(s). To do so, attempts have been made at generating localized signals using microfluidic technologies^20,21^. However, thus far, no extensive embryonic development with differentiation of derivatives from all three germ layers has been reported using this strategy.

Our lab has previously shown that experimentally generated opposing gradients of BMP and Nodal (that induces expression of zygotic Wnt) is sufficient to induce the formation of a complete zebrafish embryonic axis in vitro, either using naive pluripotent cells of animal pole explants^22,23^ or using aggregates of dissociated and reassociated animal pole blastomeres^24^. Based on these findings, we hypothesized that extensive embryonic development could be achieved by engineering a localized morphogen signalling centre within an aggregate of mouse ESC.

Here we show that embryo-like entities (we name ‘embryoids’) are able to be generated by instructing an aggregate made of naive (untreated) ESC merged with another aggregate, in which expression of WNT3 and NODAL has been induced. Cells of the instructing aggregate function like a signalling centre that controls patterning and morphogenesis of the entire structure leading to the formation of tissues and organs. The signal provided by the instructed cells triggers the expression of downstream factors, both eliciting and executing the developmental programmes encoded in the genome, mimicking mouse embryonic development. Indeed, the embryoids elongate, form the three germ layers through a process of gastrulation and differentiate germ layer derivatives. Embryoids are patterned along their AP and dorsal-ventral (DV) axes and display extensive features similar to a neurula-stage mouse embryo.

## Results

### Engineering a morphogen signalling centre

In the mouse embryo, the initial organization of the gastrula results from the interplay of three signalling molecules, the morphogens BMP4, NODAL and WNT. First, the secretion of BMP4 by the extra-embryonic ectoderm promotes expression of WNT and NODAL in the embryonic epiblast^25^. Antagonists of these morphogens (DKK1, CER-1 and LEFTY1) secreted by the anterior visceral endoderm restrict their expression and activity to the posterior domain of the embryo where they induce the formation of the primitive streak, a structure in which epiblast cells undergo an epithelial-to-mesenchymal transition giving rise to mesoderm and endoderm^26^. With the goal to reproduce in vitro the activity of the morphogens present in the mouse embryo at early gastrula stage, we engineered a signalling centre secreting WNT3 and NODAL within aggregates of mouse ESC. To do so, aggregates of two different sizes (50 and 100 cells) were generated at Day 0 (D0), then cultured for 3 days in a basal medium devoid of factors maintaining cell pluripotency. On the third day (D3), small aggregates (50 cells) were incubated for 8 h in the presence of purified mouse BMP4 protein. As expected, we observed that incubation of the ESC aggregates with BMP4 resulted in inducing expression of WNT3 and NODAL that in turn induced expression of their downstream target genes such as *Eomesodermin* (*Eomes*) and *Brachyury* (*Bra*) (Supplementary Fig. 1). These BMP4 treated (instructed) aggregates were then individually placed at the bottom of wells of ultra-low attachment plates in contact with individual large aggregates, made of 100 cells and that were not exposed to BMP4 stimulation (untreated aggregates). Within 1 h, instructed and untreated aggregates merged spontaneously (Fig. 1a–c) (*N* = 5154/5184 successful merging, scored in 11 experiments, giving a 99.29% success rate; Supplementary Table 1) into a larger structure thereafter called an “embryoid”, in which the instructed aggregate served as an organizing centre.

**Fig. 1:**
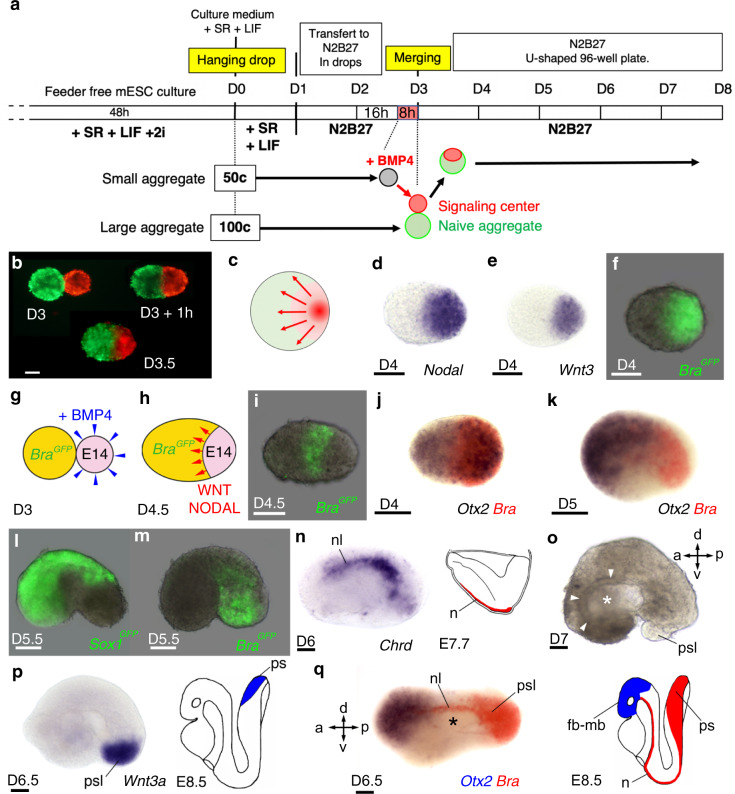
Formation of embryoids by instruction of ESC aggregates with a morphogen signalling centre. **a** Experimental procedure (detailed in ‘Methods’) to generate embryoids by merging a large naive (untreated) ESC aggregate with a smaller aggregate in which expression of WNT3 and NODAL morphogens were induced following incubation with BMP4 protein. **b** A naive ESC aggregate labelled with DiO (green) placed in contact at D3 with a BMP4 instructed ESC aggregate labelled with DiI (red) had merged within 1 h and formed a spherical embryoid after 12 h. (D3.5). **c** Schematic summarizing the principle of instructing an ESC aggregate with a morphogen signalling centre. **d**, **e** In situ hybridization at D4 for **d** *Nodal* and **e** *Wnt3*. **f** Expression at D4 of *Bra*^*GFP*^ in an embryoid made of *Bra-GFP* ESC. **g**, **h** Experimental design to visualize the induction of *Bra* expression (**i**) in *Bra-GFP* ESC (naive aggregate, yellow) in response to morphogens secreted by the signalling centre (pink) made of unlabelled E14TG2 ESC. **j**, **k** Double colour in situ hybridization for *Otx2* (blue) and *Bra* (red). **l**, **m** Expression of *Sox1*^*GFP*^ identifying the neurectoderm (**l**) and of *Bra*^*GFP*^ identifying the mesoderm (**m**). **n** Expression of *Chrd* (nl: notochord-like) in a D6 embryoid, right: drawing for *Chrd* expression in mouse embryo at E7.7. **o** D7 embryoid showing a large cavity (star) lined by an epithelium (arrows). **p** Expression at D6.5 of *Wnt3a* in a posterior primitive streak-like structure (psl) and in mouse at E8.5 (cartoon). **q** Double colour in situ hybridization showing expression of *Otx2* (blue) anteriorly, of *Bra* (red) posteriorly and in notochord-like structure extending on top of a ventral cavity (star) in an embryoid at D6.5. Cartoon showing expression of *Bra* and *Otx2* in the mouse embryo at E8.5 (fb-mb: forebrain-midbrain, n: notochord, ps: primitive streak). a: anterior, p: posterior, d: dorsal, v: ventral. Staging of embryoids (D: day) indicated for each panel. Numbers of performed experiments and of biological samples analysed is provided in ‘Statistics and reproducibility’ in the Methods section. Variability in genes expression is provided in Supplementary Fig. 4. Scale bars: 100 µm.

We confirmed by in situ hybridization that activation by BMP4 led to expression of WNT3 and NODAL in the signalling centre, which were asymmetrically located at one tip of the growing embryoids (Fig. 1d, e). Secretion of these morphogens resulted in inducing expression of the mesoderm and primitive streak marker *Bra* within the signalling centre (Fig. 1f). However, *Bra* expression was not restricted uniquely to cells of the signalling centre but was also observed induced in an adjacent stripe of cells from the untreated aggregates (Fig. 1g–i). This showed that NODAL and WNT3 promoted mesodermal identity in cells of both instructed and untreated aggregates. At D4, *Bra* expressing cells were observed clustered posteriorly while *Otx2* transcripts were detected in the entire embryoids as observed in the mouse embryo at E6.0^27^ (Fig. 1j). A day later (D5), similar to its expression in the mouse embryo, *Otx2* transcripts became restricted to the anterior half of the embryoids (Fig. 1k). At D5.5, embryoids began to elongate (Supplementary Fig. 2) and to bend into a bean shape (Fig. 1k–m). The variability in shape amongst the population of embryoids is presented in Supplementary Fig. 3. Neural progenitors, fluorescently labelled in embryoids made of *Sox1-GFP* ESC^28^ (expressing *GFP* under the control of the *Sox1* promoter) in both the naive territory and in the signalling centre, were found at the anterior end of the embryoids. *GFP* expression was also seen on the convex side of the embryoids, identifying their dorsal side (Fig. 1l). The mesoderm, *GFP* positive in embryoids made of *Bra*-*GFP* ESC for both the naive aggregate and the signalling centre, occupied a complementary territory to *Sox1*, which was located in ventral and posterior regions (Fig. 1m). At D6, in situ labelling for *Chrd* revealed a notochord-like structure present on the dorsal side of the embryoids, providing further evidence for DV patterning (Fig. 1n). At D7, a large cavity, surrounded by an epithelium that may correspond to the endoderm epithelium, was located ventrally to this notochord-like structure (Fig. 1o). The succession of neural tissue, axial mesoderm and presumptive endoderm, from the convex to the concave sides of the embryoids strongly supported the presence of a DV axis in the growing embryoids. We also found clear evidence of an AP axis (Fig. 1p). At D6.5, one colour in situ hybridization for *Wnt3a* labelled the posterior end of the embryoids. Double colour in situ hybridization for *Otx2* and *Bra* revealed an anterior *Otx2* expressing domain and a posterior *Bra* expressing domain (likely equivalent to the primitive streak of the mouse embryo) that were separated by a large median domain in which a notochord-like structure was visible on top of the presumptive endoderm epithelium surrounding the central cavity (Fig. 1q).

### Gastrulation-like process in the embryoids

At early stages of development, *Bra* expressing mesodermal cells present in the posterior side of the embryoids displayed a mesenchymal organization (Supplementary Fig. 5). In between D3.5 and D5, they progressively moved anteriorly in a process reminiscent of the anterior-ward migration of mesodermal cells during gastrulation of a mammalian embryo. To compare the migratory behaviour of mesodermal cells in embryoids to what has been reported for mouse embryos, we used two independent experimental conditions in which individual mesodermal cells were labelled and their position along the embryoid axis recorded. In the first experiment (Fig. 2a–c) embryoids were prepared by merging at D3 a naive aggregate made of unlabelled ESC with a BMP4 instructed aggregate made at D0 from 90% (45 cells) of unlabelled ESC and 10% (5 cells) of *Bra-GFP* ESC (reducing the number of *Bra-GFP* cells allows for the precise determination of the position of individual *Bra* expressing cells) (Fig. 2a). As described previously, BMP4 induction of WNT3 and NODAL expression in the signalling centre resulted in the expression of *Bra* in all mesodermal cells and the expression of *GFP* in the 10% *Bra-GFP* ESC present in the signalling centre. *Bra-GFP* cells initially restricted to the signalling centre (D3.5) were progressively found in more anterior positions (D4, D4.5), strongly suggesting that they have migrated from the primitive streak-like domain, located at one end (likely the posterior end) of the ovoid-shaped embryoids, towards the opposite end (likely the anterior end) (Fig. 2b, c). A control experiment using 100% *Bra-GFP* cells in the signalling centre led to the same observations even though we were unable to track them individually (Supplementary Fig. 5).

**Fig. 2:**
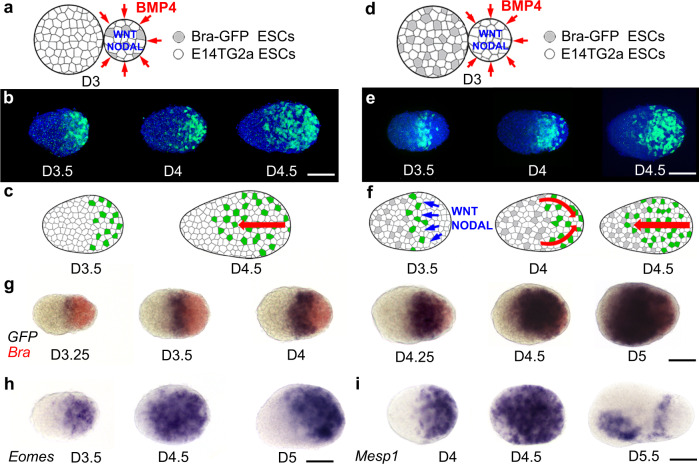
Position over time of mesodermal cells during the gastrulation of embryoids. **a**–**c** Position over time of mesodermal cells induced in the signalling centre composed of 90% of unlabelled cells and 10% of *Bra-GFP* ESC. **a** Schematic of the experiment. **b** Visualization of *Bra*^*GFP*^ expressing cells (green) and of cell nuclei (Hoechst—blue) in fixed embryoids (D3.5 to D4.5). **c** Interpretive drawing: mesodermal cells induced by WNT3 and NODAL in the signalling centre were observed progressively more anteriorly during gastrulation (red arrow). **d**–**f** Position over time of mesodermal cells induced in the naive aggregate made of 90% unlabelled cells and 10% *Bra-GFP* ESC by WNT3 and NODAL secreted by the signalling centre. **d** Schematic of the experiment. **e** Visualization of *Bra*^*GFP*^ (green) and of cell nuclei (Hoechst—blue) in fixed embryoids from D3.5 to D4.5. **f** Interpretive drawing (red arrow: change in position of *Bra*^*GFP*^). WNT3 and NODAL secreted by unlabelled cells of the signalling centre induced expression of the *Bra*^*GFP*^ in a stripe of adjacent cells deriving from the naive aggregate. At D4, *Bra*^*GFP*^ cells were found close to the posterior end of the embryoids and at D4.5, cells were also observed in the anterior half of the embryoids. **g** Double colour in situ hybridization for *Bra* (red—all mesodermal cells) and *GFP* (blue—*Bra-GFP* mesodermal cells induced in the naive territory) from D3.25 to D5 with the same experimental design as in (**d**). Cells induced in the naive territory (expressing *Bra*^*GFP*^*)* were observed in progressively more posterior territories (D3.25–D4.25), then from D4.5 to D5, were also observed in the anterior domain of the embryoids. **h**, **i** In situ hybridization for (**h**) *Eomes* and (**i**) *Mesp1*. **h** *Eomes* expressing cells, initially expressed posteriorly (D3.5), were then observed throughout the embryoids (D4.5), then expression disappeared in their anterior domain and was maintained in their posterior and dorsal sides (D5.0). **i** *Mesp1* expression was initially observed posteriorly (D4) and later throughout the entire embryoids (D4.5). It then disappeared anteriorly (D5.5) except in the ventral side (likely heart field) and appeared in a stripe located in the anterior presomitic mesoderm. Embryoids oriented anterior left, dorsal up. Scale bars: 100 µm. Numbers of performed experiments and of biological samples analysed is provided in ‘Statistics and reproducibility’ in the Methods section. Variability in genes expression is provided in Supplementary Fig. 7.

In a second experiment (Fig. 2d–f), naive aggregates made at D0 with 90 unlabelled ESC and 10 *Bra-GFP* ESC were merged at D3 with BMP4 instructed aggregates composed only of unlabelled ESC (Fig. 2d). In the resulting embryoids, (shown in Fig. 1i), WNT3 and NODAL secreted by the unlabelled cells of the signalling centre induced mesoderm and therefore expression of *GFP* in *Bra-GFP* cells present in the naive part of the embryoid in the domain adjacent to the signalling centre. Conversely to our first experiment (Fig. 2a–c) where *GFP* labelled cells from the signalling centre at the posterior end were observed progressively into more anterior position, at D4, *GFP* expressing cells induced in the naive territory were found in a more posterior position than at D3.5, supporting the conclusion that the first movement of these cells was toward the posterior end of the embryoids. However, a day later (D4.5) these *Bra-GFP* labelled cells were found also in the anterior half of the embryoids (Fig. 2e, f). The positions along the AP axis of the *Bra-GFP* mesodermal cells corresponding to this experiment (Fig. 2d–f) were determined from D3.25 to D5 and strongly supports the conclusion that there was an initial move of these cells toward the posterior pole before they initiated a movement toward the anterior part of the embryoids (Supplementary Fig. 6).

Localization over time of mesodermal cells was further studied using double colour in situ hybridization at the same developmental stages (D3.25–D5) in embryoids made by merging naive aggregates made of *Bra-GFP* ESC with BMP4 instructed aggregates made of unlabelled ESC. We compared the expression of *Bra* (which labels all mesodermal cells both in the signalling centre and in cells of the untreated aggregates) with that of *GFP* (which labels *Bra-GFP* expressing cells induced by the signalling centre in cells of the naive aggregates). We found that *Bra-GFP* expressing cells, revealed by the *GFP* RNA probe, formed an initial stripe located at around 40% from the posterior end of the embryoids. At D4–D4.25, *GFP* RNA containing cells were observed in a progressively more posterior position before they started to be detected (D4.5–D5) in the anterior part of the embryoids (Fig. 2g), supporting the migratory behaviour observed by tracking the fluorescence of *Bra-GFP* labelled cells. These data further confirmed that the anterior cells expressing *Bra-GFP* at the onset of gastrulation first moved posteriorly, then after D4.5, moved anteriorly. Altogether, the migratory behaviour of these mesodermal cells is reminiscent of that of a mouse embryo at the onset of gastrulation in which the first cells migrating away from the primitive streak are the most posterior cells, which then are replaced at their posteriormost position by their anterior neighbours. This is similar to the behaviour of mesodermal cells in other gastrulating vertebrates such as fish and frog for which the first cells involuting at gastrulation are the most vegetal cells of the embryonic margin while the mesodermal cells located further from the margin, first move vegetally before involuting, reverse direction, moving in the opposite direction toward the animal pole of the embryo.

The posterior to anterior movement of the mesodermal cells during embryoid gastrulation was further confirmed by examining at various time points (D3.25–D4.5) the expression of *Eomes* and *Mesp1* (Fig. 2h, i), two genes specific for migrating mesodermal cells in the mesodermal wings of the mouse embryo^29^. In mouse, *Mesp1* is known to be induced by *Eomes*^30^, therefore, its expression is delayed for about half a day. This was also what we observed in the embryoids. By D3.5 for *Eomes* and D4 for *Mesp1*, the mesodermal cells expressing these genes were located posteriorly, then they were progressively observed in more anterior positions until they reached the anterior tip of the embryoids by D4.5 (Fig. 2h, i). Expression of both *Eomes* and *Mesp1* was then progressively excluded from the anterior part of the embryoids. In the mouse embryo, *Eomes* becomes progressively restricted to the anterior primitive streak and to the mesoderm that is most proximal to the streak^31^. Similarly, in the embryoids at D5, transcripts of *Eomes* have disappeared from the anterior territory and were found posteriorly as well as on the dorsal side (Fig. 2h), in a domain likely equivalent to the anterior primitive streak. For *Mesp1*, expression disappeared completely in the dorsal anterior domain but was still observed antero-ventrally (Fig. 2i). In the mouse embryo, *Mesp1* is described to be an early marker for heart precursors. Therefore, the ventral anterior domain of *Mesp1* expression in the embryoids likely corresponds to the heart field^32^. In the mouse embryo, *Mesp1* quickly disappears from the anterior territories at the end of gastrulation and starts to be expressed in the anterior presomitic mesoderm (PSM)^33^. This anterior PSM expression domain was present at D5 in the embryoids but concomitant with anterior expression of *Mesp1*, suggesting that a mechanism negatively regulating *Mesp1* expression anteriorly at the end of gastrulation may be absent in the embryoids.

In summary, embryoids show clear evidence of a gastrulation process involving mesodermal cell movements that appear similar to those observed in the mouse embryo, with a primitive streak-like domain located at the posterior tip from where cells migrate anteriorly to form the mesoderm germ layer.

### Formation of endodermal derivatives

The position of neuroectodermal cells expressing *Sox1-GFP* in an anterior dorsal position and the localization of mesodermal cells expressing *Bra-GFP* in the complementary ventral posterior domain of the embryoids (Fig. 1l, m) strongly support the conclusion that different germ layers were established during early stages of embryoid development. We looked for evidence of endoderm, including formation of a primitive endoderm (PrE) cell population, a visceral endoderm (VE) epithelium, its invasion by definitive endoderm (DE) cells and formation of the primitive gut.

In the mouse embryo, PrE appears at blastula stage within the inner cell mass, which is composed of two cell populations: a population of epiblast cells expressing NANOG and a population of PrE cells expressing GATA6^34^. With our culture condition (neurobasal medium—N2B27), untreated aggregates of ESC merged together at D3 showed weak expression of NANOG and only a few aggregates displayed sparse expression of GATA6 at D4 and D5 (Supplementary Fig. 8).

However, embryoids generated by merging a naive aggregate with a BMP4 activated aggregate displayed a “salt and pepper” expression pattern for NANOG and GATA6 at D3 and D4 (Fig. 3a, b). During this early phase of development (D3.5–4.5), GATA6(+) VE-like cells were sorted out from NANOG(+) cells (Fig. 3c), similar to the cell sorting occurring in the blastula stage mouse embryo and leading to PrE epithelium formation^35^. We also labelled embryoids with Dolichos Biflorus Agglutinin (DBA) (VE marker^36,37^); this revealed the presence of a cloud of VE-like cells (Fig. 3d). Cluster of VE-like cells accumulated either at the surface of the embryoids (Fig. 3e, similar to PrE in the mouse embryo, which is located at the interface between the epiblast and the blastocoel cavity) or they formed clumps expressing *Gata6* (Fig. 3f) and *Sox17* (another endodermal marker expressed in PrE, VE and DE^38^) (Fig. 3g). Clumps of cells reaching the surface of the embryoids arranged themselves in a loosely organized epithelium that never completely covered the embryoids (Fig. 3g). Cells at the surface were randomly distributed and formed epithelial structures highly variable in size. We hypothesized that these VE-like cells at the outer surface of the embryoids may represent an equivalent, in our embryoid system, of the extra-embryonic (ExE) VE of the mouse embryo.

**Fig. 3:**
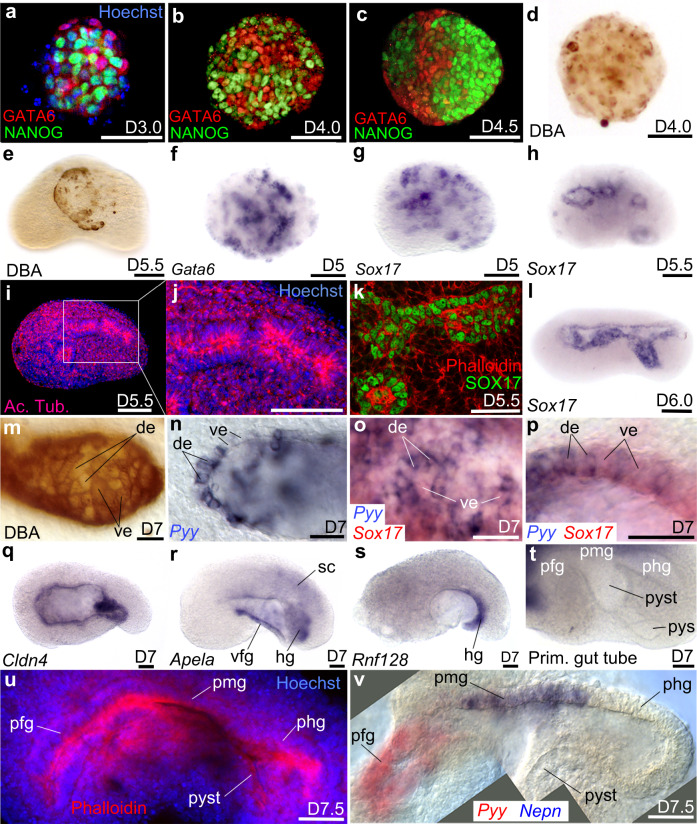
Endoderm germ layer and formation of the embryoid gut tube. **a**–**c** Immunodetection of NANOG and GATA6 from D3.0 to D4.5. **d**, **e** DBA labelling of visceral endoderm (ve) at **d** D4.0 and **e** at the surface of the embryoid at D5.5. **f**, **g** Clumps of endoderm cells expressing **f** *Gata6* or **g** *Sox17*. At D5.5 **h** *Sox17* was expressed around small cavities bordered **i**, **j** by a polarized epithelium positive for Acetylated Tubulin (Ac. Tub). **k** Immunodetection of SOX17 identifies the endodermal-like epithelium. **l** In situ hybridization for *Sox17* at D6.0 after the merging of small cavities into a single one. **m** Mosaic of DBA(+) (ve cells) and DBA(−) cells (definitive endoderm: de) in the endoderm epithelium. **n** Patchy expression of *Pyy* (de marker). **o**, **p** Expression of *Sox17* (red) and *Pyy* (blue) showing that the endoderm epithelium was a mosaic of de and ve. **o** Superficial view of the epithelium. **p** Optical cross-section of the epithelium at higher magnification. **q**–**s** In situ hybridization for **q** *Cldn4* in the whole gut epithelium, **r** *Apela* in the ventral foregut (vfg) and hindgut (hg), **s** *Rnf128* in the hg. **t** Folding of the primitive-like gut showing a presumptive fg (pfg) followed dorso-posteriorly by likely presumptive midgut (pmg), presumptive hindgut (phg), presumptive yolk stalk (pyst) and presumptive yolk sac (pys). **u** Phalloidin (red) and Hoechst (nuclei, blue) labelling of primitive gut tube. **v** Combined images of a double colour in situ hybridization of pgt at D7.5 showing expression of *Pyy* (red) in pfg, *Nepn* (blue) in pmg (phg and pyst were unlabelled). sc: spinal cord. Scale bars: 100 µm except for **k**, **p**, **u**, **v**: 50 µm. Embryoids (**e**–**v**) in lateral views, anterior to the left, dorsal to the top. Numbers of performed experiments and of biological samples analysed is provided ‘Statistics and reproducibility’ in the Methods section. Variability in genes expression is provided in Supplementary Figs. 9, 10.

It has been recently reported that, in both the mouse embryo and in gastruloids, DE does not derive from mesendodermal progenitors that give rise to both endoderm and mesoderm but that the two lineages are already specified before ingression of mesoderm and endoderm cells at gastrulation^39^. Cell-state transitions and collective cell movements generate an endoderm-like region in gastruloids^40^. Therefore, we investigated whether we could find evidence or not of a pool of mesendodermal progenitors in our embryoids. To do so, we performed double immunostaining at gastrula stage (D4) for the endodermal marker *Sox17* and the mesodermal marker *Bra* (Supplementary Fig. 11). We did not observe any cells expressing both endodermal and mesodermal markers. This supports, in embryoids, the published observation that, in both the mouse embryo and in gastruloids, cells may already be committed at the time of gastrulation to endodermal or mesodermal fates rather than being bipotential, and representing a mesendodermal population. At D5.5, *Sox17* expression was found around multiple cavities (Fig. 3h). These cavities were surrounded by a polarized epithelium as revealed by acetylated tubulin (Fig. 3i, j) and phalloidin labelling (Fig. 3k). Expression of *Sox17* with phalloidin in this structure strongly supports the conclusion that it corresponded to the endodermal epithelium (Fig. 3k). At D6–D7, cavities aligned progressively at the midline and merged together into a single large cavity (Supplementary Movie 1) that was lined by a *Sox17* expressing endoderm-like epithelium (Fig. 3l).

Because of the lack of specific DE markers at these early stages, we were unable to independently distinguish the contribution of VE and DE to the endoderm epithelium. However, because DBA stains all VE (but not DE, mesoderm nor epiblast cells), it can be used as an indirect marker of DE formation^34^. During embryo development, intercalation of DE cells into the VE layer disperses the initially closely packed VE cells DBA(+), creating DBA unlabelled patches of cells that reveal the DE epithelium. An example of mosaic DBA(+) (VE-like cells)/DBA(−) (DE-like cells) is presented in Fig. 3m. Heterogeneity of the endoderm-like epithelium was also revealed by the patchy expression of the DE marker *Pyy* at D7 (Fig. 3n) as well as by double colour in situ hybridization for *Pyy* and *Sox17* (that labels both VE and DE) (Fig. 3o, p). In both cases, the endoderm-like epithelium in the embryoids consisted of a patchwork of VE-like and DE-like cells, similar to that of the mouse embryo.

The endodermal-like nature of the epithelium was further confirmed at D7 by looking at additional gut markers including *Cldn4*, which is expressed in the whole gut epithelium of the mouse embryo at E8.5–E9.0 (Fig. 3q), *Apela*, which is expressed in the mouse embryo in the ventral foregut on top of the heart as well as in the hindgut diverticulum (Fig. 3r) and *Rnf128*, a marker of the hindgut diverticulum (Fig. 3s). In the embryoids, the endoderm-like epithelium was clearly patterned anterior-posteriorly. At D7, this primitive gut-like tube can fold into pockets (Fig. 3t) and strongly mimicked those of the primitive gut tube of the mouse embryo with an anterior pocket (likely foregut diverticulum) followed on the dorsal side by a straight epithelium (likely equivalent to the midgut), connecting a posterior pocket (likely equivalent to the hindgut diverticulum). This was in continuity with a ventral domain (reminiscent of the yolk stalk, and in its continuity to what may be a rudimentary equivalent of the yolk sac of the mouse embryo). This ventral domain looped at the surface of the embryoids and was connected to the anterior pocket (Fig. 3t, u). We confirmed these findings at D7.5, showing that the anterior pocket expressed the foregut marker *Pyy* (therefore identifying this pocket as the foregut-like diverticulum), followed on the dorsal side of the cavity by a domain expressing the midgut marker *Nepn* and an unlabelled pocket, likely corresponding to the hindgut (Fig. 3v) that we found to be expressing the hindgut marker *Rnf128* (Fig. 3s). On the ventral side, the epithelium often exited the embryoids forming an external loop, that may represent a rudimentary yolk sac; the territory connecting it to the primitive gut tube (Fig. 3v), may be an equivalent to the yolk stalk.

### Formation of mesodermal derivatives

In addition to formation of a gut tube-like structure, embryoids also differentiated mesodermal derivatives. Above the primitive gut tube and below the neural plate, we identified a notochord-like structure expressing *Bra* (Fig. 4a). *Noto* (Fig. 4b) and *Foxj1* were expressed in the posterior part of this notochord-like structure. In addition, *Foxj1* was expressed in a node-like domain (Fig. 4c). Lateral to the axial mesoderm, expression of *Meox1* revealed the presence of paraxial-like mesoderm (Fig. 4d), which appeared segmented for a small fraction (11%) of *Meox1* expressing embryoids (Supplementary Fig. 12d). Segmentation of the paraxial-like mesoderm was further established by examining both the expression of *Cer1* (Fig. 4e), detected in the anterior compartment of the newly formed somite-like structures and in the adjacent anterior PSM (Fig. 4f) as well as by the expression of *Mesp1* immediately posterior to *Cer1* expression in PSM (Fig. 4f).

**Fig. 4:**
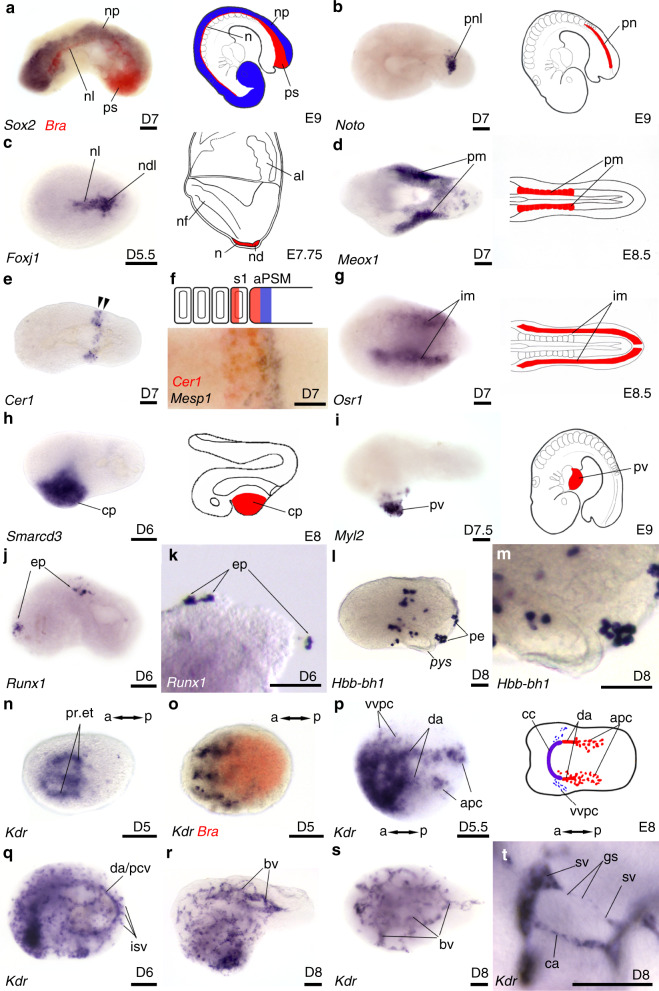
Mesoderm germ layer derivatives in embryoids. Single colour (**b**–**e**, **g**–**t**) or double colour (**a**, **f**, **o**) in situ hybridization revealing expression pattern for **a** *Bra* (red) in primitive streak-like (psl) and in notochord-like (nl) in contact with the neural plate (np) expressing *Sox2* (blue); **b** *Noto* in posterior part of the notochord-like (pnl); **c** *Foxj1* in nl and node-like (ndl); **d** *Meox1* likely in paraxial mesoderm (pm), **e** *Cer1* in newly formed somites (arrows). **f** High magnification of labelling with *Cer1* (red) and *Mesp1* (blue) in the anterior compartment of the newly formed somite (s1) and in the anterior presomitic mesoderm (aPSM) followed posteriorly by a stripe of *Mesp1* expression (blue). **g** *Osr1* expression likely in intermediate mesoderm (im). **h** *Smarcd3* expression likely identifying cardiac progenitors (cp). **i** *Myl2* expression in heart (pv: primitive ventricle). **j**, **k** Expression of *Runx1* in likely erythroid precursors (ep). **l**, **m** *Hbb-bh1* in primitive erythrocytes (pe) loosely attached at the surface of embryoids, pys: presumptive yolk sac. **n** Expression of *Kdr* in presumptive endocardiac tubes (pr. et). **o** Double colour in situ hybridization for *Bra* (red) and *Kdr* (blue) with anterior localization of *Kdr* expression at D5. **p** *Kdr* expression at D5.5 in various domains of early vascular-like development (summarized in the drawing on the right), da: dorsal aortae; apc: aorta progenitor cells; vvpc: presumptive precursors of the vitelline veins; cc: cardiac crescent. **q** At D6, *Kdr* expression observed in scattered vascular progenitors, in a large dorsal blood vessel (either da or posterior cardinal vein, pcv) and in perpendicular blood vessels that are likely to be intersomitic blood vessels (isv). **r**, **s** Network of blood vessels (bv) at D8 in lateral (**r**) and dorsal views (**s**). **t** High magnification of sprouting of blood vessels showing angiogenesis. ca: capillary, sv: sprouting vessel, gs: growing stem. Developmental stages of the embryoids and drawing of embryos are at the bottom right of each panel. Embryoids presented anterior to the left, in lateral view, except for **d**, **g**, **p**, **s** dorsal and **n**, **o** ventral views. Cartoons on the right in (**a**–**i**, **p**) show position of equivalent structures in the mouse embryo. Scale bars: 100 µm. Numbers of performed experiments and of biological samples analysed is provided in ‘Statistics and reproducibility’ in the Methods section. Variability in genes expression is provided in Supplementary Fig. 12.

Lateral to the paraxial mesoderm, *Osr1* identified an intermediate mesoderm-like domain (Fig. 4g). Anterior lateral plate mesoderm derivatives were also observed, with the expression of *Smarcd3* (Fig. 4h), an early marker for cardiac progenitors as well as *Myl2* (a ventricular/cardiac muscle isoform) revealing the presence of cardiac-like tissue in the ventral anterior part of the embryoids (Fig. 4i), a location similar to that of the heart in the mouse embryo and a location and where we also observed the expression of *Mesp1* in heart-like precursors at the end of gastrulation (Fig. 2i). This cardiac-like tissue started beating at D7.5 (Supplementary Movie 2).

At D6 we found expression of *Runx1*, a transcription factor involved in primitive erythropoiesis. In the mouse embryo, *Runx1* expression is observed at E7.0–E8.0 in the proximal yolk sac mesoderm before the establishment of blood islands^41^. In the embryoids, *Runx1* expression was observed in clusters of cells loosely attached to the outer surface of the embryoids (Fig. 4j, k), likely equivalent of *Runx1* expression in the precursors of blood islands in the mouse embryo. In agreement with this hypothesis, we identified primitive erythroid-like cells expressing *Hbb-bh1*, the beta-like embryonic chain of the hemoglobulin Z (Fig. 4l, m) also located at the outer surface of embryoids within close proximity of the yolk sac.

Finally, the expression of the Kinase insert domain receptor (*Kdr*, also known as vascular endothelial growth factor receptor 2—*VEGFR-2* and as fetal liver kinase 1—*Flk1*) strongly supported the presence of a vasculature-like network in the embryoids (Fig. 4n–t). In the mouse embryo, the early mesodermal marker *Kdr* is expressed in progenitor cells of both the endocardium and myocardium in the primitive streak^42^. These cardiogenic mesodermal cells migrate during gastrulation toward the anterior ventral part of the embryo and at the end of gastrulation *Kdr* expression is observed in endocardial tubes that arise through de novo vasculogenesis^43^. At early somite stages, *Kdr* expression is observed in the developing vasculature, which includes a pair of dorsal aortae and precursors of vitelline and cardinal veins^44^. Similar to the mouse embryo, expression of *Kdr* in the embryoids (Fig. 4n, o) was detected at D5 in a ventral anterior territory either within or near the domain of the embryoids expressing *Mesp1* (Fig. 2i) and *Smarcd3* (Fig. 4h), in tubular-like structures resembling endocardial-like tubes. The anterior position of this *Kdr* expression domain was confirmed by double colour in situ hybridization with *Bra* (Fig. 4o). At D5.5, *Kdr* expression (Fig. 4p) was observed with a pattern very similar to mouse early vascular development (cartoon in Fig. 4p), with different domains of early vascular-like development, both in the cardiac area as well as in two rods of cells aligned antero-posteriorly that may resemble the growing dorsal aortae preceded by scattered aorta progenitor cells^44,45^. Scattered cells were observed laterally, at the level of the heart. They may represent the precursors of the vitelline and cardinal veins, which appear at that location in the mouse embryo. At D6, the pattern of *Kdr* expression appeared more complex in the embryoids (Fig. 4q), showing both a high density of scattered blood vessel-like progenitors and a strong labelling of a large dorsal vessel-like structure (either dorsal aorta or posterior cardinal vein) that connected perpendicular smaller vessel-like structures, reminiscent of intersomitic blood vessels in the mouse embryo^44^. Two days later, more blood vessel-like structures were observed while less progenitors were observed and the embryoids started to be covered by a reticular network of vessel-like structures (Fig. 4r, s) that increased in density through angiogenesis. This is illustrated in Fig. 4t, which shows at high magnification, the formation of novel capillaries-like structures, likely through sprouting from pre-existing larger vessels, sprout outgrowth and sprout fusion as described for angiogenesis in the mouse embryo^46^.

Altogether, these set of data demonstrate that the various mesodermal cell populations are present in the embryoids. Moreover, the position of the different mesodermal-like tissues is in good agreement with the position of their mouse embryo counterpart relative to the AP, DV and medio-lateral axes.

### Formation and patterning of the neural plate/neural tube

The expression of *Sox1-GFP* in the anterior and dorsal parts of embryoids at D5.5 (Fig. 1) supported that embryoids also developed a neuroectoderm. Remarkably, an epithelium was morphologically visible at D6.5 on the convex side of the embryoids that was therefore defined at the dorsal side (Fig. 5a). At D7, in about 25% of embryoids made of *Sox1*-*GFP* ESC, this superficial epithelium expressed GFP and extended from the anterior to the posterior end of the embryoids (Fig. 5b). At this stage, we revealed the presence of *Pax6* transcripts in a single continuous domain (Fig. 5c). In the mouse embryo, two separated domains of *Pax6* are observed, in the forebrain as well as in the hindbrain and spinal cord^47^. In the embryoids, although its anterior-most expression domain appeared absent*, Pax6* expression likely extended from the hindbrain to the spinal cord (Fig. 5c). A similar observation was made in regards of to *Scube2* expression^48^ (Fig. 5d). Anteriorly, transcripts of *En2*, a gene expressed in the midbrain and anterior hindbrain (rhombomere 1) of the mouse embryo^49^, accumulated at the tip of D7 embryoids (Fig. 5e). We detected an anterior stripe of *Fgf8* expression, which may correspond to the isthmus, a territory at the boundary between the midbrain and hindbrain^50^ (Fig. 5f). Posterior to the presumptive isthmus, expression of *Egr2*, a marker for hindbrain rhombomeres 3 and 5 in the mouse embryo^51^, was observed within two stripes, showing a hindbrain-like identity in the neural plate of the embryoids and segmentation of the rhombencephalon into its different rhombomeres (Fig. 5g). *Fgf8* expression in an isthmus-like structure at the midbrain–hindbrain border, *Egr2* expression in the hindbrain-like structure, *Hoxd4* expression from the posterior hindbrain-like structure, rhombomeres 6/7 to the tail^52^ (Fig. 5h), *Cdx2* (expression in the posterior part of the spinal cord^53^ (Fig. 5i) and finally *Hoxd9* expression in the most caudal spinal cord^54^ (Fig. 5j) provides clear evidence of AP patterning in the neural plate. Finally, *Nkx1-2*, a marker for neuromesodermal progenitors (NMP) (located in the caudal epiblast lateral to the primitive streak of the mouse embryo^55^) (Fig. 5j) was found, similar to the mouse embryo, close to the posterior end of the embryoids.

**Fig. 5:**
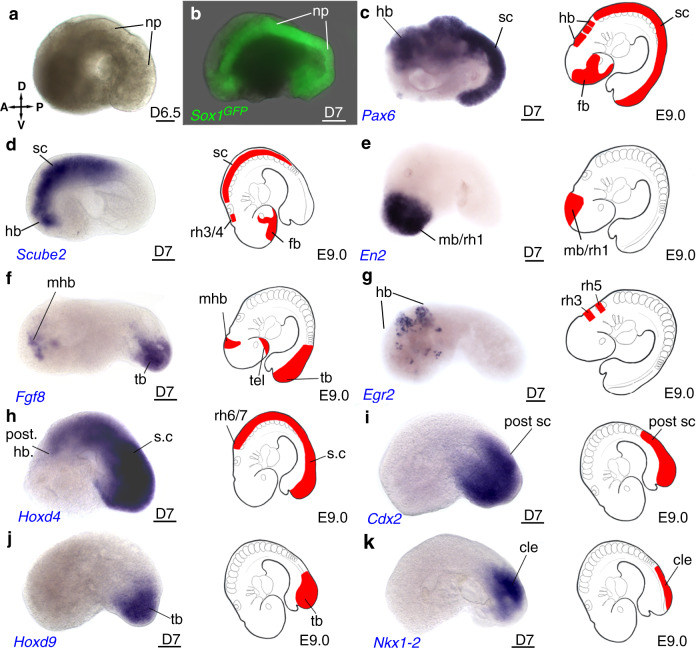
Ectoderm germ layer and antero-posterior patterning of the neural plate. **a** Brightfield imaging of a representative D6.5 embryoid. np: neural plate. **b** Embryoid made of *Sox1*^*GFP*^ ESC expressing *GFP* in the neural plate. **c**–**k** In situ hybridization revealing expression of **c** *Pax6* and **d** *Scube2* in likely hindbrain (hb) and spinal cord (sc) and absence of an anterior forebrain (fb) expression domain, Rh3, Rh4 rhombomere 3 and 4. Expression of **e** *En2* in likely midbrain (mb) and rhombomere 1 (rh1), **f** of *fgf8* in an anterior stripe (likely the midbrain–hindbrain boundary, mhb) and tail bud (tb), tel: telencephalon. **g** *Egr2* in 2 stripes in hindbrain, likely in rhombomere (rh) 3 and 5. **h** *Hoxd4* in posterior hindbrain (post hb) and spinal cord, **i** *Cdx2* in posterior spinal cord (post sc), **j** *Hoxd9* in tail bud (tb), **k** *Nkx1-2* in caudal epiblast (cle). Embryoids on side view, anterior (A) to the left, dorsal (D) to the top. Cartoons on the right show expression of the corresponding gene in the mouse embryo. Scale bars: 100 µm. (V): ventral, (P): posterior. Numbers of performed experiments and of biological samples analysed is provided in ‘Statistics and reproducibility’ in the Methods section. Variability in genes expression and measurement of the anterior-posterior extension for the expression of *Hoxd4*, *Cdx2* and *Hoxd9*, is provided in Supplementary Fig. 13.

About 15% of embryoids displayed a dorsal *Sox1-GFP*(+) epithelium, in these cases, we observed the folding of the neural plate-like structure around D7 (Fig. 6a). Immunostaining and in situ hybridization for *Sox2* confirmed the neuroectodermal nature of this structure (Fig. 6b, c). At D8, a frontal view of an embryoid revealed that the folded neural plate was starting to close into a neural tube-like structure for which dorso-lateral hinge points were visible (Fig. 6d). The neural plate/tube of the embryoids was also patterned along its Medio-Lateral/DV axis. Ventrally, we found transcripts of *Olig2*, a marker for progenitors of motor-neurons and oligodendrocytes (Fig. 6e, f), a gene whose expression is induced by SHH morphogen that is secreted by the notochord and floor plate^56^ and whose transcripts were observed in the embryoids, located ventrally to the *Olig2* expression domain and above the endoderm-like epithelium (Fig. 6f). Dorsally, expression of the neural crest cell marker *Sox10*^57^ (Fig. 6g, h) occurred along the lateral borders of the neural plate-like structures, as is the case for authentic mouse embryo.

**Fig. 6:**
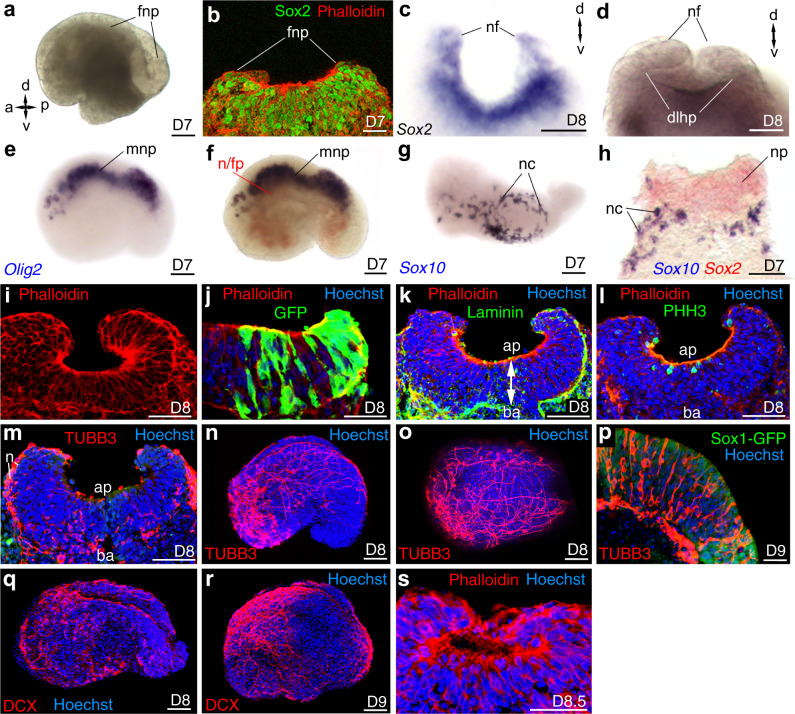
Characterization of the neural plate and formation of the neural tube. **a**–**c** Folding of the neural plate (fnp), nf: neural fold. AP and DV axes are indicated. **b**, **c** Expression of *Sox2* seen by **b** immunostaining (number embryoid *N* = 4/4), **c** in situ hybridization (*N* = 2/2) on transverse section. **d** Front view of an embryoid showing the folded neural plate closing into a neural tube, dorso-lateral hinge points (dlhp). **e**–**h** Single or double colour in situ hybridization for **e** *Olig2* revealing motor neuron progenitor (mnp). **f** *Shh* (red) in the notochord and floor plate (n/fp) in a territory immediately ventral to *Olig2* (blue) expression domain. **g**, **h** Expression of *Sox10* revealing the neural crest cells (nc) in dorsal view (*N* = 2). **h** Transverse section of an embryoid after double colour in situ hybridization for *Sox2* (red—neural plate) and *Sox10* (blue—neural crest cells). **i**–**m** Transverse sections of a folding neural plate (*N* = 9/9). **j** The organization of a pseudostratified columnar epithelium. Green: *GFP* cells extending from the apical to the basal side of the epithelium (*N* = 3/3) **k** apical (ap)–basal (ba) polarity of the epithelium with apical accumulation of actin labelled with Phalloidin and basal accumulation of laminin (*N* = 3/3). **l** Immunolabelling for Phospho-Histone H3 (PHH3) revealing that cell divisions occur at the apical side of the epithelium (number of embryoids *N* = 3/3, number of mitotic cells at the apical side *N* = 7/8). **m** Immunolabelling revealing the presence of neuronal cell bodies (n) expressing TUBB3 at the basal side of the neural plate (*N* = 3/3). **n**, **o** Expression of TUBB3 (red) showing neurons extending their axons in the neural plate and toward the non-neural part of the embryoids (**n**, lateral view; **o**, dorsal view of the same embryoid). **p** TUBB3 expressing neurons (red) in multiple layers of the anterior neural plate in a parasagittal section at D9 (*Sox1-GFP*, green) (*N* = 2/2). **q**, **r** Expression of DCX (red) confirming the presence of neurons and axons extending both within the neural plate and toward the non-neural part of the embryoids (*N* = 4/4). **s** Neural plate closed into a neural tube (*N* = 2/8). **g**–**s** Hoechst is labelling the nuclei. Developmental stages of the embryoids and drawing of embryos bottom right of each panel. Scale bars: 100 µm. Numbers of performed experiments of biological samples analysed and variability in genes expression are provided in Supplementary Fig. 14.

We further analysed the neurulation process by preparing transverse sections of the embryoids. At D8, sections confirmed that the neural plate-like structure had folded (Fig. 6i). Following the strategy used in the mouse embryo^58^ and using mosaic embryoids made of two strains of ESC (10% of 129 ESC that express GFP constitutively and 90% of unlabelled E14TG2 ESC) we showed that the neural plate-like structure was a pseudostratified columnar epithelium with individual neuroectodermal cells extending from its apical to basal surface (Fig. 6j). This neuroepithelium exhibited proper apical–basal polarity with apical actin filaments and extracellular matrix containing laminin at its basal side (Fig. 6k). Similar to a typical vertebrate neuroepithelium, in the embryoids, mitosis occurred at or near the apical surface (Fig. 6l) while cell bodies of neurons expressing class III β-tubulin (TUBB3) were located basally (Fig. 6m). At D8, TUBB3 expressing neurons extended their axons both within the developing neural plate/tube and toward the non-neural part of the growing embryoids (Fig. 6n, o) and at D9, in the anterior part of the neural plate, TUBB3 expressing neurons appeared in multiple cell layers (Fig. 6p), which were reminiscent of those observed at the onset of cortical neurogenesis in the hindbrain of the mouse embryo^59^. As well, at D8-D9, *Doublecortin* (DCX), a marker for early post-mitotic neurons, was expressed in neurons extending their axons both along the neural tube and toward the non-neural part of the embryoids (Fig. 6q, r). Finally, at D8.5, the neural plate closed into a neural tube (Fig. 6s).

In summary, at a stage equivalent to the neurula of the mouse embryo, the embryoids display a neural plate/tube-like structure, with AP and DV axes, showing the histological characteristics of a typical mammalian neural plate/neural tube.

### Origin of cells giving rise to the different germ layers

To identify whether cells of the different germ layer derivatives originated from the signalling centre or from the naive aggregate, we generated embryoids with combinations of *GFP* labelled ESC (129-GFP that express *GFP* constitutively) and unlabelled E14TG2a ESC (Supplementary Fig. 15). First, we labelled the signalling centre using cells constitutively expressing the GFP. The resulting embryoids showed an unlabelled neural plate while *GFP* expressing cells were for the vast majority found in both the mesodermal and endodermal layers (and possibly in the neuromesodermal progenitor population in the posterior part of the embryoids). Focusing on the endoderm we found that the entire endoderm epithelium was fluorescent. Double immunofluorescence (Supplementary Fig. 15d) for GFP and SOX17 revealed the presence of SOX17(+) cells from the naive (unlabelled) part of the embryoid that were likely VE cells deriving from GATA6(+) cells present in the naive part of the embryoid (Fig. 3b, c) as well as SOX17(+)/GFP(+) cells from the signalling centre that corresponds to both VE cells from that domain and DE induced there by the high level of NODAL signalling. Conversely (Supplementary Fig. 16), when the naive territory was *GFP* labelled, we observed an accumulation of fluorescence in the ectoderm, in particular in the neural plate. In addition, by focusing on the endoderm epithelium, we confirmed the contribution of cells from the naive territory to the formation of the gut tube. These results demonstrate that cells from the primitive streak-like structure of the embryoids gave rise to mesoderm and endoderm, while naive cells gave rise to ectoderm (as well as a small population of mesodermal cells induced in the naive territory by the morphogens secreted by the signalling centre, Fig. 1i, Fig. 2e).

In summary, anterior neuroectodermal cells were derived from the naive territory, VE was derived from both the signalling centre and the naive territory, and definitive endoderm and most of the mesoderm was derived from the signalling centre. The origin of the neuromesodermal progenitor population has not yet been established. This cell population may well be within the population of *Bra* expressing cells present in the naive territory (Figs. 1i and 2e).

### Transcriptome analysis of developing embryoids

To complement our analysis of cell types, tissues and organ primordia present in the developing embryoids, we performed transcriptomic analyses at the neurula-stage (both bulk and single-cell transcriptomics). 

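Bulk RNA sequencing was carried out on embryoids and on controls collected at D7 and D8, with 3 libraries in each of the 4 groups. By the submitters' labels all 12 libraries came from E14TG2a, a mouse ESC line of the 129/Ola strain, but the library names begin with WT for all 6 controls and with E14 for all 6 embryoids. Hprt, a gene chosen after its values were seen, was listed at 32 or above in every control and at 1 or below in every embryoid library. E14TG2a is generally described as lacking Hprt, which is not given in the sources used here. On that description the control values go against their label. The labels alone do not exclude a difference of line or clone between the conditions. Such a difference would follow the groups and may bear on every comparison of embryoids with controls. Embryoids were made by merging an untreated aggregate started from 100 cells with a smaller aggregate started from 50 cells that had been incubated with BMP4 for 8 h, and controls were made by merging a pair of untreated aggregates of those sizes. The paper gives 10 µg/ml of BMP4 and 10 pooled embryoids per library, whereas the labels give 10 ng/ml and 12. The legend of Supplementary Fig. 18 states that the replicates were derived from biologically independent samples. The authors mapped single-end reads to the mouse genome build mm10 with STAR and normalized the expression values of each gene as TPM. The values used here are whole numbers for 24946 genes that sum to between 997897 and 998433 in each library, and from these sums they are taken to be the TPM values rounded by the authors. TPM keeps no sequencing depth, so the depth of each library is unknown, and at a value of 1 or 2 the rounding alone is a large part of the value. Between 13302 and 13346 genes were above 0 in the D7 controls, between 13561 and 13589 in the D8 controls, between 13589 and 13767 in the D7 embryoids and between 14207 and 14354 in the D8 embryoids. Tgoln2, which encodes a protein of the trans-Golgi network and is used by most cells, was listed at 29, 0 and 30 in the D7 embryoids, a gene chosen after its values were seen, so a single 0 need not mean absence. A gene is therefore described as listed at 0, with the value of each library, and no fold between embryoids and controls is given against a group at 0. Values were compared with limma on log2(TPM + 1) in one model of the 4 groups, over the 13751 genes with a mean above 1 in at least one group. The model shares the spread of each gene across the groups. Groups listed at 0 throughout add no spread, so standard errors for the other groups can be too small. Genes were called differentially expressed at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 1, the thresholds of the paper. Fold changes on the log2(TPM + 1) scale understate the change of genes with low values. The median log2 fold change of all tested genes between embryoids and controls was -0.19 at D7 and -0.18 at D8, and rescaling the libraries by median-of-ratios size factors moved it to 0.01 and 0.02. Genes of cytosolic ribosomal proteins were taken by symbol, as those with Rpl or Rps followed by a digit, which does not match this class exactly. They took 12.8 to 13.4% of the total in the D7 controls, 10.7 to 11.2% in the D8 controls, 16.1 to 18.7% in the D7 embryoids and 15.6 to 16.4% in the D8 embryoids. Lists of marker genes, written before the data were examined, were tested with the camera procedure of limma at a preset correlation between genes of 0.01 and adjusted over the 39 lists with at least 4 tested genes. At this setting the real groups gave 27 called lists at D7 and 24 at D8. Other splits of the same libraries gave up to 26 and 27. Each other split had unequal numbers of embryoids on its sides, so it kept part of the real difference. The splits therefore cannot show how many lists would be called without a difference. The camera p-values at the preset correlation are not taken here as evidence by themselves of a difference between the conditions. With the correlation estimated from the data, the lists that stayed below an adjusted p of 0.05 were those for endothelium, hindbrain, Hox paralog groups 1 to 4, Hox paralog groups 5 to 8 and the retinoic acid pathway at D7, and that for hindbrain at D8. Hox genes were listed at 0 in every control and could not come out lower. The hindbrain list also holds Hox genes, so these lists are not independent. Its estimated correlation was -0.0269, against 0.583 for the cardiac list, so the lists were not corrected alike. Gene positions are those of the RefSeq annotation of GRCm38, the assembly that mm10 names. The published mouse embryo transcriptomes were not analysed here.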

Bulk transcriptomes of D7 and D8 embryoids were compared to published transcriptomes of mouse embryos at stages in between E8.0 and E9.5^60^ (Fig. 7). Principal component analysis (PCA) was performed on transcriptome data from all replicates for each of the following developmental time points embryos at E8, E8.5, E9, E9.5 and embryoids at D7 or D8 (Fig. 7a). These analyses revealed noticeable differences in the transcriptomes, which was expected because we had already determined that the embryoids lacked forebrain and anterior midbrain structures (Figs. 1–6). PCA revealed that the transcriptomes of D7 and D8 embryoids were more similar to the transcriptomes of mouse embryos at stages E8.5–E9.0 (Fig. 7a). This was in agreement with the data we had assembled using in situ hybridization and immunostaining of various tissues and germ layer derivatives (Figs. 1–6). This analysis confirmed that embryoids expressed genes specific for tissues and cell derived from all three germ layers (Fig. 7b–d), although the level of expression was slightly lower in embryoids compared to neurula-stage mouse embryos. 

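Embryoids expressed genes of endoderm, mesoderm and ectoderm on both days. Among the mesoderm genes of Fig. 7c, cardiac genes had the highest values, and Six3 and Six6, of the most anterior brain, were listed at 0. In the embryoid libraries, 6 of the 7 endoderm genes of Fig. 7b, all 13 mesoderm genes of Fig. 7c and 15 of the 17 ectoderm genes of Fig. 7d were above 0 in each of the 3 libraries of both days. Among the endoderm genes, Cldn6, which encodes an epithelial tight junction protein, stood at 71.7 ± 19.6 (SD, n = 3) at D7 and 71.0 ± 16.6 at D8, and Apela, which encodes a secreted ligand of the apelin receptor, at 91.0 ± 25.2 and 62.7 ± 24.4. Sox17, a transcription factor of definitive endoderm and endothelium, was at 2 in each of these libraries. Afp, the alpha-fetoprotein of yolk sac endoderm and liver, rose from 1.33 ± 0.577 at D7 to 10.7 ± 3.21 at D8, a log2 fold change of 2.31 (standard error 0.29, adjusted p = 0.000404 from limma). Apoa1, an apolipoprotein of the same tissues, was listed at 0, 1 and 0 at D7 and at 1, 1 and 2 at D8. Tnnt2, the cardiac troponin T gene on chromosome 1 from 135836315 to 135852268, stood at 217 ± 136 at D7 and 514 ± 238 at D8, and Actc1, which encodes cardiac alpha-actin, at 166 ± 70.9 and 517 ± 225. Meox1, a homeobox gene of the somites, fell from 81.7 ± 25.9 to 31.0 ± 18.2, a log2 fold change of -1.45 (standard error 0.32, adjusted p = 0.0092 from limma), and the call was lost when only the 6 embryoid libraries were fitted (adjusted p = 0.131). Twist1, a transcription factor of mesenchyme, had 13.0 ± 1.00 at D7 and 16.3 ± 1.53 at D8. Of the ectoderm genes, Sox10, a marker of neural crest, stood at 4.00 ± 1.00 and 6.67 ± 3.21 on the 2 days, and Olig3, expressed in dorsal progenitors of the hindbrain and spinal cord, at 9.67 ± 2.08 and 17.7 ± 10.7. Zic1, a gene of the dorsal neural tube and somites, had 13.3 ± 4.16 at D7 and 33.3 ± 15.0 at D8.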

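Six3, a homeobox gene required for the forebrain and eye that lies on chromosome 17 from 85613608 to 85626191 of GRCm38, was listed at 0 in all 6 embryoid libraries. In the controls it stood at 7.33 ± 0.577 (SD, n = 3) at D7 and 5.67 ± 0.577 at D8, and the difference between the groups was called on both days (adjusted p = 1.14e-09 at D7 and 2.54e-09 at D8 from limma). Six6, a related homeobox gene of the eye field and hypothalamus, was listed at 0 in all 12 libraries, controls included, and was not tested. Dmbx1, a homeobox gene of the midbrain on chromosome 4 from 115915119 to 115940597, was at 1, 1 and 1 in the D7 embryoids and at 2, 1 and 1 in the D8 embryoids. Its values in the controls were 16.0 ± 3.00 at D7 and 21.0 ± 1.00 at D8. These are a log2 fold change of -3.07 (standard error 0.16, adjusted p = 2.85e-08 from limma) at D7 and one of -3.26 (standard error 0.16, adjusted p = 1.42e-08) at D8, with every embryoid library below every control library. With values this close to 0, the rounding to whole numbers limits how far the embryoid level can be resolved.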

The most remarkable difference between mouse embryos and embryoids was observed for anterior-most neuroectodermal genes that were either not expressed (e.g. *Six3* and *Six6*, two forebrain specific genes) or expressed in very low amounts (e.g. *Dmbx1*, a midbrain specific gene) in the embryoids. This was in agreement with our in situ/immunolabelling analyses showing that the embryoids lacked anterior structures. We also observed that while present, RNAs coding for markers of lateral plate mesoderm (*Foxf1*) and intermediate mesenchyme (*Osr1*) were lower in embryoids than in mouse embryos. This suggested that the embryoids may develop less lateral mesoderm than the embryos.

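Foxf1 and Osr1, of lateral plate and intermediate mesoderm, were present in embryoids at low values and were listed at 0 in controls. Hand1, which the heart also expresses, had far higher values in embryoids. Foxf1, a forkhead gene of splanchnic lateral plate mesoderm on chromosome 8 from 121084386 to 121088154 of GRCm38, was listed at 9, 16 and 3 in the 3 D7 embryoid libraries and at 9, 16 and 22 in the 3 D8 libraries. Osr1, a gene of intermediate and lateral mesoderm on chromosome 12 from 9574442 to 9581500, was at 6, 8 and 5 at D7 and at 5, 6 and 8 at D8. Neither gene was called between D7 and D8 in embryoids (adjusted p = 0.202 for Foxf1 and 1 for Osr1 from limma), and the D7 values of Foxf1 spread over the 3 libraries by more than the distance between the days. Without D7 embryoid replicate 2, Foxf1 passed the test with a log2 fold change of 1.32 (adjusted p = 0.0285). Both genes were listed at 0 in all 6 control libraries. Of the 8 genes of a lateral plate mesoderm list, all tested, 6 were higher in embryoids than in controls on each day and none was lower (the same counts adjusted over the list alone). Their camera test gave adjusted p = 6.88e-06 at D7 and 1.45e-05 at D8, and the call was lost with an estimated correlation (adjusted p = 0.103 and 0.124). Hand1, a transcription factor of lateral plate and cardiac mesoderm, was listed at 78, 105 and 37 at D7 and 72, 119 and 126 at D8, and Wnt2 at 12, 17 and 12 and 39, 30 and 32, against 0 in every control library. Genes at 0 in every control could not come out lower, so the list counts and tests add little for them. The members that were not called, Bmp4 and Prrx1, had log2 fold changes of 0.34 and 0.84 at D8. Rescaling by median-of-ratios or quantiles brought Prrx1 past the threshold at D8, at 1.03 and 1.04. Of 6 tested genes of an intermediate mesoderm list, 5 were higher and 1 was lower on each day (the same adjusted over the list alone; camera adjusted p = 0.00227 at D7 and 0.00784 at D8, and adjusted p = 0.153 and 0.188 with an estimated correlation). With a pseudocount of 5, 2 were higher on each day. The gene that was lower was Lhx1, which neurons also express, and its D7 call ended with a pseudocount of 5. Sall1, a zinc finger gene of the kidney primordium and limb buds, stood at 80.0 ± 17.5 in D8 embryoids and 12.0 ± 1.00 in D8 controls, a log2 fold change of 2.62 (standard error 0.17, adjusted p = 1.05e-07 from limma).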

**Fig. 7:**
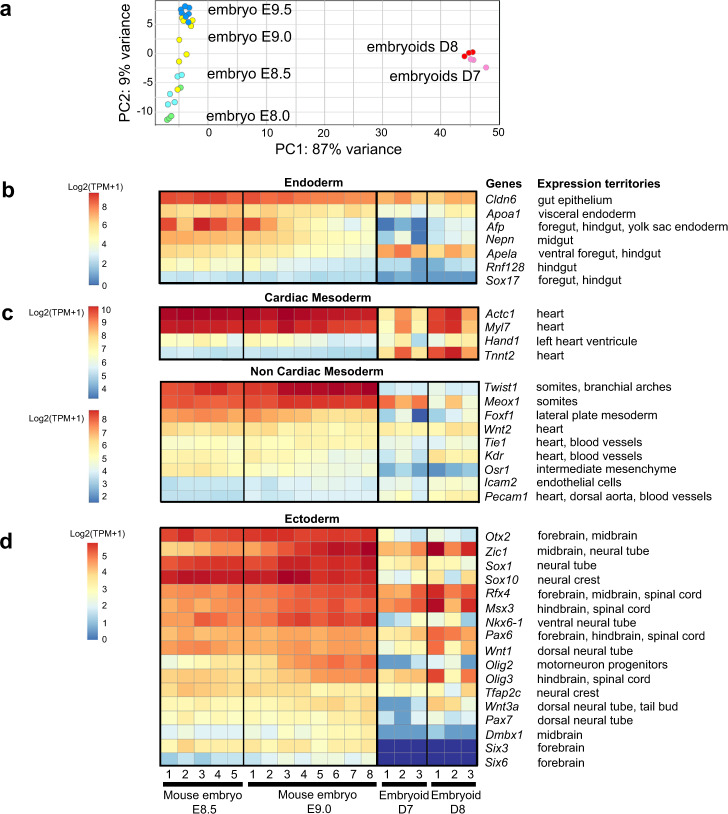
Comparison of transcriptomes of D7 and D8 embryoids with of E8.5 and E9.0 mouse embryos. **a** Principal component analysis (PCA) of bulk RNA-seq data from 3 replicates of 10 embryoids at D7 (pink) and D8 (red), 4 replicates of mouse embryos at E8.0, 5 replicates at E8.5, 8 replicates at E9.0 and 7 replicates at E9.5 showing that the embryoids bulk-RNA transcriptome is similar to the one for mouse embryos at E8.5 and E9.0. **b**–**d** Heatmaps of normalized expression in D7 and D8 embryoids and in E8.5 and E9.0 mouse embryos for gene markers of germ layer derivatives in the mouse embryo. **b** Endoderm, **c** Mesoderm, **d** Ectoderm. Because of their different levels of expressions, comparison of the expression of cardiac genes between mouse embryos and embryoids has been performed independently of the analysis for non-cardiac mesoderm. The replicates represented in these graphs were derived from biologically independent samples. For each gene, the expression territory (right) corresponds to the main expression domain of the gene in the mouse embryo between the embryonic stages TS13-TS15 (from 8.0 to 10.25 dpc) described in the Mouse Genome Informatics (MGI) Gene Expression Database (GXD) at informatics.jax.org/expression.shtml.

Bulk transcriptomes of D7 and D8 embryoids were also compared to transcriptomes of D7 and D8 controls (made by merging two untreated ESC aggregates at D3). 

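Replicates of one group resembled each other, and embryoids stood well apart from controls. The day made a smaller difference than the condition. Libraries of the same group had Pearson correlations of 0.978 to 0.990 across the log2(TPM + 1) values of the 13751 tested genes, over 12 pairs. Pairs of D7 controls lay between 0.989 and 0.990 and pairs of D8 controls at 0.989, pairs of D7 embryoids between 0.978 and 0.985 and pairs of D8 embryoids between 0.980 and 0.984. Embryoids and controls of the same day correlated at 0.894 to 0.915 at D7 and at 0.866 to 0.892 at D8. The days of one condition were closer, at 0.976 to 0.980 for controls and 0.972 to 0.978 for embryoids, so that the highest correlation between groups, 0.980 between controls of different days, lay just above the lowest within a group, 0.978 between D7 embryoids. Genes are not independent replicates, and no p is given for these correlations. In a principal component analysis of the 500 most variable genes, the first component carried 80.3% of the variance and the second 4.18%. On the first component the control libraries scored from -42.3 to -37.3 and the embryoid libraries from 34.1 to 44.7. On the second component D7 controls scored from -6.83 to -4.50 and D8 controls from 4.93 to 7.39, and D7 embryoids from -13.2 to -8.69 and D8 embryoids from 8.55 to 14.1, so that no library of one group lay within the range of another group on both components. D7 embryoid replicate 2 had the largest share of cytosolic ribosomal protein genes, 18.7% against 16.1 and 16.8% in the other D7 embryoids, and the lowest size factor, 0.822 against 0.943 and 0.945.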

PCA of embryoids and control transcriptomes revealed that the experimental replicates were highly reproducible and strongly clustered (Supplementary Fig. 17a). 

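Embryoids and controls differed in genes of many tissues, and most of these genes differed in the same direction on both days. Postn, a matrix gene of mesenchyme, rose in embryoids from D7 to D8, and Trp73, a gene of Cajal-Retzius neurons and multiciliated cells, rose in controls. At D7, 2285 of the 13751 tested genes were called between embryoids and controls by limma, 1137 of them higher and 1148 lower in embryoids. At D8, 2798 genes were called, 1429 higher and 1369 lower. Most calls were made on both days: 1019 genes were higher in embryoids at D7 and at D8, where independent lists of these sizes would share 118, and 891 were lower on both days, against 114. Only 3 genes were higher at D7 and lower at D8, and 1 gene went the other way. The days do not share control libraries, but both comparisons come from the same model, filter and spread. A difference of line or clone between the conditions would recur on both days. The overlap is therefore not independent evidence. The fold changes of the 2 days had a Pearson correlation of 0.898 across genes. In the test of the change itself, the difference between embryoids and controls changed from D7 to D8 for 358 genes, upward for 226 and downward for 132. After quantile normalization it changed upward for 149 and downward for 168, so the balance of the directions depends on the scaling. Without D8 control replicate 3 it changed upward for 143 and downward for 101, and with no filter for 309 and 218 and with a filter above 5 for 160 and 80. Among the 358 genes were Postn, which encodes periostin of embryonic mesenchyme, whose embryoid values rose from 22.0 ± 9.85 (SD, n = 3) at D7 to 236 ± 101 at D8 while it was listed at 0 in every control (adjusted p = 0.00344 for the change), and Trp73, the p73 gene of Cajal-Retzius neurons and multiciliated cells, whose control values rose from 10.7 ± 1.15 to 71.3 ± 3.51 while it was listed at 0 in every embryoid library (adjusted p = 2.67e-06). From D7 to D8, 403 genes rose and 18 fell in embryoids, and 415 rose and 28 fell in controls. The embryoid counts became 196 and 35 after quantile normalization and 209 and 5 with only the 6 embryoid libraries fitted, and were 376 and 10 without D7 embryoid replicate 1 and 282 and 11 without D8 embryoid replicate 1. The control counts became 264 and 22 with a filter above 5, 311 and 41 with median-of-ratios, 303 and 50 after quantile normalization and 458 and 62 with a pseudocount of 0.5, so the few genes that fell depend on these choices. In total 269 genes were listed at 0 in all 6 control libraries and above 1 in all 6 embryoid libraries, and 34 the other way. The counts depend on the pseudocount: with a pseudocount of 5 in place of 1, 1025 genes were called at D7, 1334 at D8, 111 for the change between the days, 101 between the days in embryoids and 134 in controls. With size factors from median-of-ratios, 1303 genes were higher and 861 lower at D7, and 1603 were higher and 998 lower at D8.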

Each condition and stage segregated in distinct groups indicating that embryoids and controls had distinct transcriptomes.

To identify the biological functions of genes upregulated in embryoids or in controls, we determined functional categories of each gene by querying the Gene Ontology database^61,62^. 

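Genes of the heart, vessels and gut were higher in D8 embryoids than in D8 controls. Of the somite genes that differed, most were higher as well. Of 22 tested genes of a cardiac list, 21 were higher than in controls and none was lower (the same counts adjusted over the list alone). The member that was not called, Smarcd3, a chromatin remodelling subunit of early cardiac progenitors, had a log2 fold change of -0.83. Myl7, the atrial myosin light chain, was listed at 578, 662 and 206 in D8 embryoids and at 0 in every D8 control, Myl4 at 342, 419 and 162 against 0, 1 and 0, and Tnni1, the slow skeletal troponin I that the embryonic heart expresses, at 251, 272 and 135 against 0. All 19 genes of an endothelium list were higher in embryoids (the same adjusted over the list alone). Cdh5, the vascular endothelial cadherin, was listed at 46, 55 and 55 against 0 in every control, and Emcn, which encodes the endothelial sialomucin endomucin, at 27, 28 and 26 against 0. Of 18 tested genes of a gut endoderm list, 17 were higher and none was lower, again with the same counts adjusted over the list alone. Krt19, a keratin of simple epithelia, was at 34.7 ± 5.51 (SD, n = 3) in D8 embryoids and at 0, 1 and 1 in D8 controls, a log2 fold change of 4.48 (standard error 0.31, adjusted p = 2.54e-07 from limma). The member that was not called was Trh, with 9.33 ± 8.39 against 9.67 ± 5.69. Of 17 tested genes of presomitic mesoderm and somites, 9 were higher, 3 were lower and 5 did not pass the test, and the same numbers held adjusted over the list alone. With a pseudocount of 5, 3 of them were higher and none was lower, and 10 of the gut endoderm genes were higher. Aldh1a2, which makes retinoic acid in paraxial mesoderm, was at 174, 117 and 167 against 0 in the controls, and Uncx, of the posterior part of each somite, was lower than in the controls (2.33 ± 0.577 against 8.67 ± 0.577, adjusted p = 1.83e-05 from limma), a call that ended with a pseudocount of 5 at a log2 fold change of -0.90. The camera test gave adjusted p = 2.98e-12 for the cardiac list, 3.84e-16 for endothelium, 5.42e-09 for gut endoderm and 0.00176 for somites. With an estimated correlation these became adjusted p = 0.17, 0.0509, 0.124 and 0.355, all above the threshold. Members listed at 0 in every D8 control, such as Myl7, Tnni1, Cdh5 and Emcn, could be tested only through their embryoid values. They could not come out lower, so the counts and list tests add little to the values of such members. Among the largest increases, Acta2, the smooth muscle actin, was listed at 125, 212 and 156 and Col3a1, a fibrillar collagen, at 181, 341 and 359, both at 0 in every D8 control. The GO categories of the paper were not tested here, and the lists cover some of the same tissues.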

Functional grouping of the GO terms based on GO hierarchy revealed that amongst the most prominent groups of genes upregulated in embryoids at D8 were those associated with the development of mesoderm (vasculature, heart, muscle) and endoderm (digestive system, respiratory system) derivatives as well as those associated with tube development and tube closure (Supplementary Fig. 17b-d). Conversely, groups of genes upregulated in controls were associated with the formation and patterning of anterior brain (forebrain and midbrain) but not with endoderm, mesoderm or other more posterior neural tissue (Supplementary Fig. 17b-c, e).

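Wnt8b, Rspo2, Fezf1, Fezf2, Nr2e1 and Trp73 were among the genes with the largest decreases in embryoids at D8. Wnt8b, a ligand of the cortical hem on chromosome 19 from 44493472 to 44514273 of GRCm38, stood at 248 ± 6.56 (SD, n = 3) in D8 controls and was listed at 0, 1 and 0 in D8 embryoids, a log2 fold change of -7.63 (standard error 0.21, adjusted p = 1.1e-10 from limma). Rspo2, which encodes a secreted enhancer of WNT signalling, was at 422 ± 9.54 against 1, 2 and 1 with a log2 fold change of -7.53 (standard error 0.13, adjusted p = 2.4e-12 from limma). Fezf1 and Fezf2, zinc finger genes of the early forebrain, were at 79.7 ± 3.21 and 62.3 ± 1.53 in D8 controls, and Nr2e1, a nuclear receptor of forebrain progenitors, at 48.0 ± 1.00, and all 3 were listed at 0 in every embryoid library. Genes common to neural cells at all levels were lower in embryoids too, and were not absent. Of 12 genes of a neural progenitor list, 9 were lower and none was higher at D8 (11 and none at D7, and the same counts adjusted over the list alone on both days). Nes, which encodes the intermediate filament nestin, stood at 41.3 ± 6.81 in D8 embryoids and 127 ± 7.77 in D8 controls. Of 18 neuron genes, 15 were lower and none was higher on each day, as they were adjusted over the list alone, and with median-of-ratios or quantiles 13 were lower and 1 was higher at D8. Stmn3, a regulator of microtubules in neurons, was at 29.0 ± 8.89 against 231 ± 15.6, a log2 fold change of -2.99 (standard error 0.20, adjusted p = 2.58e-07 from limma). The camera test gave adjusted p = 0.00909 for neural progenitors and 0.00214 for neurons at D8, and with an estimated correlation adjusted p = 0.457 and 0.457. The neuron genes rose in both conditions from D7 to D8, 13 of the 18 in embryoids and 14 in controls, with none lower (the same adjusted over the list alone). The embryoid count was 9 with only the 6 embryoid libraries fitted, 9 without D8 embryoid replicate 1 and 7 with a pseudocount of 5, and Stmn3 and Tubb3 were not among those 9 (adjusted p = 0.0543 and 0.0962).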

Similar observations were made by examining the expression level of markers for the three germ layers. We found expression of endoderm (Supplementary Fig. 18a) and mesoderm (Supplementary Fig. 18b) specific genes in embryoids but not in controls. 

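The endoderm and mesoderm genes of the paper's figure were higher in embryoids than in controls on both days. Controls held low values of a few of them, above all of Kdr. All 7 endoderm genes of Supplementary Fig. 18a and all 16 mesoderm genes of Supplementary Fig. 18b were higher in embryoids than in controls at D7 and at D8 by limma. The same held when adjusted over the list alone, which is not independent evidence because the figure shows these same samples. In the controls, 5 of the 7 endoderm genes were listed at 0 in every D7 library and 4 in every D8 library, and of the mesoderm genes 11 were at 0 in every D7 library and 13 in every D8 library. Dsp, the desmosomal plaque gene of epithelia, was listed at 0 in the D7 controls and at 1, 1 and 1 in the D8 controls, and stood at 14.3 ± 2.08 (SD, n = 3) in D7 and 24.3 ± 7.37 in D8 embryoids. Tmprss2, a serine protease of epithelia, had 21.0 ± 4.58 and 15.0 ± 3.61 in embryoids against 1, 1 and 1 and 2, 2 and 1 in controls, a log2 fold change of 3.44 (standard error 0.21, adjusted p = 9.1e-08 from limma) at D7. Nepn, a proteoglycan gene of the gut epithelium, was listed at 4, 13 and 1 at D7 and 8, 12 and 15 at D8 in embryoids, and at 0, 0 and 1 and 1, 1 and 0 in controls. Neurog3, of endocrine progenitors, was at 2, 2 and 2 and 4, 7 and 2, and Pyy, a gut peptide hormone, at 1, 2 and 3 and 5, 1 and 2, each with 0 in every control. Kdr, the VEGF receptor of endothelial progenitors, was the mesoderm gene with the highest values in controls, 2, 2 and 2 at D7 and 4, 5 and 4 at D8, against 33, 24 and 29 and 28, 40 and 37 in embryoids (log2 fold changes of 3.29 and 2.74, standard errors 0.14 and 0.14, adjusted p = 5.28e-09 and 1.82e-08 from limma). Hbb-bh1, a globin of primitive erythrocytes that may share reads with other beta-like globin genes, was listed at 315, 274 and 28 in D7 embryoids and 171, 416 and 589 in D8 embryoids, and at most at 1 in a control. With a pseudocount of 5, the calls ended for Nepn at D7, with a log2 fold change of 0.90, and for Neurog3, Pyy and Sox17 on both days.

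**Figure D1:**
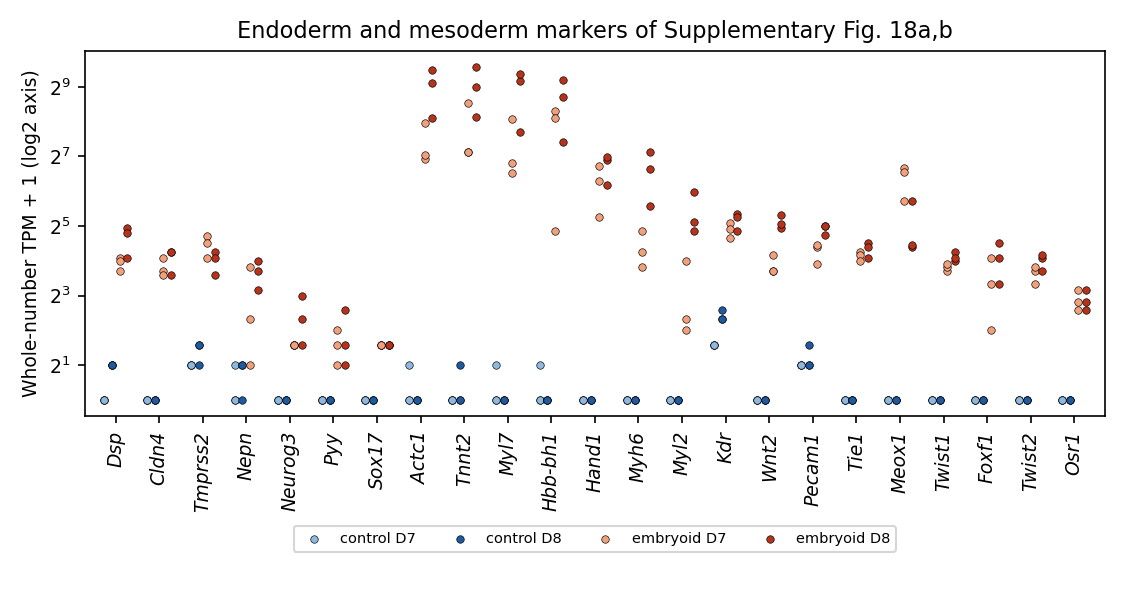
Whole-number TPM values plus 1, on a log2 axis, of the 7 endoderm and 16 mesoderm genes in each of the 12 libraries. Each point is one library and colours mark the 4 groups of 3 libraries. The controls reach 5 for Kdr, their highest value in the plot, and lie at 0 for most of the other genes.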

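A few ectoderm genes of the paper's figure, among them Msx3 of the dorsal hindbrain and spinal cord and Sox10 of the neural crest, were higher in embryoids. Most of the others, such as Otx1 of the forebrain and midbrain, were higher in controls. Tubb3 and Sox2, which neural cells of all levels express, were present in both. Of the 28 ectoderm genes of Supplementary Fig. 18c, Msx3, Olig3, Pcp4, Sox10 and Egr2 were higher in embryoids than in controls on both days by limma. The other 23 were lower at D7 and 22 of them were lower at D8, where Sox1, a marker of neural progenitors, had a log2 fold change of -0.84 and was not called. Counts were the same adjusted over the list alone, which is not independent evidence because the figure shows these same samples. Msx3, a homeobox gene of the dorsal hindbrain and spinal cord, stood at 18.7 ± 4.62 (SD, n = 3) in D7 and 29.7 ± 15.3 in D8 embryoids, against 1, 0 and 0 and 2, 2 and 1 in controls. Egr2, the Krox20 gene of hindbrain rhombomeres, was listed at 1, 1 and 2 and 3, 4 and 3 in embryoids and at 0 in every control. Its D7 call ended without D7 embryoid replicate 3, when the remaining 2 libraries both stood at 1 (adjusted p = 0.000238, with the fold no longer above the threshold), and with a pseudocount of 5 on both days, as that of Sox10 did at D7. Pcp4, a calmodulin-binding peptide gene of neurons, had 15.0 ± 4.00 against 3.00 ± 0 at D8, a log2 fold change of 1.97 (standard error 0.17, adjusted p = 1.24e-06 from limma). Of the genes that were lower, 6 were listed at 0 in every D7 embryoid library and 4 in every D8 embryoid library. Otx1, a homeobox gene of the forebrain and midbrain, was at 0 in all of them and at 104 ± 6.03 in D7 and 90.3 ± 5.51 in D8 controls. Tubb3, the neuronal tubulin, was lower in embryoids but stayed high, at 321 ± 129 against 1603 ± 49.6 at D8 with a log2 fold change of -2.39 (standard error 0.25, adjusted p = 9.02e-06 from limma), and Sox2, of neural progenitors at all levels, had 47.7 ± 9.07 against 117 ± 2.00. Of 10 tested genes of a hindbrain list written before the data were examined, which holds 4 Hox genes, 9 were higher in embryoids on both days and none was lower (the same adjusted over the list alone), and with a pseudocount of 5, 5 were higher at D7 and 6 at D8. The camera test gave adjusted p = 6.78e-08 at D7 and 2.64e-07 at D8, and with an estimated correlation adjusted p = 0.0133 and 0.0186. The Hox genes of the list were at 0 in every control and could not come out lower. The D7 call of Sox1 ended with median-of-ratios (log2 fold change -0.88), quantiles (-0.86) and a pseudocount of 5 (-0.80), and without D7 embryoid replicate 1 or 2 (-0.98 and -0.98). The D8 call of Pax6 ended with median-of-ratios (-0.87), quantiles (-0.88) and a pseudocount of 5 (-0.94), and without D8 embryoid replicate 3 (-0.93).

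**Figure D2:**
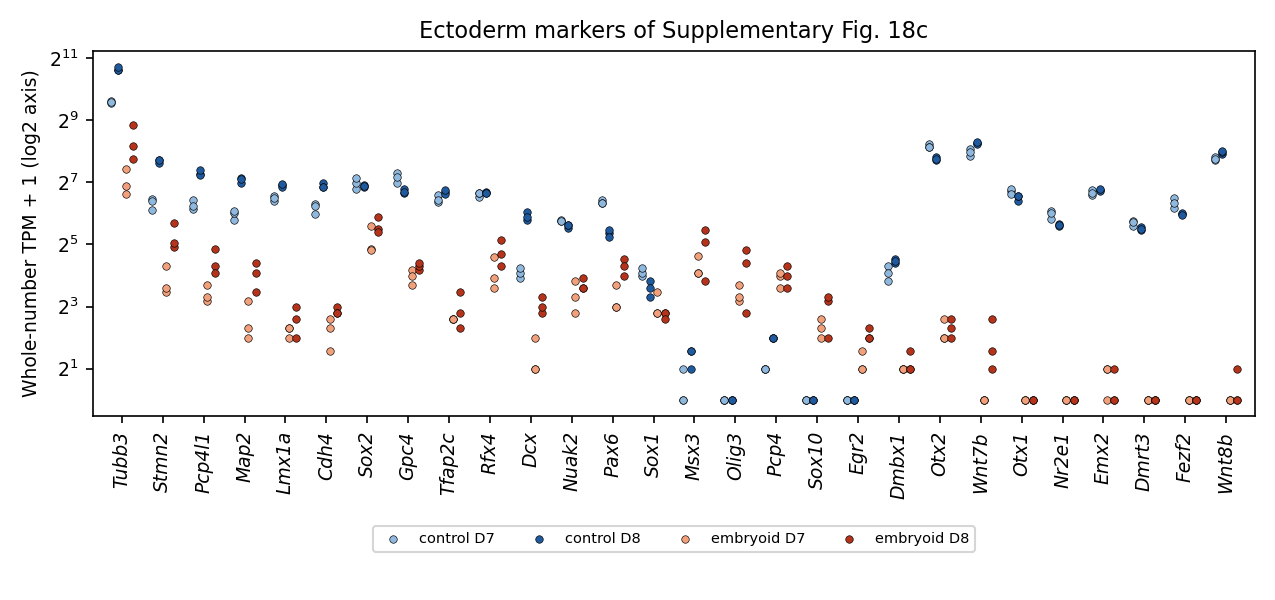
Whole-number TPM values plus 1, on a log2 axis, of the 28 ectoderm genes in each of the 12 libraries, with one point per library and colours for the 4 groups of 3 libraries. The embryoid points of Msx3, Olig3, Pcp4, Sox10 and Egr2 lie above the control points, and the control points of Otx1, from 84 to 110, lie above embryoid points at 0.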

In the neuroectoderm, genes expressed in hindbrain and spinal cord were observed only in the transcriptomes of embryoids while transcripts for genes specific for anterior CNS domains (forebrain and midbrain) were found in controls (Supplementary Fig. 18c). 

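Controls expressed Emx2 and Dmrt3 of the dorsal forebrain, which were at or near 0 in embryoids. Otx2, of the forebrain and midbrain, was much lower in embryoids. Of genes that the isthmus expresses, Pax8 was higher in embryoids at low values, and En2 was listed at 0 in them. Of the 16 tested genes of a forebrain list, 14 were lower in embryoids than in controls on each day and 2 were higher, and the same counts were obtained adjusted over the list alone. The camera test gave adjusted p = 4.21e-07 at D7 and 1.46e-06 at D8, and the call was lost with an estimated correlation (adjusted p = 0.0989 and 0.123). Emx2, a homeobox gene of the cerebral cortex, stood at 100 ± 5.57 (SD, n = 3) in D7 controls and 107 ± 3.00 in D8 controls, against 1, 0 and 1 and 0, 1 and 0 in embryoids, a log2 fold change of -6.42 (standard error 0.29, adjusted p = 1.22e-08 from limma) at D8. Lhx2, needed for the cortex and eye, was at 39.0 ± 4.58 in D8 controls and 3.67 ± 0.577 in D8 embryoids with a log2 fold change of -3.10 (standard error 0.14, adjusted p = 5.99e-09 from limma). Dmrt3, another gene of the dorsal forebrain, was at 44.3 ± 1.53 in D8 controls and listed at 0 in every embryoid library. The 2 members that were higher in embryoids were Dlx1 and Dlx2, which are expressed in the ventral forebrain and also in cranial neural crest. They were listed at 2, 4 and 4 and 2, 3 and 4 in D8 embryoids and at 0 in every control. Their calls ended with a pseudocount of 5. Of 12 tested genes of the midbrain and isthmus, 6 were lower and 5 were higher in embryoids at D8, and 6 were lower and 3 higher at D7, as they were adjusted over the list alone, and the list as a whole was not called (camera adjusted p = 0.881 at D7 and 0.852 at D8). At D8, 3 were lower without D8 control replicate 2, 3 were higher without D8 embryoid replicate 2, and 3 were lower and none higher with a pseudocount of 5. Otx2, which marks the forebrain and midbrain and lies on chromosome 14 from 48656781 to 48667644 of GRCm38, was the most reduced of them, at 3.67 ± 1.15 against 287 ± 10.1 at D7 and 4.00 ± 1.00 against 216 ± 8.54 at D8 (log2 fold changes of -5.98 and -5.46, standard errors 0.16 and 0.16, adjusted p = 1.26e-10 and 2.04e-10 from limma). Pax8, of the isthmus, kidney and otic primordia, was listed at 5, 2 and 4 in D7 embryoids and 2, 2 and 2 in D8 embryoids and at 0 in the controls, and En2, of the midbrain and isthmus, was listed at 0 in every embryoid library and at 2, 1 and 2 and 1, 2 and 1 in the controls. Their calls ended with a pseudocount of 5, and that of En2 at D8 also without D8 control replicate 2, when the remaining 2 controls both stood at 1 (adjusted p = 0.00184, with the fold no longer past the threshold). By in situ hybridization the paper reports En2 transcripts at the anterior tip of D7 embryoids. Whole-number values of pooled embryoids at 0 need not mean that such transcripts were absent.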

In summary, cells from control aggregates displayed anterior neuroectodermal identity, in accordance with the neural induction model in which forebrain fates constitute a default positional identity in the early neuroectoderm^63,64^. 

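Embryoids expressed Hox genes of hindbrain to lumbar levels, and in controls the Hox genes were listed at 0. Genes of dorsal and ventral domains of the neural tube were present in embryoids as well. Hox genes, which mark levels of the hindbrain, spinal cord and trunk, were listed at 0 in all 6 control libraries for all 39 genes. All 11 tested genes of paralog groups 1 to 4 and all 11 of groups 5 to 8 were higher in embryoids on both days, and of 12 tested genes of groups 9 to 13, 8 were higher at D7 and 12 at D8, with the same counts adjusted over the list alone. With all controls at 0, a Hox gene could be tested only through its embryoid values and could not come out lower. These counts and the list tests of Hox genes therefore add little to the values themselves. Hoxb1, an anterior member, was listed at 27, 23 and 21 in D7 and 13, 14 and 17 in D8 embryoids, Hoxc6, of the cervical and thoracic levels, at 43, 40 and 46 and 43, 49 and 41, and Hoxb9, on chromosome 11 from 96271330 to 96276595 of GRCm38, at 124, 113 and 136 and 129, 109 and 113, the highest of the 39. Hoxc10, of lumbar levels, was at 99, 62 and 69 and 59, 83 and 95. The most posterior members were near the limit of whole-number values, with Hoxd13 at 2, 0 and 0 at D7 and 1, 2 and 6 at D8, and Hoxa13 at 0 in every library. Hoxa4, of the hindbrain and cervical levels, was also at 0 in every library. Hoxd13 was called at D8 and not at D7, and the change between the days did not pass the test (adjusted p = 0.284 from limma). Its D8 call ended with a pseudocount of 5, as did those of Hoxd1, Hoxc11, Hoxd11 and Hoxd12. At D7 the calls of Hoxd1 and Hoxa11 ended with it. The camera test of groups 9 to 13 gave adjusted p = 9.01e-08 at D7 and 4.15e-08 at D8, and adjusted p = 0.132 and 0.131 with an estimated correlation. For groups 1 to 4 and for groups 5 to 8 at D8 it gave 3.89e-11 and 1e-12, and adjusted p = 0.0509 for both with an estimated correlation. Of 19 tested genes of dorsoventral domains of the neural tube, 9 were higher and 7 lower in embryoids at D8 (9 and 6 at D7, and the same adjusted over the list alone), and the list was not called (camera adjusted p = 0.0847). With a pseudocount of 5, 4 were higher and 6 lower at D8. Shh, of the floor plate, notochord and gut, was listed at 6, 10 and 10 and Nkx6-1, of ventral progenitors, at 5, 6 and 2 in D8 embryoids and both at 0 in every control, whereas Olig2, of motor neuron progenitors, was at 4, 5 and 1 against 1, 1 and 1 and was not called. Olig2 was called with median-of-ratios (log2 fold change 1.09) and without D8 embryoid replicate 3 (1.45), and Nkx6-1 was not with a pseudocount of 5. Cdx2, of the posterior growth zone and hindgut, stood at 38.3 ± 10.0 in D7 and 17.3 ± 10.0 in D8 embryoids and was at 0 in every control. The paper sums up that cells of the control aggregates had an anterior neuroectodermal identity, and it relates this to the neural induction model.

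**Figure D3:**
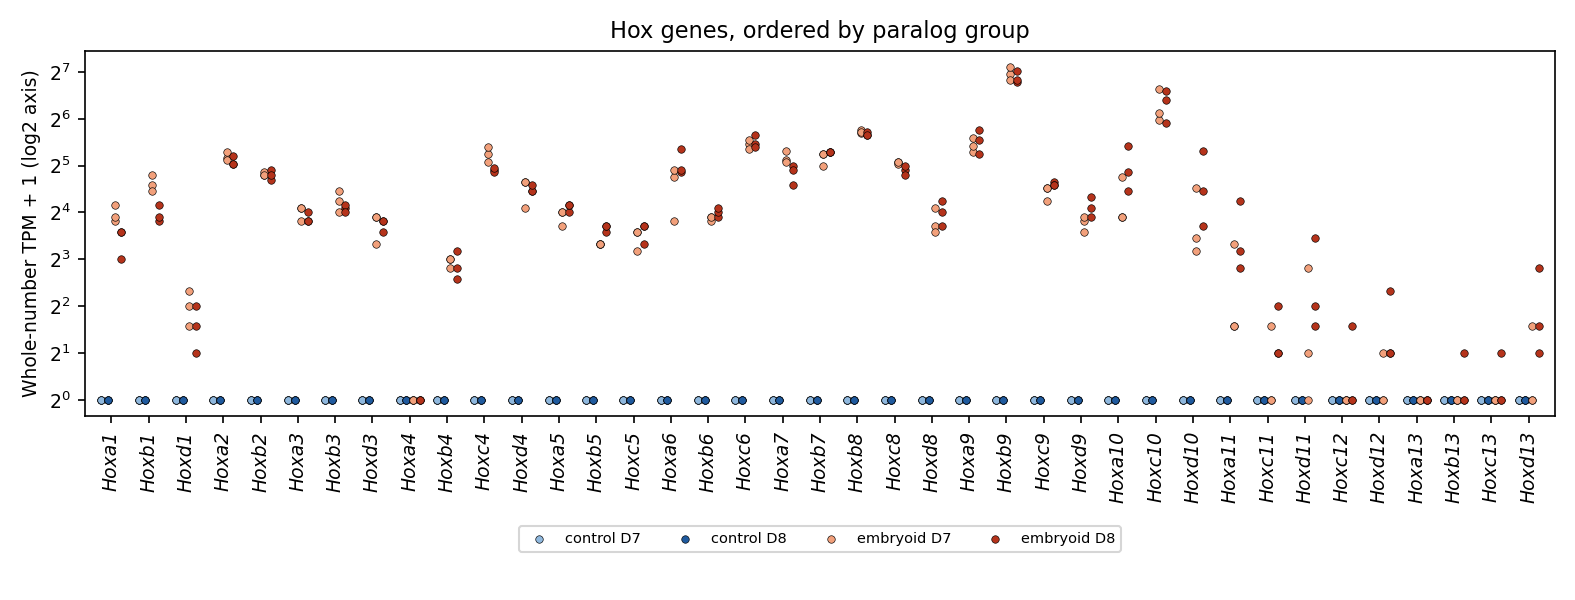
Whole-number TPM values plus 1, on a log2 axis, of the 39 Hox genes ordered by paralog group, with one point for each of the 12 libraries and colours for the 4 groups of 3 libraries. All control points lie on the line of 0, and the embryoid points of Hoxb9, from 109 to 136, are the highest.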

Cells of D7 and D8 embryoids did not show any anterior-most neural identity but we observed a wide variety of genes normally found present in the mouse embryo, from the isthmus/midbrain–hindbrain boundary to the tip of the spinal cord.

To further characterize the identity of cells and tissues that are present in growing embryoids, we performed single-cell RNA sequencing (scRNA-seq). To do so, 10,973 cells from 90-pooled D8 embryoids were isolated and their RNA sequenced. The resulting dataset was then compared to previously published scRNA-seq datasets of mouse embryos (E7.5, E7.75, E8.0, E8.25, E8.5^65^ and E9.5, E10.5^66^). To identify which of these 7 developmental stages had a single-cell transcriptome closest to that obtained from the transcriptome of D8 embryoids, 5000 cells were randomly selected from each scRNA-seq dataset (D8 embryoids and embryos at the 7 developmental stages) and aggregated into a “bulk like RNA-seq” dataset. The expression count of these 8 datasets was normalized and sample-to-sample distances were calculated and visualized by PCA (Fig. 8a). Normalized expression counts of the different datasets were log2 transformed and used to calculate a Pearson correlation coefficient. A correlation plot was utilized to compare the embryoids dataset with that obtained from mouse embryos at stages E7.5–E10.5 (Fig. 8b). In this plot, the highest correlation coefficient between mouse and embryoid datasets with that obtained was for E8.5 mouse embryos, which was therefore selected for our comparative analysis of embryos and embryoids transcriptome data.

**Fig. 8:**
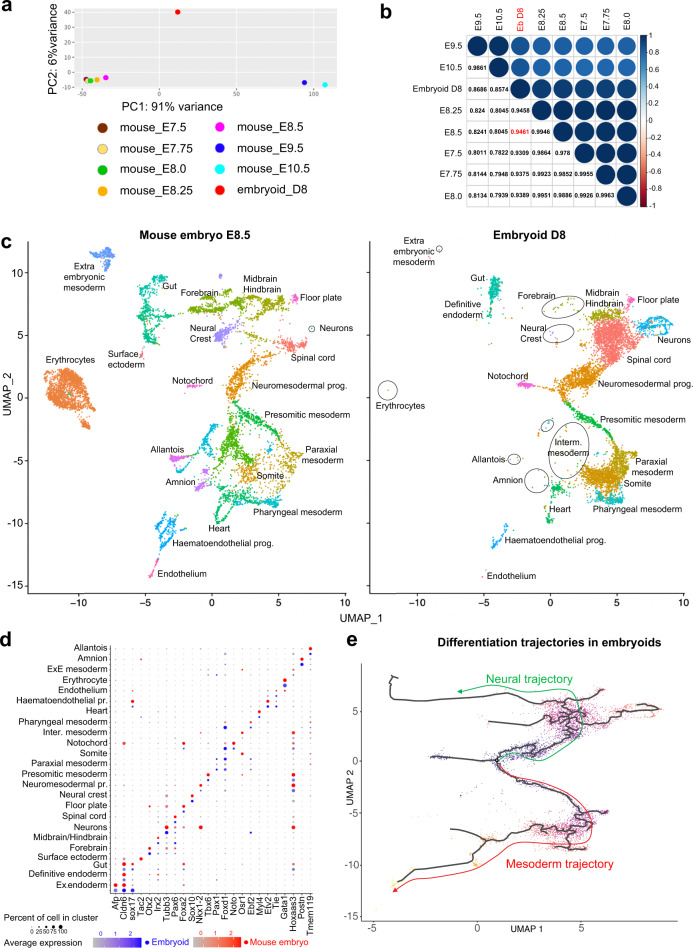
Comparison of embryoids and of mouse embryos scRNA-seq transcriptomes. **a** PCA of bulk RNA-seq generated from 5000 randomly selected cells from scRNA-seq of embryoids at D8 and mouse embryos at E7.5, E7.75, E8.0, E8.25, E8.5, E9.5 and E10.5. **b** Pearson correlation coefficient plot for D8 embryoids and mouse embryos in between E7.5 and E10.5 showed the highest correlation between the transcriptome of D8 embryoids (ebD8) and of E8.5 mouse embryos. **c** UMAP plots showing 6639 cells isolated from D8 embryoids and 8590 cells isolated from E8.5 mouse embryos. A unique colour was used to show cells of each cluster (prog.: progenitors, Inter.: intermediate). The surface ectoderm cluster was only present in mouse embryos. Clusters with a small number of cells were delineated by circles or by an oval line. **d** Dot plot graph showing both the percentage of cells (diameter of the dot) of a given cluster that expressed the marker gene of that cluster and its level of expression (gradient of colour, blue for embryoids, red for mouse embryos). Names of the 24 clusters are given at the left and name of the marker gene for each cluster are given at the bottom. For each cluster, mouse embryo data are given in red top and the embryoid data are given in blue. **e** Pseudotime differentiation trajectory analysis for neural and mesoderm trajectories in D8 embryoids.

To compare cell populations present in E8.5 mouse embryos and D8 embryoids, both transcriptomes were integrated and then analysed using unsupervised clustering and visualized using UMAP. Cluster identity was inferred using differentially expressed genes (DEG) (Supplementary Data 1) and molecular markers published in previous analyses of mouse embryo transcriptomes (Supplementary Table 2). This allowed us to identify 24 cell clusters in the single-cell transcriptome of the mouse embryo (Fig. 8c) and we found 23 of them in the embryoids; the surface ectoderm cluster was absent from the embryoid transcriptome, Supplementary Table 3).

On UMAP, the larger clusters comprised clusters for neuromesodermal progenitors, spinal cord, midbrain–hindbrain that were organized into a continuum of states recapitulating spatiotemporal features of the developing mouse embryo at E8.5. This was also true for the mesoderm in which the larger clusters comprised clusters for NMP, presomitic mesoderm (PSM), paraxial mesoderm (PM), somite, pharyngeal mesoderm and heart. Additional large clusters comprised neurons, gut, notochord, floor plate and haematoendothelial progenitors. Smaller clusters included intermediate mesoderm, definitive endoderm, forebrain, extra-embryonic mesoderm, neural crest, amnion and endothelium. Finally, because of their very low cell numbers (Supplementary Table 3) allantois, extra-embryonic endoderm and erythrocytes could not be considered as true cell clusters in the sc-trancriptome of embryoids. However, the cells present were highly similar in their transcriptome to cells of equivalent clusters in the mouse embryo.

Cluster identification was supported by analysis of specific markers expression visualized on UMAP (Fig. 8c) or in dot plot graph (Fig. 8d). For the majority of clusters, we observed a strong similarity between embryoids and embryos for their position on UMAP (Supplementary Fig. 19), in the percentage of cells expressing the marker analysed and in the intensity of its expression (Fig. 8c). Extended dot plot data for additional markers defining the 24 clusters presented in (Supplementary Figs. 20, 21) allowed us to reach the same conclusions.

We also performed developmental differentiation trajectory analysis by pseudotime (Fig. 8e). In the mouse embryo at E8.5, NMP of both spinal cord and trunk/tail mesoderm are present in the tail bud and are the progenitors for both neural and mesodermal cells for these posterior territories^67^. Along these two differentiation trajectories, cells are ordered from the less differentiated cells in the NMP domain to the most differentiated cells and this is highly correlated with the position of cells along the posterior to anterior axis. Similarly, in the embryoids we found (Fig. 9) the progenitors for the posterior and truncal mesoderm expressing *Nkx1*-2 then expression of genes associated with intermediate level of differentiation such as *Mesp1*, *Cer1*, *Meox2* and *Pax9*, and then terminal/advanced differentiation markers such as *Nkx2-5* and *Etv2*. The succession of gene expressions along the pseudotime axis reflected the differentiation state of mesodermal cells with the anterior-most territories (e.g. heart) differentiating first while more posterior territories (e.g. paraxial mesoderm) differentiate later and the posteriormost territory, the NMP cells, that generates the mesoderm of the posterior end of the embryoids, are only at an early differentiation state and differentiate last. Both the correlation between pseudotime differentiation of each cluster/subcluster analysed and the posterior to anterior position of the expression domains of specific markers (identified previously by in situ hybridization—Figs. 1, 4, 5) was consistent all along the AP axis from the NMP cluster posteriorly to the haematoendothelial progenitor and endothelium clusters anteriorly. The same observations were made for the neural pseudotime differentiation trajectory (Fig. 10a) with the anterior-most territories (forebrain, midbrain–hindbrain) differentiating first while more posterior neural territories including spinal cord as well as the NMP, that give rise to the posterior neural tissues, differentiate later.

**Fig. 9:**
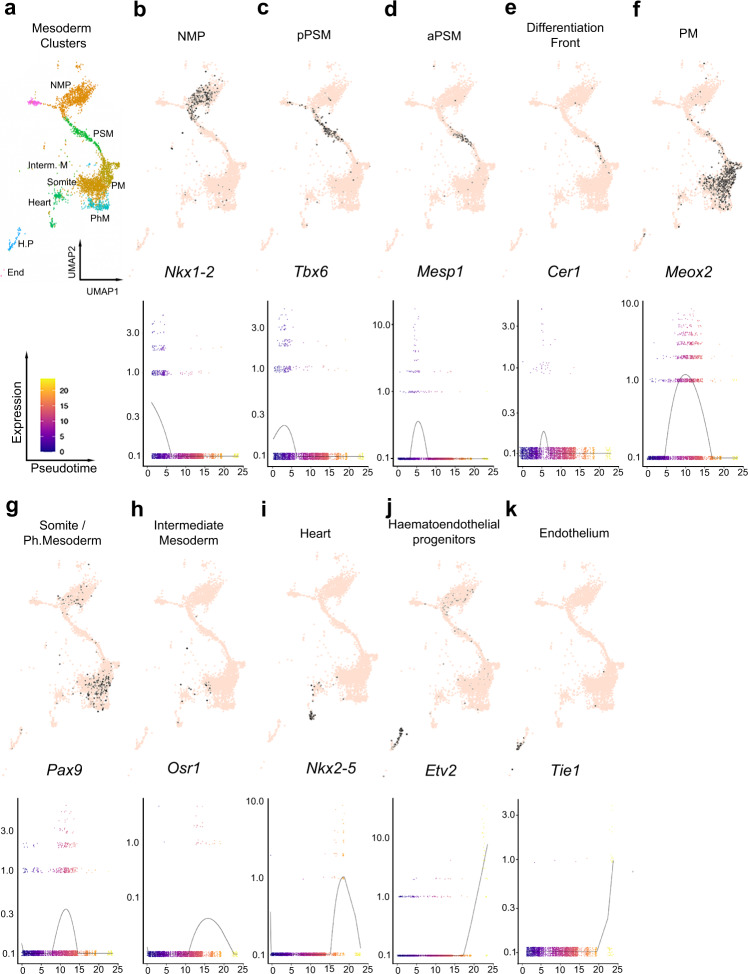
Mesoderm clusters, subclusters and mesodermal pseudotime differentiation of their specific marker genes. **a** Selected mesoderm clusters: NMP: neuromesodermal progenitors, PSM: presomitic mesoderm, PM: paraxial mesoderm, Interm. Mesoderm: intermediate mesoderm, somites, PhM: pharyngeal mesoderm, heart, hematopoietic prog. (progenitors), endothelium. **b**–**k** UMAP plot (top) and spline plot (bottom) representing changes of expression over pseudotime for marker genes of each cluster and subcluster: **b** *Nkx1-2* for NMP, **c** *Tbx6* for posterior presomitic mesoderm (pPSM), **d** *Mesp1* for anterior PSM (aPSM), **e** *Cer1* for the differentiation front, **f** *Meox2* for PM, **g** *Pax9* for somite and pharyngeal mesoderm, **h** *Osr1* for intermediate mesoderm, **i** *Nkx2-5* for heart, **j** *Etv2* for haematoendothelial progenitors, **k** *Tie1* for endothelium.

**Fig. 10:**
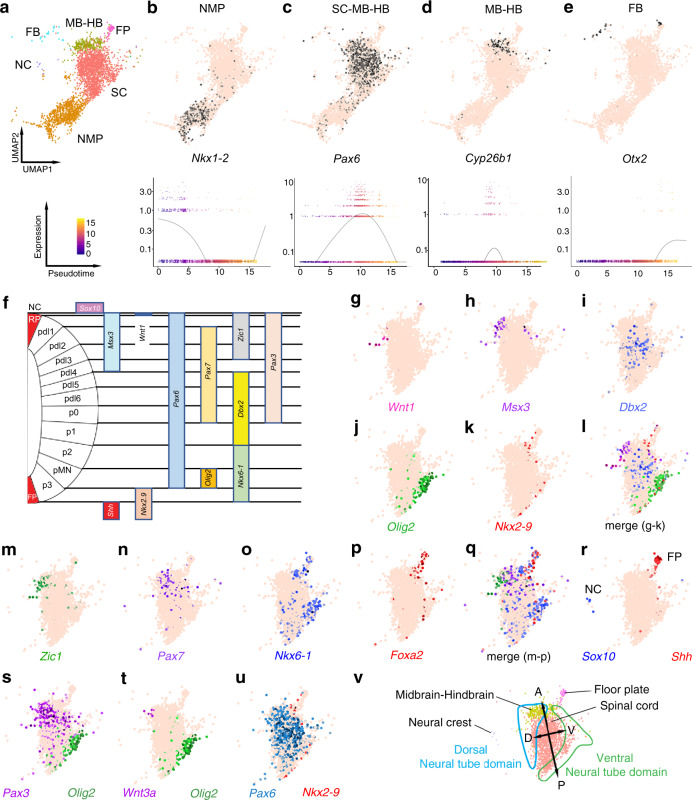
Neurectoderm clusters and neural pseudotime differentiation of their specific marker genes and segregation of cell states along the dorsoventral axis of the neural tube. **a** Selected ectoderm clusters: FB: forebrain, MB-HB: midbrain–hindbrain, FP: floor plate, SC: spinal cord, NMP: neuromesodermal progenitors, NC: neural crest. **b**–**e** (top) UMAP plot and (bottom) spline plot representing changes of expression over pseudotime for marker genes of each cluster: **b** *Nkx1-2* for NMP, **c** *Pax6* for SC, MB-HB, **d** *Cyp26b1* for HB, **e** *Otx2* for FB. **f** Schematic of the expression pattern of genes expressed in domains of the mouse embryo neural tube along its DV axis. Left: one half of the neural tube in cross-section. From dorsal to ventral: NC: neural crest (outside of the neural tube), RP: roof plate, then arrayed along the DV axis of the neural tube are various progenitor domains: pdl1–pdl6, p0–p2, pMN (motor neuron), p3 then ventrally FP: floor plate. Domains of expression of the markers used to analyse the segregation of cells of neural clusters along AP axis are indicated as bars on the right. **g**–**k** Coloured cells expressing specific markers of the dorsal neural tube domain: *Wnt1*, *Msx3*; intermediate domain: *Dbx2*; ventral domain: *Olig2*, *Nkx2-9*. **l** Merge of all cells expressing these five marker genes. **m**–**p** Coloured cells expressing specific markers of dorsal domain: *Zic1*, *Pax7*, ventral domain: *Nkx6-1*, *Foxa2*, **q** merge of coloured cells expressing these four marker genes. **r** Position of NC and FP clusters expressing, respectively, *Sox10* and *Shh*. **s**–**u** Merge of coloured cells for one dorsal and one ventral markers: **s** *Pax3* (dorsal) and *Olig2* (ventral*)*, **t** *Wnt3a* (dorsal) and *Olig2* (ventral), **u** *Pax6* (dorsal) and *Nkx2-9* (ventral). **v** Summary of clustering of cells expressing dorsal and ventral specific markers, clearly showing the segregation of cell states along the DV axis of the neural tube in a manner similar to what is observed in the mouse embryo.

The analysis of the expression territory of neuroectodermal markers (Fig. 5) and clusters of cells expressing them (*Pax6* in spinal cord and midbrain–hindbrain cluster, *Cyp26b1* in the midbrain–hindbrain cluster, *Otx2* in the Forebrain cluster, Fig. 10c–e) from the spinal cord to the forebrain, confirmed that embryoids displayed a patterned AP axis. To test whether the neural territory established cell states segregated along the DV axis, we combined floor plate, spinal cord and midbrain–hindbrain into a single neural cluster (FP-SC-M-HB, Fig. 10a) and analysed for the presence of ventral, intermediate and dorsal cell states within this neural cluster (Fig. 10f–v). Remarkably, we found cell states specific for the dorsal part of the mouse embryo neural tube (*Wnt1*, *Msx3*, *Zic1*, *Pax7*, *Pax3*) clustered on one side of the FP-SC-M-HB cluster while cells expressing ventral specific states (*Nkx2*-9, *Olig2*, *Foxa2*, *Shh*, *Nkx6-1*) were found clustering on the opposing side. Cells displaying intermediate states in the neural tube (*Dbx2* and *Pax6* that is expressed dorsally but excluded from the most ventral position) were found clustered in between domains with ventral and dorsal cell states. We also found that the neural crest cluster expressing *Sox10* was close to the domain of the FP-SC-M-HB group with dorsal cell states. Cells of the floor plate cluster expressing *Shh*, were identified close to cells with the ventral state. Altogether, this analysis revealed that the neural tube-like structure seen in the embryoids was also patterned along its DV axis in a manner similar to the DV patterning of the mouse embryo.

In summary, the bulk and single-cell transcriptomic analyses confirmed and extended our observation that embryoids undergo extensive patterning in the three germ layers along AP and DV axes. Moreover, our scRNA-seq analyses revealed that our embryoids execute developmental programmes in a spatiotemporal manner similar to that of the mouse embryo.

## Discussion

Most strategies used so far for building embryonic-like structures from mammalian ESC rely on the self-organization properties of different cell lines in various culture media. For example, mixing ESC of different origins (embryonic and extra-embryonic) allowed the formation of structures similar in shape with gastrulating mouse embryos but these failed to develop to neurulation stage. Relying solely on the ability of these cells, when placed in contact with each other to exchange signals and to turn on and regulate developmental programmes gives limited opportunities for the experimental control of development.

The second approach used relies on activation of the WNT/β-catenin signalling pathway by a pulse of WNT agonist. Surprisingly, this pulse of WNT agonist added to the culture medium, while affecting the stem cell aggregate uniformly results in the formation of an asymmetric centre expressing mesoderm identity. This spontaneous breaking of symmetry with a self-organization of a posterior signalling centre likely depends on the ability of some cells in which the WNT/β-catenin signalling has been activated to organize themselves into a cluster expressing WNT3 and NODAL. One possible mechanism could be that stimulation by CHIR99021 activates the WNT pathway at a higher level in cells at the surface of the aggregate (and therefore in direct contact with the culture medium containing the agonist) than in the deep cells of the aggregate. A high enough level of stimulation may result in the expression of NODAL and induction of mesoderm in superficial cells while deeper cells, receiving less stimulation by CHIR99021, may retain ectoderm identity. It is known that mesodermal and ectodermal cells differ in cell adhesion and cortical tension, properties that are described in cell sorting to allow controlling cell–cell contact formation: adhesion increasing the contact size and cortex tension decreasing it^68^. Due to these properties, cell sorting may occur in the aggregates, resulting in the formation of two distinct groups of ectodermal and mesodermal cells, with the latter cells expressing the posteriorizing morphogens WNT3 and NODAL. However, the initial pulse of WNT agonist not only induces mesoderm but it stimulates, to some degree, the deep cells of the aggregates. This may explain why the development of gastruloids is limited to post-occipital structures, likely due to the posteriorizing activity of WNT.

Our study describes an alternative strategy to generate embryonic-like structures in a more experimentally controlled manner and one that does not rely on self-organization of the aggregates. In order to break the spherical symmetry of ESC aggregates, we engineer a local signalling centre secreting WNT and NODAL morphogens and we use the property of ESC aggregates to spontaneously merge together when placed into contact, with the goal of creating an asymmetric morphogen secreting centre into the resulting structure. This approach has a number of advantages over the formation of spontaneous signalling centres because we can control: (a) the time at which the signalling centre is used to instruct the naive aggregate, (b) the size of the signalling centre and (c) the intensity of stimulation (BMP4 concentration, duration of instruction). While this was not the original purpose of the present study, we illustrate that by modifying one parameter in our instruction protocol (e.g. three different concentrations of BMP4) (Supplementary Fig. 22), such a modification impacts erythrocytes, heart and gut formation, in terms of both their frequency in the embryoid population and/or organ size. (d) Using this method, we can also generate mosaic of embryoids in which cells from the naive aggregate and from the signalling centre come from different lines.

This strategy for instructing ESC with an asymmetrically located morphogen allows for the initiation of developmental programmes that through downstream response factors leads to the successive developmental steps that are to those occurring during normal mouse embryonic development. We have documented the formation of all three germ layers through a gastrulation process. We describe movements of cells that are exposed to a high level of morphogen activity (cells from the signalling centre that move from posterior to anterior), as well as movements more distant cells originating from the naive part of the embryoid, that like in zebrafish or *Xenopus* first move vegetally/posteriorly before ingressing or involuting, reversing their direction and moving toward the anterior/animal pole of the embryo. Using multiple approaches (in situ/immunolabelling, bulk and scRNAseq) we analysed the formation and differentiation of the three germ layer derivatives, that display clear AP and DV patterning. Remarkably, we document events during the early stages of embryoid development that are very similar to the formation of the primitive endodermal cell population of the mouse embryo at the blastula stage. Later in development, we find evidence of an endoderm-like epithelium, made of a mosaic of visceral and definitive endoderm and that expresses markers specific for different regions of a primitive gut-like tube. This embryoid primitive gut-like tube folds into foregut and hindgut diverticulae and in a fraction of them, display various regions of the gut tube epithelium, including structures similar to yolk stalk and yolk sac.

Embryoids also differentiate mesodermal derivatives. As the phylum Chordata is defined by the presence of an axial mesoderm structure, the notochord, a true in vitro model for a vertebrate embryo should include notochord. Indeed, we observe a notochord-like structure expressing *Bra*, *Chrd*, *Foxj1* and *Shh* in our embryoid model. The notochord extends from posterior to anterior in the axis of all vertebrate embryos, underneath the neural plate and above the endoderm epithelium. This is the location we found in our embryoid model for this structure. Lateral to this axial mesoderm, we also identify segmented paraxial mesoderm and intermediate mesoderm-like domains, anterior lateral plate mesoderm-like derivatives including a cardiac tissue/heart, that beats by D7.5, primitive erythrocytes cells and blood vessels developing through both the processes of vasculogenesis and angiogenesis. Finally, we characterize an ectodermal layer that differentiates into a neural plate-like structure, displaying histological properties found in the neuroepithelium of the mouse embryo (e.g. pseudostratified columnar epithelium, apical–basal polarity, mitosis occurring at or near the apical surface, neurons). When properly placed on the dorsal side, as seen in a subset of the embryoids we also observe its folding and closure into a neural tube. Embryoids develop from the posterior midbrain to the tip of the caudal region and the neural plate exhibits AP and DV patterning. These data acquired using immunolabelling and in situ hybridization were confirmed by our analysis of the scRNA-seq data. Altogether, our embryoid model shows substantial advances in an effort to reproduce mammalian embryonic development in vitro, mainly by its capacity to develop the three germ layers properly organized along the AP axis, allowing for the different domains receiving and/or sending signals to and from the surrounding tissues.

However, the embryoids described in this study are not yet a complete model of mammalian embryos. The CNS of the embryoids lacks the anterior-most brain domains, the forebrain and part of the midbrain. Their absence can be explained by the two-step model of neural induction, known as the activation–transformation model^62,63^. According to this model, the neural tissue, when initially induced, acquires a forebrain identity. Forebrain fates constitute a default positional identity in the early neuroectoderm. In the transformation step, part of the neuroectoderm is converted to posterior fates by the activity of signals that specify midbrain, hindbrain and spinal cord. With our current strategy to induce embryoid development we probably do not provide any protection for the anterior-most neuroectoderm from the posteriorizing activity of WNT.

Human brain organoids show as well a lack of a reproducible topographic organization in forebrain. A recent study^16^ shows that triggering SHH protein gradient in developing forebrain organoids leads to formation of major forebrain subdivisions positioned with a *vivo*-like topography.

Consistent with this observation, we predict that engineering aggregates of ESC secreting WNT (or WNT and NODAL) antagonists such as *Dkk1*, *Cer1* and *Lefty1*, when merged anteriorly at early embryoid stages (D3–D4) at the opposite end of the original signalling centre may modulate NODAL and/or WNT gradient of activity, allowing the formation and differentiation of a patterned forebrain. Future studies will address this point. Because our strategy allows for the control of the time of merging, size of the aggregates used as a signalling centre and the level of expression of morphogens and morphogen antagonists, we are confident that we will be able to improve the formation and patterning of the anterior-most embryonic tissues in our embryoids.

The second limitation of our in vitro model is that, while the AP axis is easily defined by the position of the signalling centre secreting NODAL and WNT, the DV axis appears stochastically. While the frequency with which we get a well-built DV axis is robust, this is not experimentally controlled. In consequence, we find lower frequency in generating lateral/ventral tissues (intermediate mesoderm, surface ectoderm) than dorsal and dorsal-lateral tissues. In zebrafish, we have been able to circumvent this limitation by experimentally generating perpendicular gradients of Nodal and BMP^22^.

Finally, to limit any interference of the culture media with the development of embryoids, we intentionally grow them in minimal conditions. Reports using gastruloids and TLS models^13,14^ have shown that morphogenesis can be improved by growing aggregates in Matrigel. Future studies will explore the potential for this strategy to promote further development of the embryoids in time.

By experimentally engineering an asymmetric morphogen signalling centre acting as an organizer, we have generated a neurula-stage embryo-like (embryoid) entity that provides a powerful and promising model for further in vitro studies. This model holds the potential for further manipulating gradients, modelling diseases, performing drug screening and even for development of a human counterpart.

## Methods

### ESC lines

Embryoids were generated from various ESC lines derived from the mouse strain 129/Ola. This includes the *Bra-GFP*^69^ that is a *brachyury/EGFP* knock-in ESC line, the E14TG2a line (non-labelled, wild-type cells, ATCC CRL-1821), the 129 ESC with *GFP* line (which expresses *GFP* constitutively, Cyagen MUAES-01101) and the *Sox1-GFP*^28^ that is a *Sox1/EGFP* knock-in ESC line. All these lines have been used either alone or in combination to generate embryoids described in this study.

### ESC culture

Mouse ESC were grown on 0.1% gelatine-coated plates at 37 °C and 5% CO_2_, in a serum-free medium made of KnockOut Dulbecco’s modified Eagle medium (KO-DMEM, Gibco 10829018), supplemented with 15% KnockOut Serum Replacement (KSR, Gibco 10828028), 2 mM L-Glutamine (Gibco 25030081), 1 mM non-essential amino acids (NEM NEAA, Gibco 11140076), 100 µM β-mercaptoethanol (Gibco 21985023) and 1x Antibiotic-Antimycotic (Gibco 15240062). They were maintained in a pluripotent state by using ESGRO Leukemia Inhibitory Factor (LIF 1 µM, Millipore ESG1106) and two inhibitors (called 2i), PD0325901 (MEK inhibitor 1 µM, Selleckchem S1036) and CHIR99021 (GSK-3 inhibitor 3 µM, Selleckchem S2924) to block the MAPK/ERK and glycogen synthase kinase 3β (GSK-3β) pathways.

### Exit from the pluripotency state and formation of embryoids

ESC were dissociated by Accutase (Sigma-Aldrich, A6964) treatment for 2 min at 37 °C. Single-cell suspension was produced by trituration of cell clumps. Cells were then pelleted by centrifugation at 200 × *g* for 5 min and resuspended in serum-free medium with KSR and LIF but not 2i. After Trypan Blue labelling, living cells were counted and diluted to the desired concentration (10 cells/µl) in the same medium. Using this cell suspension aggregates of 50 or 100 cells (drops of 5 and 10 µl, respectively) were made by the hanging drop method^70^ for 18–20 h at 37 °C in the presence of 5% CO_2_. We define Day 0 (D0) as the time when the drops are placed on the lid of the cell culture plate.

After their formation, aggregates were collected, transferred into a neutral medium, N2B27 (DMEM/F12 Gibco 11330032, Neurobasal Medium Gibco 21103049, N2 Supplement Gibco 17502048, B27 without Vitamin A Gibco 12587010, β-Mercaptoethanol Gibco 21985023, Antibiotic-Antimycotic Gibco 15240062), and cultured in hanging drops at 37 °C 5% CO_2_ for 2 additional days during which cells of the aggregates progressively exit the pluripotency state.

At Day 2.6, the small aggregates made from aggregation of 50 cells at D0 were collected, placed in another drop of N2B27 containing 10 µg/ml BMP4 protein (R&D System P21275) and incubated for hours at 37 °C in presence of 5% CO_2_. At D3, aggregates incubated with BMP4 were collected and washed in N2B27 to remove traces of BMP4. Then, they were placed individually in a well of a round bottom ultra-low attachment 96-well plate (Nucleon Sphera Microplates, Thermo Scientific 174929) filled with 100 μl of N2B27 and containing one naive aggregate made at D0 by aggregation of 100 cells. After about 1 h, the two aggregates in contact at the bottom of the well merged together into a single entity that we named an embryoid. These embryoids were cultured in the same plate, in N2B27 medium, at 37 °C, 5% CO_2_ for up to 6 days.

### PCR analysis

Between 96 and 288 embryoids were collected according to their stage of development, rinsed in PBS and total RNA was extracted using the RNeasy Mini kit (Qiagen, Cat No./ID: 74104). Tissue disruption and homogenization were performed with Qiagen buffer RLT containing β-mercaptoethanol by gentle pipetting. First-strand cDNA was synthesized from 1 μg of total RNA, using 50 μM oligo-dT primer (Invitrogen) and 200 U/μl M-MuLV Reverse Transcriptase (New England BioLabs). Amplification using primers listed in Supplementary Table 4 was done using a denaturation step at 95 °C for 10 min, followed by 35 cycles of denaturation at 95 °C for 1 min, primer annealing at 58 °C for 30 s and primer extension at 72 °C for 30 s. Upon completion of the cycling steps, a final extension at 72 °C for 5 min was performed and the final reaction product stored at 4 °C. The experiments were carried out in duplicates for each data point.

### In situ hybridization and imaging

Embryoids were collected at different developmental stages, fixed overnight at 4 °C in 4% paraformaldehyde (PFA) and stored in methanol at −20 °C. In situ hybridization was performed as previously described^71^. Antisense RNA probes were made using either digoxygenin-11-UTP or fluorescein-12-UTP using linearized DNA or PCR amplicons as templates. Double colour in situ were performed by using two antisense RNA probes labelled with different haptens (digoxygenin or fluorescein). Presence of hybridized RNAs was revealed using alkaline phosphatase conjugated antibodies and NBT/BCIP or Fast Red substrates. As a control for specificity, each probe used was tested first on mouse embryos (gifts from Dr. X. Lu, Dr. M. Sequeira-Lopez and Dr. A. Sutherland) at stages for which the corresponding gene was known to be expressed. List of probes, sequences, method for the synthesis of the antisense RNA probes are provided in Supplementary Data 2 and the expression territories of the corresponding genes in the mouse embryo in Supplementary Table 5.

Representative images were acquired using a Leica macroscope M420 or a Compound microscope with differential interference contrast (DIC) Leica DMRA2 both equipped with a digital camera (Roper Scientific, Coolsnap CCD) and the coolsnap software v1.2. For each picture, the background surrounding the embryoids has been homogenized to white. Fibres, particles, bubbles present in the images of the documented embryoids were removed using Photoshop. No alterations of the biological data of the embryoids have been made. Contrast and brightness have been slightly adjusted. Original untreated images are available upon reasonable requests to the corresponding author.

### Cryosections

Embryoids were fixed overnight at 4 °C in 4% paraformaldehyde in 1XPBS, incubated in 30% sucrose overnight, then for 30 min in a 1:1 mix of Tissue-Tek O.C.T. compound. After three washes with O.C.T. compound, embryoids were then snap-frozen in O.C.T. medium and placed at −80 °C for cryosectioning. Sections of 10 µm were made using cryostat and placed on Superfrost Plus Microscope Slides.

### Immunohistochemistry and imaging

Embryoids were fixed overnight at 4 °C in 4% paraformaldehyde in PBS then washed three times for 20 min in PBS containing 1% Triton X100 (Sigma-Aldrich, 93418). Embryoids were incubated for 1 h at room temperature in a blocking buffer: PBS-1%Triton, 10% Sheep Serum (MP Biomedicals, SKU 08642951), 1% BSA (Bovine Serum Albumin Fraction V, Sigma A3059) then incubated overnight at 4 °C in a medium containing the primary antibody. Primary antibodies used included: anti-Acetylated Tubulin (Sigma-Aldrich T7451) used at 1:400 dilution in the blocking buffer, anti-Laminin (Sigma L9393) used at 1:300, anti-Phospho-Histone H3 (Cell Signaling Technology 9701) used at 1:200, anti-Tubulin β3 (BioLegend 801201) used at 1:750 and anti-doublecortin (Abcam, ab18723) used at 1:200; anti-BRA (Abcam, ab209665) used at 1:1000; anti-GFP (Novus Biologicals, NB600-308) used at 1:400; anti-GATA6 (Invitrogen, PA1-104) used at 1:400; anti-NANOG (Invitrogen, 14-5761-80) used at 1:500; anti-Sox2 (Millipore, ab5603) used at 1:500 and anti-Sox17 (R&D Systems, AF1924) used at 1:20. Embryos were then washed three times for 20 min with PBS-1%Triton and incubated 2 h at room temperature in a medium containing the secondary antibody: goat anti-rabbit Alexa Fluor 488 (Thermofisher, A11008) or a goat anti-mouse Alexa Fluor 546 (Thermofisher, A11030) used at a 1:800 dilution in the blocking buffer. After three final washes of 20 min in PBS-1%Triton, embryoids were mounted in Vectashield mounting medium (Vector, H-1000). Cell nuclei were labelled by incubation with Hoechst 33342 (Invitrogen, H3570) at a 1/200 dilution.

For actin cytoskeleton staining, embryoids were incubated for 1 h in Alexa Fluor 546 Phalloidin (ThermoFischer, A22283) used at 1:200 diluted in PBS-1% Triton. Representative images were acquired using a Leica TCS LSI confocal macroscope and the LAS AF (Leica Application Suite Advanced Fluorescence) software.

### Statistics and reproducibility

Number of embryoids analysed by in situ hybridization or immunolabelling and number of independent experiments performed are presented in Table 1.

**Table 1:** Number of embryoids analysed by in situ hybridization or immunolabelling and number of independent experiments performed for Figs. 1, 2, 3, 4, 5 and 6.

Panel	Number of embryoids analysed	Number of independent experiments
Figure 1		
b	5154	11
d	35	2
e	26	2
f	91	3
i	12	2
j	15	2
k	60	5
l	137	2
m	46	3
n	58	2
p	67	2
q	63	2
Figure 2		
b	D3.5: 12 D4: 16 D4.5: 21	2 2 2
e	D3.5: 18 D4: 13 D4.5: 19	2 2 2
g	D3.25: 65 D3.5: 18 D4: 52 D4.25: 23 D4.5: 18 D5: 19	5 2 4 2 2 2
h	D3.5: 23 D4.5: 18 D5: 21	2 2 1
1	D4: 17 D4.5: 16 D5.5: 23	1 1 1
Figure 3		
a	10	1
b	13	1
c	5	1
d	42	5
e	28	2
f	16	1
g	101	3
h	47	2
i, j	7	2
k	14	4
l	100	6
m	15	2
n	10	1
o, p	18	2
q	104	5
r	59	3
s	51	3
u	12	2
v	106	3
Figure 4		
a	153	6
b	42	2
c	53	2
d	69	4
e	30	2
f	12	2
g	47	3
h	26	1
i	70	4
j, k	63	5
l, m	181	11
n	40	2
o	44	2
p	17	1
q	36	2
r–t	150	9
Figure 5		
a, b	87	3
c	21	2
d	43	2
e	88	3
f	58	2
g	89	4
h	29	1
i	39	1
j	29	1
Figure 6		
e	44	3
f	16	1
g	46	2
i	82	3

The variability of expression pattern for each gene is described in Supplementary Fig. 4 for data of Fig. 1; Supplementary Fig. 7 for data of Fig. 2; Supplementary Figs. 9 and 10 for data of Fig. 3, Supplementary Fig. 12 for data of Fig. 4; Supplementary Fig. 13 for data of Fig. 5 and Supplementary Fig. 14 for data of Fig. 6.

### Video microscopy

Embryoids were mounted in 4% agarose wells (Sigma A9539) on 35-mm glass-bottom dishes (MatTek Corporation P35G-0.170-14-C) covered with N2B27 and maintained in a chamber at 37 °C, 5% CO_2_ for the whole length of acquisition. Imaging was performed using a Leica DMi8 motorized fluorescence microscope with LED light source (Leica 15024) with a Leica-DFC9000GTC-VSC10184 camera and the Leica application suite X (LAS X).

### Bulk transcriptome analysis

Total RNA was isolated from 10 pooled embryoids collected at D7 and D8 using the RNeasy Micro Kit (Qiagen, 74004). RNA-seq libraries were constructed by the University of Virginia, Department of Biology Genomic Core Facility Libraries using a NEBNext Ultra DNA Library Prep Kit for Illumina (New England Biolabs, E7370S), with standard TruSeq-type adapters. The size and concentration of the libraries were assessed using an Agilent 2100 Bioanalyzer. Single-end sequencing of 75-bp was performed by the Genome Analysis and Technology Core of the University of Virginia School of Medicine, on an Illumina NextSeq500 sequencing system. Sequencing reads were filtered and mapped to the mouse genome build mm10 using the STAR alignment programme (v2.6.1a). The expression values of each gene were normalized using TPM. PCA and DEGs were calculated using the R package DESeq2 (v1.22.2). DEGs were deemed significant if they passed the following cut-off parameters: TPM > 1, absolute value of log2 fold change >1, and *Q*-value (adjusted *p* value) <0.05. Gene ontology (GO) analysis was performed using Fisher’s exact test, and the false discovery rate (FDR) was controlled by the BH method. Heatmaps were generated using the R package pheatmap (v1.0.12).

### Single-cell RNA analysis

#### Embryoids dissociation

90 D8 embryoids were pooled and dissociated with Accutase (Gibco: #A11105-01) for 30 min at 37 °C with pipetting every at 5-min intervals. Cells were filtered using 40 µm Flowmi cell strainers (Belart Cat number 136800040). Cells were then fixed in prechilled methanol for 30 min on ice and stored at −20 °C. Cells were rehydrated in 1xDPBS −1.0%BSA −0.5 U/µl RNase inhibitors and filtered again to eliminate debris and cell agglomerates. Cells were immediately counted using the Countess 3 automated cell counter (Thermofisher Scientific) and processed for 10x Genomics scRNAseq.

#### 10x Genomics scRNAseq

Cells were processed by the UVA Genome Analysis and Technology Core (RRID SCR_018883) using the 10x Genomics Chromium Single Cell 3′ (v.3 Chemistry) gene-expression kit (10x Genomics Cat. number 1000269) targeting a cell recovery up to 10,000 sequenced cells according to Manufacturer’s recommendations. Sequencing was then performed on the Illumina next-seq sequencing platform.

#### 10x Data pre-processing and comparison with mouse

scRNAseq dataset was processed with Cell Ranger 3.1.0 to demultiplex the raw base call files, generate the fastq files, perform the alignment against the mouse reference genome mm10, filter the alignment and count barcodes and UMIs. Quality control and cluster determination were performed using the Seurat package (V3.2.1) in Rstudio (V1.3.1093). Single-cell data were loaded with a minimum requirement of 200 features and 3 cells. Cells with low library complexity (under 1700 genes and mitochondrial-fraction >5% were excluded^72^. Identification of cell clusters was performed by comparison to a previously published set of mouse embryo (E6.5 to E8.5) sc-transcriptomes^65^.

The mouse dataset was filtered to only include only the relevant time point (E8.5). Expression data were independently normalized and variable features were detected. Integration anchors were identified and an integrated analysis was then performed on the embryoid and mouse datasets to identify common cell types. PCA was performed to calculate a joint UMAP. Generation of clusters was performed following standard workflow steps (FindNeighbors, Findclusters). Finally, one small cluster was removed likely due to the presence of stressed cells (high mitochondrial RNA counts and low total RNA counts).

#### Pseudotime analysis

Pseudotime analysis was performed using the R Package Monocle 3. UMAP and clusters identification previously performed for the embryoids dataset were used to analyse trajectories for pseudotime.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Reporting Summary

Supplementary Movie 1

Supplementary Movie 2

Supplementary Data 1

Supplementary Data 2

Peer Review File

Description of Additional Supplementary Files

## Data Availability

The source data underlying Figures are provided as Supplementary Figures describing the number of experiments, the number in biological samples analysed and a description of variability of gene-expression pattern. Bulk and scRNAseq data have been deposited in the National Center for Biotechnology Information Gene Expression Omnibus database under accession code GSE142309 for Bulk-RNA sequencing and GSE168539 for the single-cell RNA sequencing. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Construction of a mammalian embryo model from stem cells organized by a morphogen signalling centre
**Source:** Nat Commun. 2021 Jun 2;12:3277. doi: 10.1038/s41467-021-23653-4
**Supplement:** Supplementary file 1 — Supplementary information

**Construction of a Mammalian Embryo Model from Stem Cells Organized
by a Morphogen Signalling Centre**

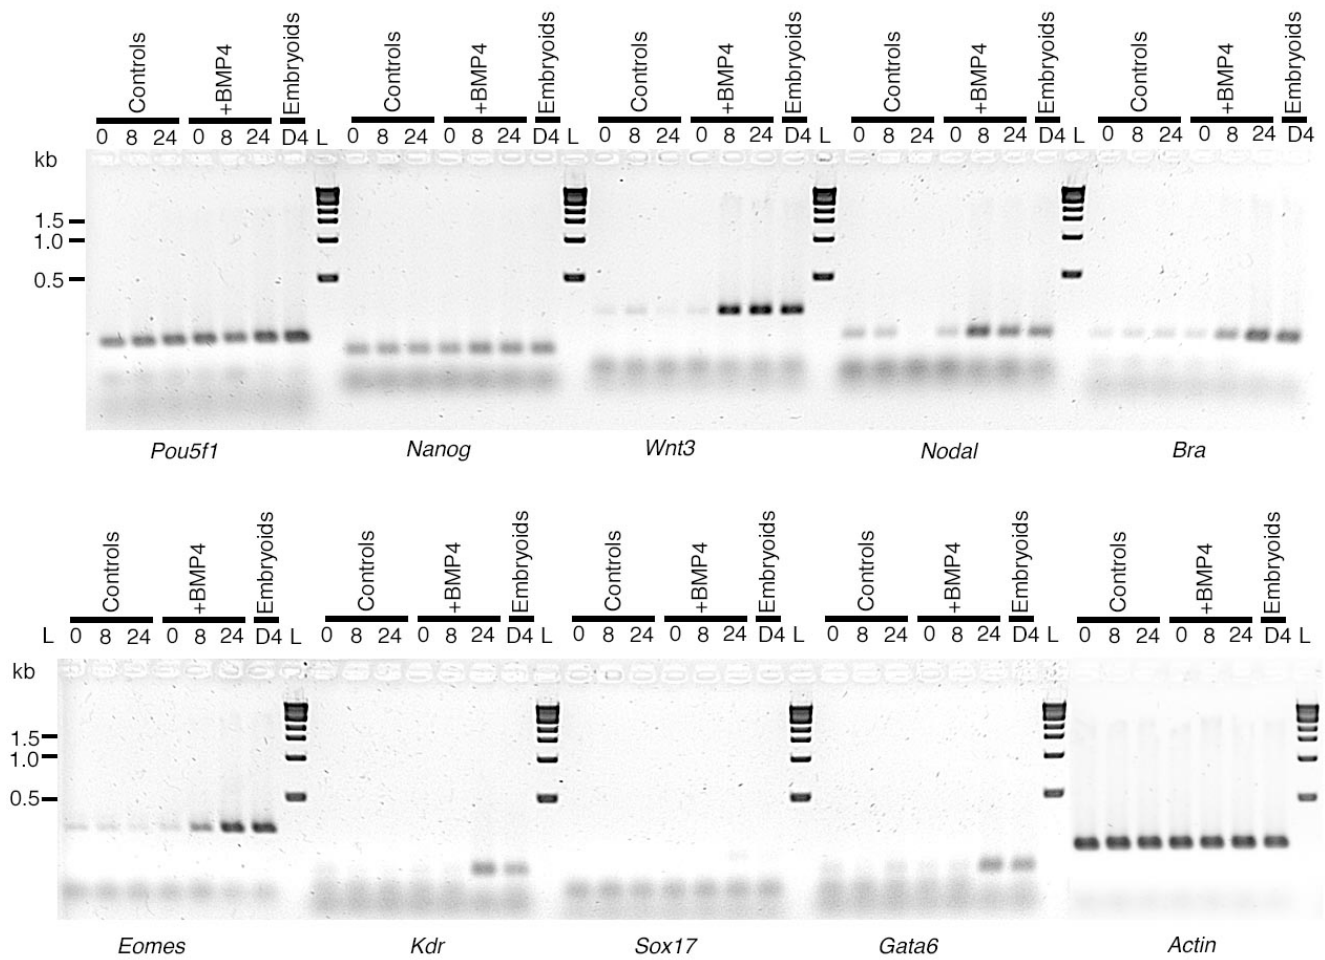

	Control 0h	Control 8h	Control 24h	+ BMP4 0h	+ BMP4 8h	+ BMP4 24h	Embryoid D4
<i>Pou5f1</i>	+++	+++	+++	+++	+++	+++	+++
<i>Nanog</i>	++	++	++	++	++	++	++
<i>Wnt3</i>	+	+	+	+	+++	+++	+++
<i>Nodal</i>	+	+	-	+	+++	++	++
<i>T</i>	+	+	+	+	++	+++	+++
<i>Eomes</i>	+	+	+	+	++	+++	+++
<i>Kdr</i>	-	-	-	-	-	++	++
<i>Sox17</i>	-	-	-	-	-	+	+
<i>Gata6</i>	-	-	+	-	-	++	++
<i>Actin</i>	+++	+++	+++	+++	+++	+++	+++

Supplementary Fig. 1: Characterization of naive and instructed aggregates

Top: RT-PCR for the pluripotency markers *Pou5f1* and *Nanog*, the morphogens *Wnt3* and *Nodal* and their downstream targets: *Bra/T*, *Eomes*, *Kdr*, *Sox17* and for the primitive endoderm marker *Gata6*. *Actin* is used as a control.

Developmental stages for naive aggregates (Controls) and instructed aggregates (+BMP4) are indicated at the top of the figure: for Controls: 0h at D2.66; 8h: at D3, 24h at D3.66. Instructed aggregate: 0h at D2.66, 8h: 8 hours of incubation with BMP4 protein (10 µg/ml) - D3 and 24h at D3.66. Controls and instructed aggregates were grown independently until D4. Embryoids derived from merging at D3 of naive aggregates with instructed aggregates (incubated 8 hours with BMP4 protein) analysed at D4.

Number of aggregates/embryoids pooled per stage: controls and instructed aggregate 0h, N=288; instructed aggregate (8h + BMP4): N=192; 24hs N=192; Controls 8h: N=96; 24h: N=96; Embryoids D4, N=96.

Bottom: Semi-quantitative interpretation of the RT-PCR.

Pluripotency markers were expressed without change for all stages and conditions analysed. Morphogens *Wnt3* and *Nodal* were weakly expressed at D2.66, D3 and D4 in controls and their expression was strongly induced by BMP4. Downstream targets of these morphogens were either weakly expressed or not expressed at D2.66 and D3 in both naive and instructed aggregates but their expression was immediately induced (*Bra/T*, *Eomes*) after 8h of incubation with BMP4 or induced after a delay (*Kdr*, *Sox17*). Finally, the primitive endoderm marker *Gata6* was not expressed until D4 and its transcripts were barely detectable in Controls at that stage while its expression was induced in the instructed aggregates. Expression data for D4 embryoids were similar to the expression data of the instructed aggregates at that stage. The uncropped images of the gels are presented in Source data file – Supplementary Fig. 1.

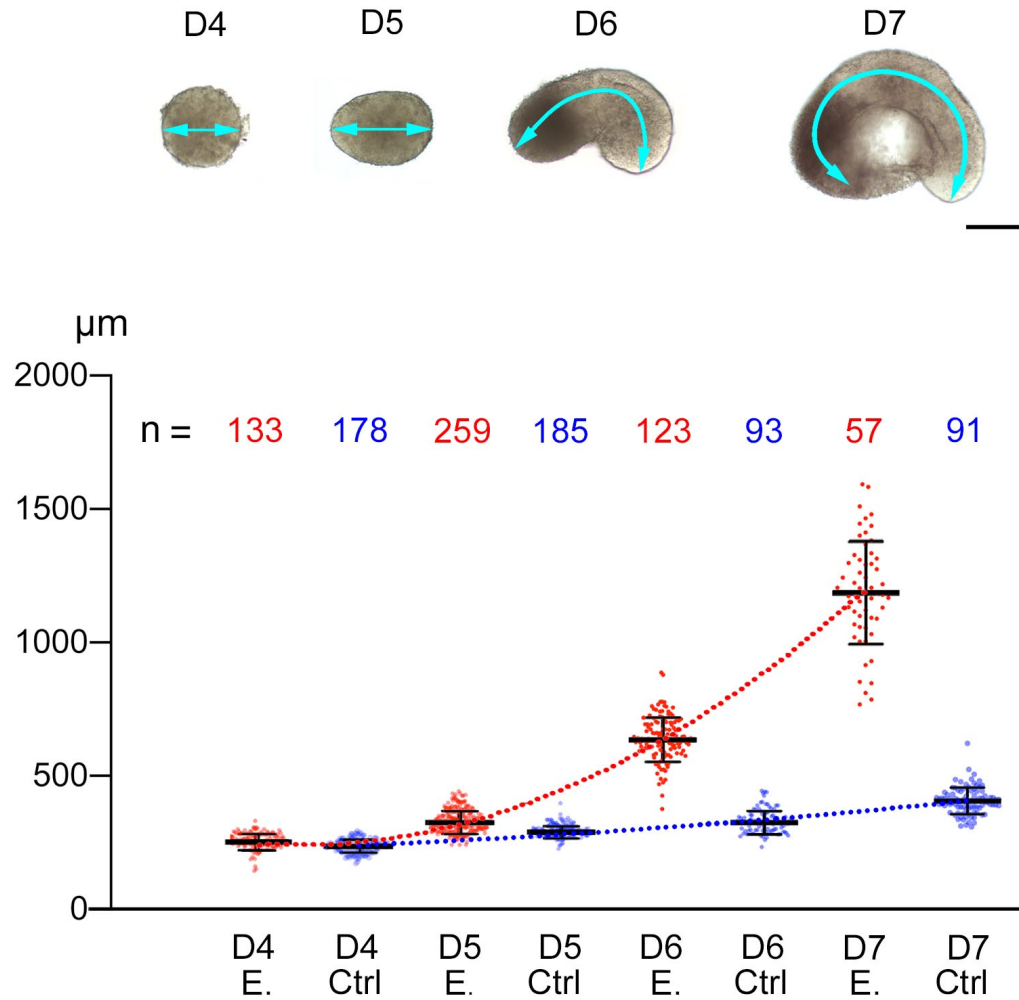

Supplementary Fig. 2: Elongation of embryoids from D4 to D7

(Top) Lateral view of typical embryoids at D4, D5, D6 and D7. Blue double-headed arrows mark their AP axis. Scale bar: 200μm. (Bottom) Graph indicating the mean of length (in μm) of embryoids (E., red dots) along their AP axis or the diameter of control aggregates (Ctrl, blue dots) from D4 to D7. Error bars, means $\pm$ standard deviation, dots indicate individual measurements and n is the number of embryoids or of control aggregates measured. The equations for the growth curve are $y=119x^2 - 286.7x + 415.35$ ($R^2=1$) for the growth of embryoids and $y=7.425x^2 + 17.805x + 210.97$ ($R^2=0.9876$) for the growth of control aggregates. Scale bar: 100μm.

Numerical data used for this graph are presented in Source data file – Supplementary Fig. 2.

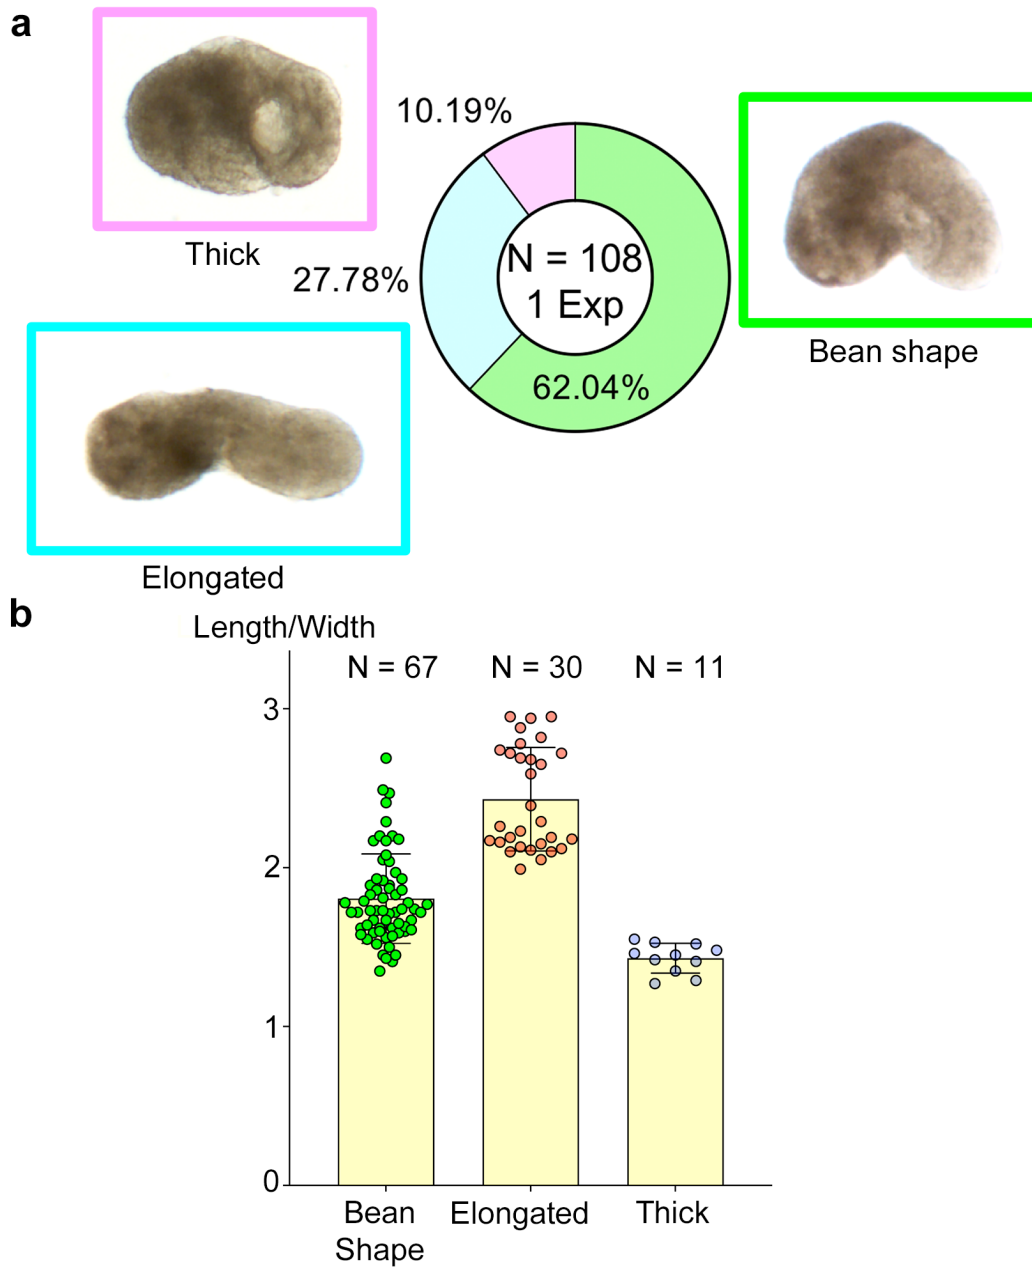

Supplementary Fig. 3: Morphological variability of embryoids at D7

Embryoids have been measured for their extension in length and width and their compaction or elongation analysed based on their length/width ratio for three classes of embryoids: bean shape, elongated and thick. **(a)** Characterisation of the different classes. The percentage of embryoids in each group was presented in a donut graph, with an associated picture for a representative embryoid (same colour codes for the box surrounding the picture and the fraction of the donuts graph representing the percentage). N = 108 embryoids, 1 Experiment. **(b)** Graph representing the distribution of the length/width ratio of analysed embryoids. N indicates the number of embryoids in each class. Error bars are means $\pm$ standard deviation. Scale bar: 100 μ m.

Numerical data used for this graph and statistics are presented in Source data file Supplementary Figure 3.

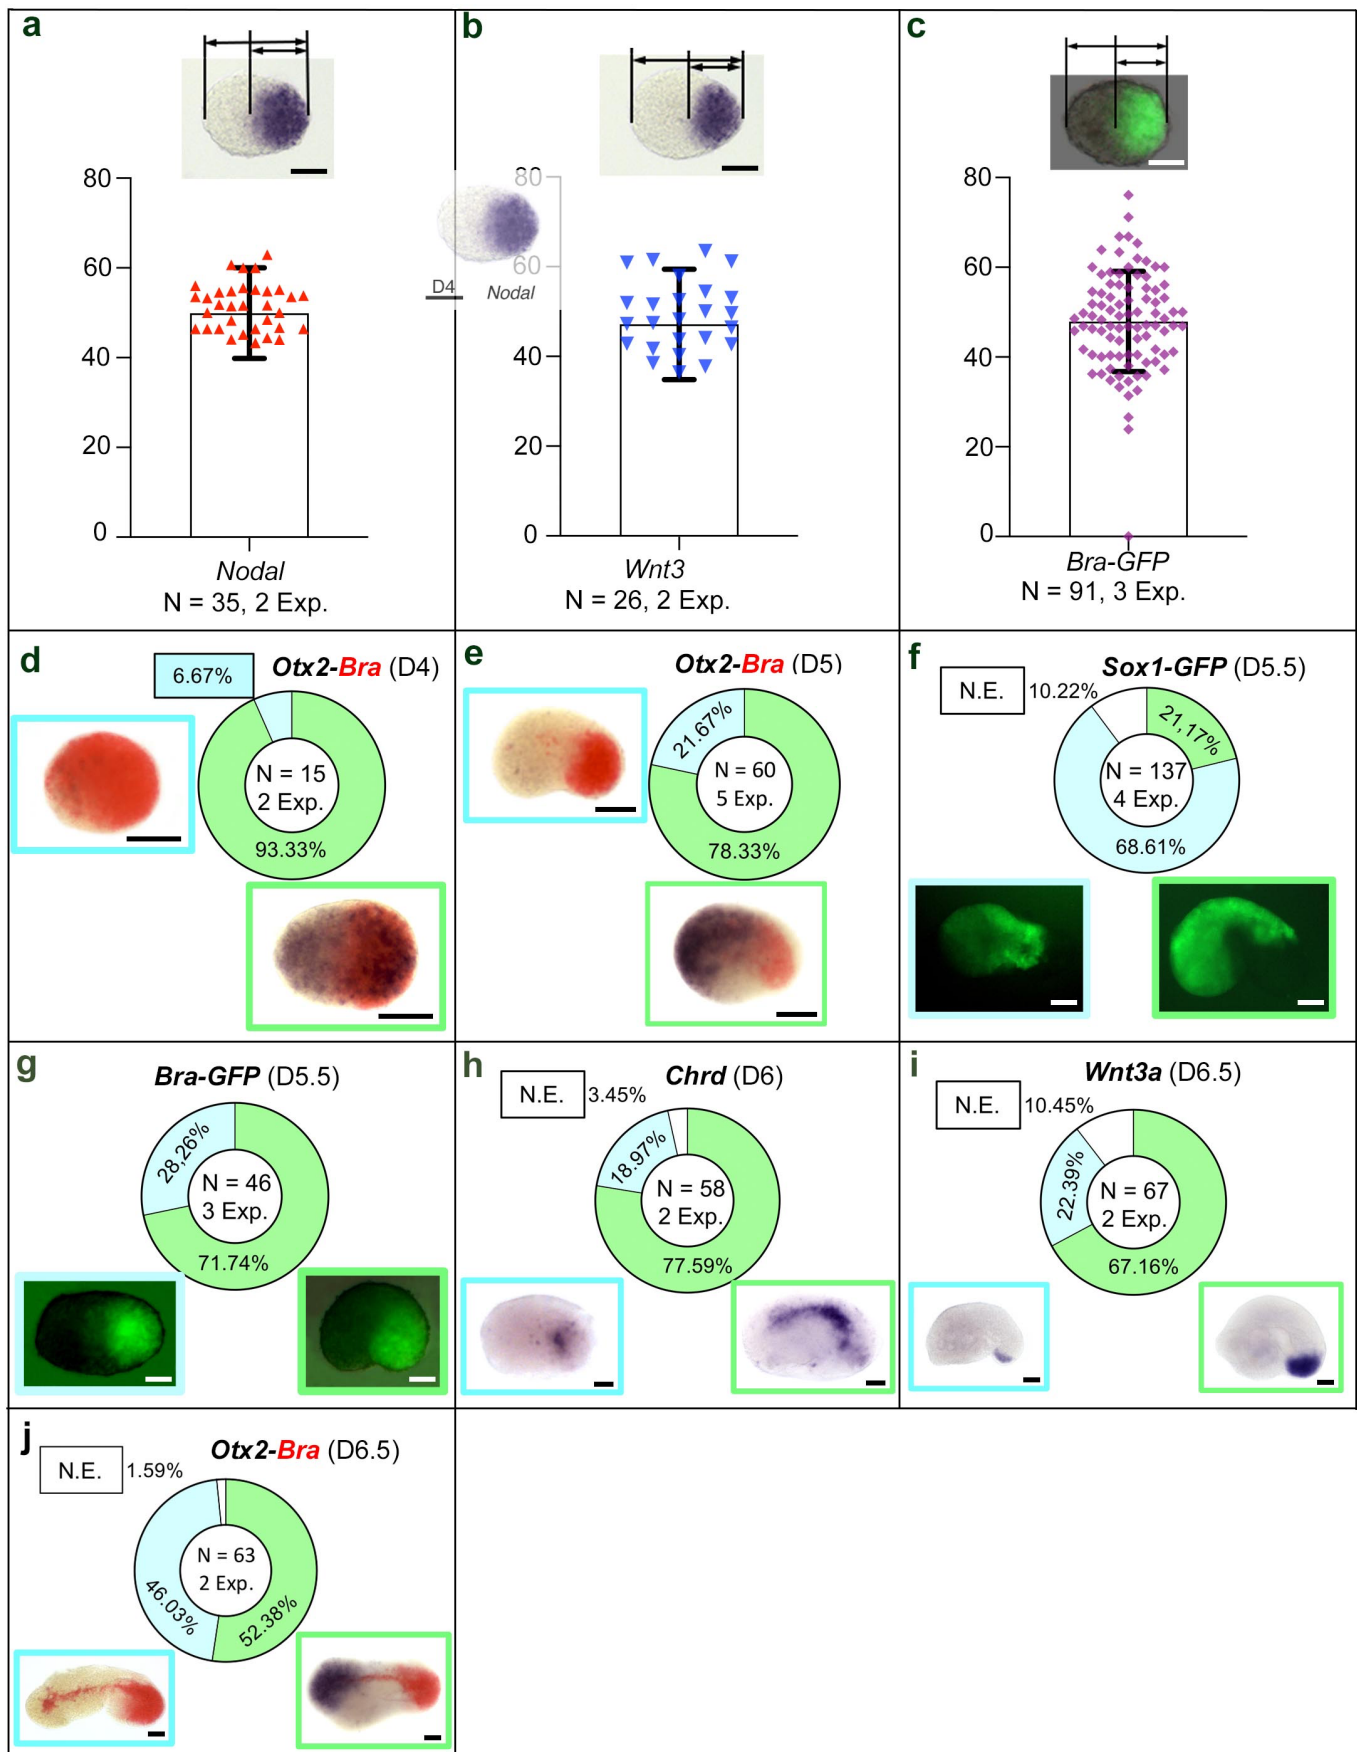

Supplementary Fig. 4: Variability of the different gene expression patterns described in Fig. 1.

For each experiment, the numbers of embryoids (N) and of independent experiments (Exp.) were indicated. **(a-c)** For *Nodal* **(a)**, *Wnt3* **(b)** and *Bra-GFP* **(c)** the variability in expression patterns has been evaluated by measuring the posterior-anterior extent of their expression expressed as a percentage of the embryo length. The graph indicates the mean for each experiment with error bars indicating standard deviation; dots indicate individual measurement. Numerical data are provided in Source Data file Supplementary Figure 4. **(d-j)** Variability in expression patterns within the population of embryoids was analysed for each gene or combination of genes **(d)** *Otx2-Bra* at D4, **(e)**: *Otx2-Bra* at D5, **(f)** *Sox1-GFP* at D5.5, **(g)** *Bra-GFP* at D5.5, **(h)** *Chrd* at D6, **(i)** *Wnt3a* at D6.5 and **(j)** *Otx2-Bra* at D6.5. The population of embryoids has been distributed in groups showing significant differences in expression patterns from one another. The percentage of embryoids in each group is presented in a donuts graph, with an associated picture for a representative embryoid (same colour codes for the box surrounding the picture and the fraction of the donuts graph representing the percentage). N.E.: Not expressed. The group of embryoids that did not express the analysed gene(s) is indicated in white. The name of the gene(s) analysed and the developmental stages of the embryoids are indicated on top in each panel. Scale bars: 100 μ m.

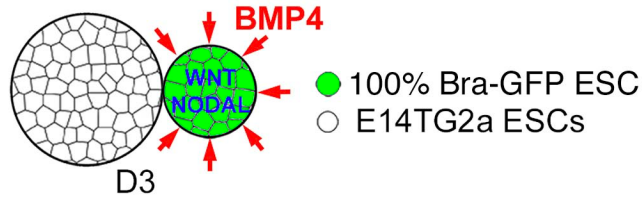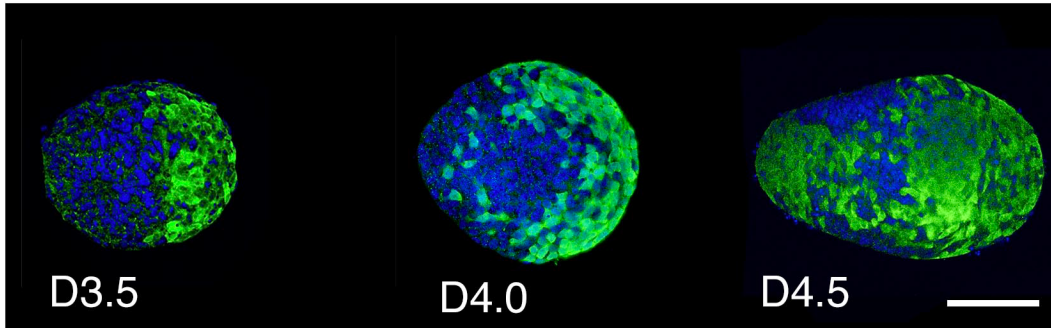

Supplementary Fig. 5: Position over time of mesodermal cells in embryoids

Top: Drawing summarizing the experimental strategy. A naive, unlabelled ESC aggregate was fused to a BMP4 instructed aggregate made of *Bra-GFP* cells. The activity of NODAL and WNT induced by BMP4 in the instructed aggregate resulted in the expression of the mesodermal marker *Bra-GFP*.

Bottom: Images of embryoids at D3.5, D4 and D4.5 showing all nuclei (Dapi, blue) and mesodermal cells expressing *Bra-GFP* (green). Note that the organisation of *Bra* expressing cells is not epithelial but mesenchymal. Number of embryoids analysed with similar result: D3.5 (N=12, 2 experiments), D4.0 (N=11, 2 experiments) and D4.5 (N=10, 2 experiments). The expression level of D3.5, 12 h after merging, was low and a longer exposition time resulted in high background (small green speckles). In order to better visualize *Bra-GFP* expressing cells, this background has been diminished using the function noise/despeckle feature of Photoshop (with radius = 2; threshold = 0). Scale bar: 100µm.

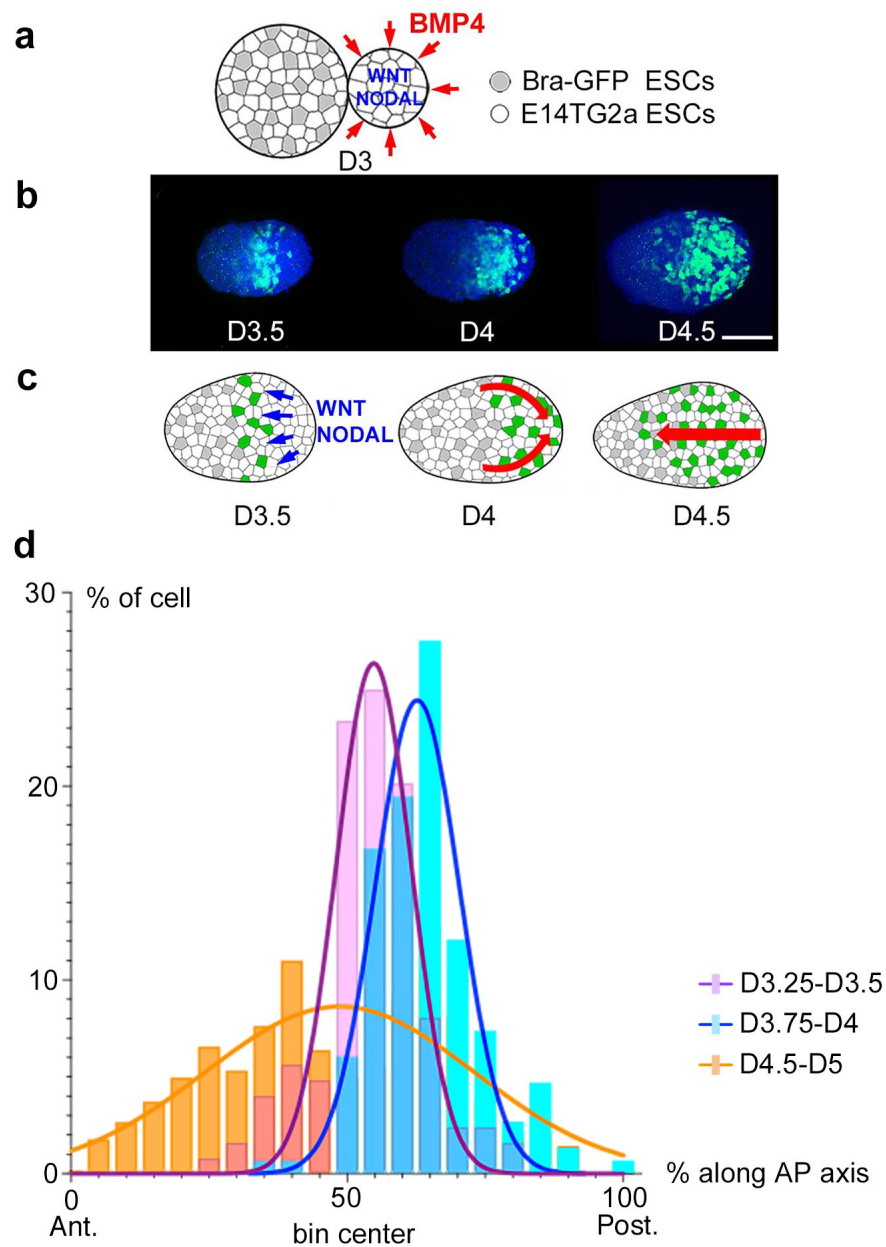

Supplementary Fig. 6: Frequency distribution over time of mesodermal cells induced in territories adjacent to the organizing centre

(a-c) Summary of the experiment described in **Fig. 2**, with the naive domain of the embryoids containing 10% *Bra-GFP* ESC and the signalling centre made entirely of unlabelled cells. Scale bar: 100 μ m. Number of embryoids analysed in (b): D3.5, N=21; D4, N=18 and D4.5, N=12 in two independent experiments (d) Frequency distribution with a bin width of 5, of *Bra-GFP* expressing cells for embryoids at D3.25-D3.5, D3.75-D4 and D4.5-D5 stages along the anterior (Ant.) to posterior (Post.) axis. Curves represent the Gaussian fit of histogram of frequency distribution of *Bra-GFP* expressing cells. Measurements have been done in two independent experiments for a total of 21, 18 and 12 embryoids at D3.25-D3.5, D3.75-D4 and D4.5-D5 respectively. (e) Statistics of the graph in (d). Scale bar: 100 μ m. Numerical data for this graph are presented in a Source Data file Supplementary Figure 6.

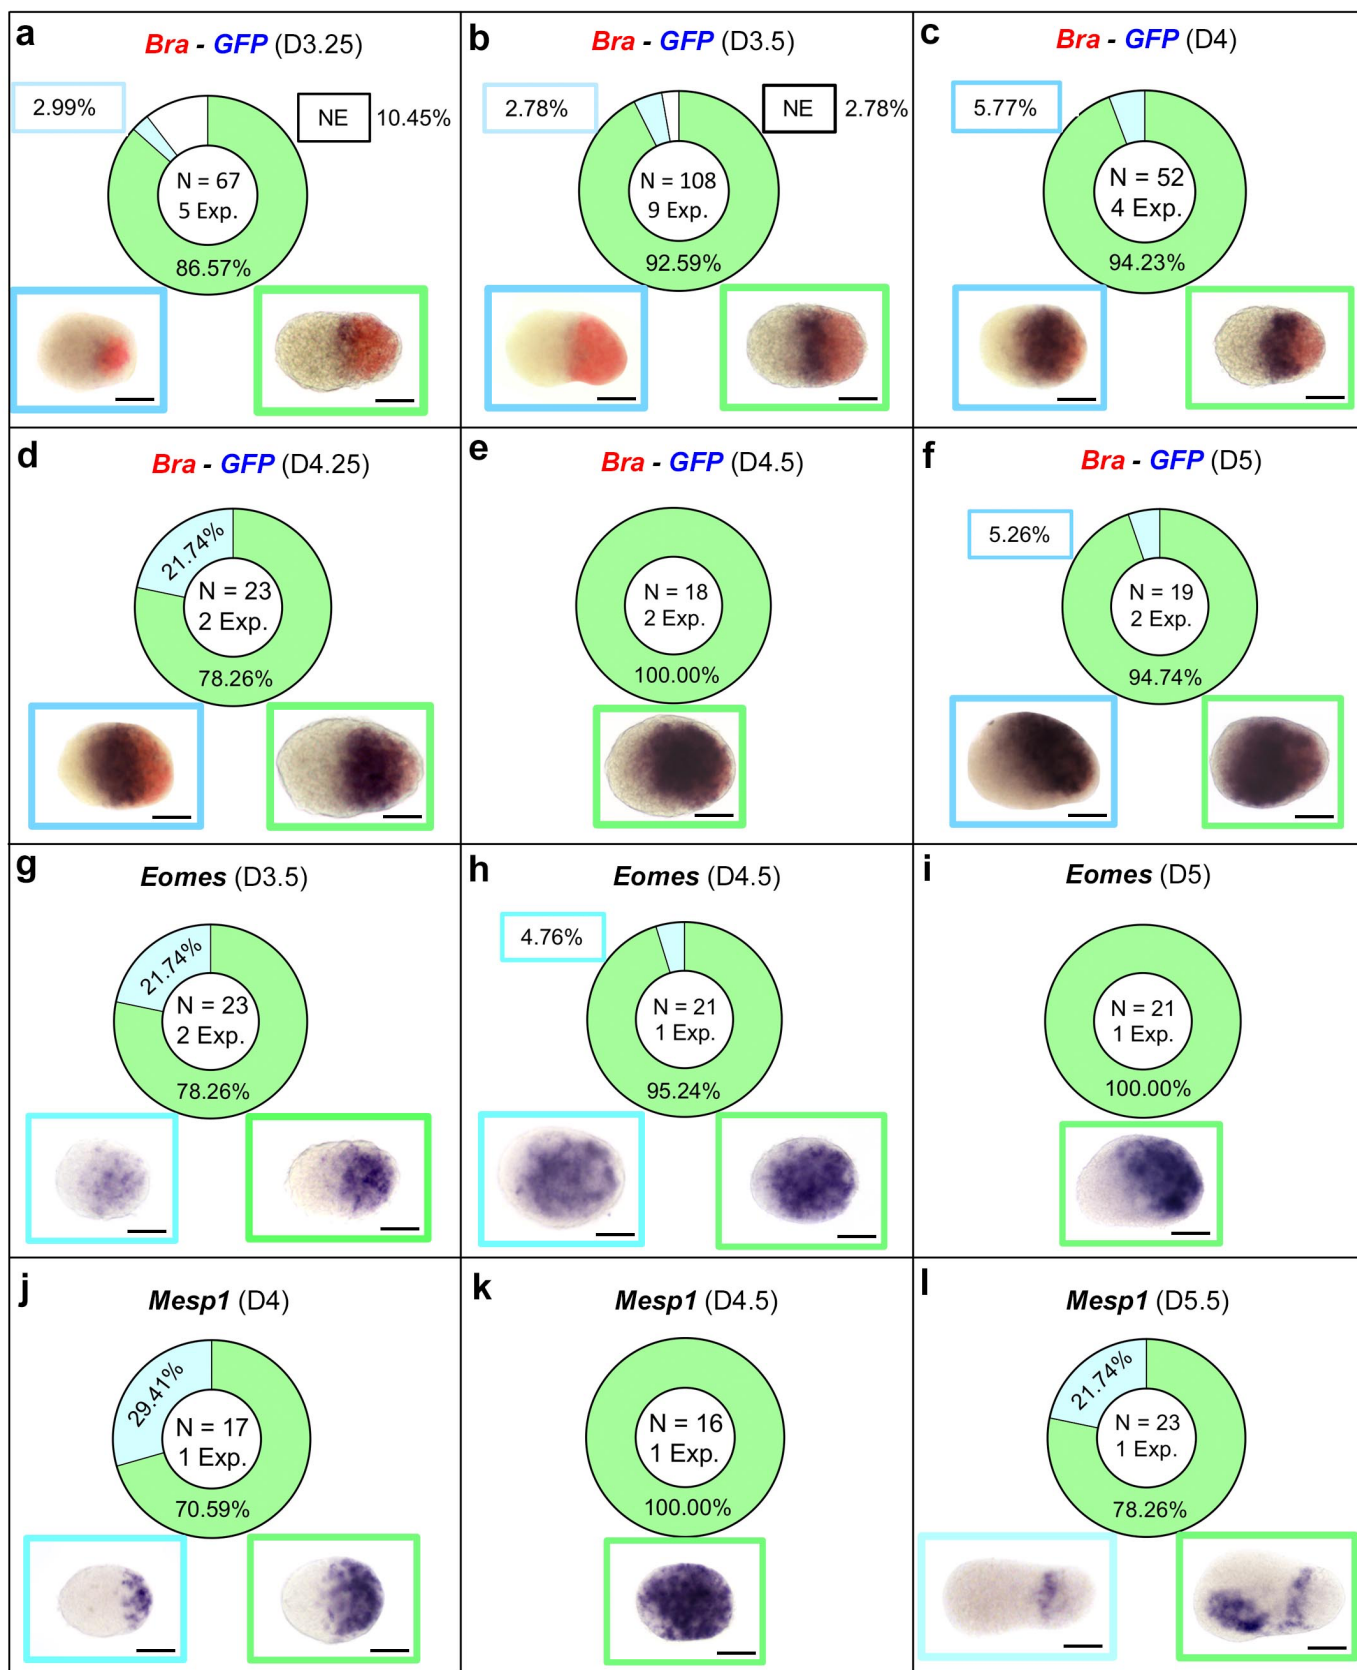

Supplementary Fig. 7: Variability of the different gene expression patterns described in Fig. 2g-i.

(a-l) Variability in expression patterns for **(a)** *Bra* and *GFP* at D3.25, **(b)** *Bra* and *GFP* at D3.5, **(c)** *Bra* and *GFP* at D4, **(d)** *Bra* and *GFP* at D4.25, **(e)** *Bra* and *GFP* at D4.5, **(f)** *Bra* and *GFP* at D5, **(g)** *Eomes* at D3.5, **(h)** *Eomes* at D4.5, **(i)** *Eomes* at D5, **(j)** *Mesp1* at D4, **(k)** *Mesp1* at D4.5 and **(l)** *Mesp1* at D5.5. For each experiment, the numbers of embryoids (N) and of independent experiments (Exp.) were indicated. To evaluate the variability in expression patterns in the population of embryoids analysed, for each gene expression or combination of genes expression, the population of embryoids have been distributed in groups showing significantly different expression patterns from one to the other. The percentage of embryoids in each group is presented in a donut graph with the associated picture of a representative embryoid with the same colour code for the box surrounding the picture and the fraction of the donuts graph representing the percentage. N.E.: Not expressed. The group of embryoids that did not express the analysed gene(s) is indicated in white. The name of the gene(s) analysed and the developmental stages of the embryoids are indicated at the top of each panel. Scale bars: 100µm.

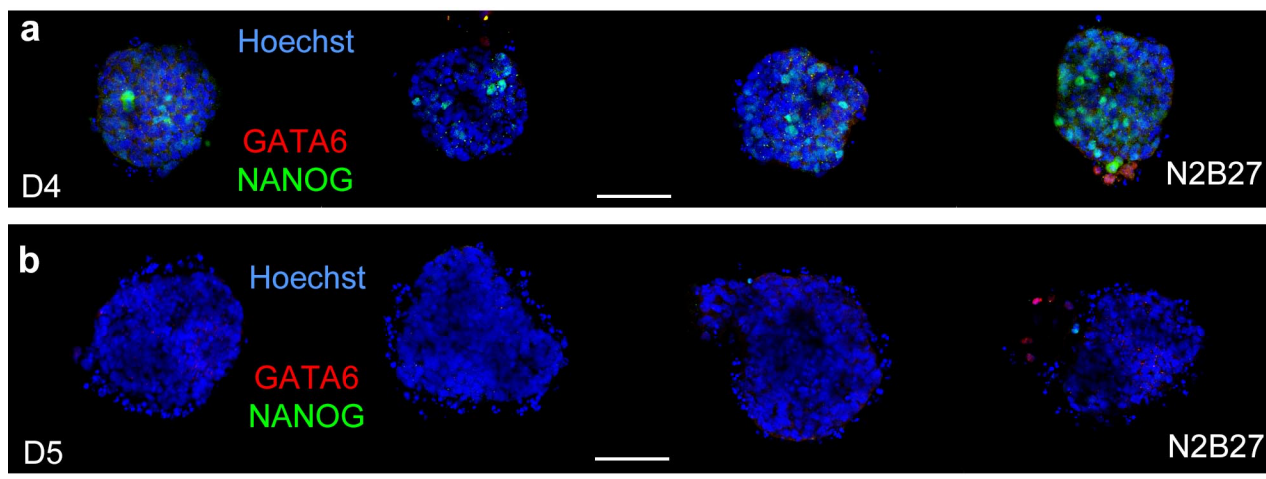

Supplementary Fig. 8: Expression of NANOG and GATA6 in naive ESC aggregates.

(a-b) Immunolabelling for GATA6 (red) and NANOG (green) of four naive ESC aggregates cultured in N2B27 medium at D4 (**a**) and at D5 (**b**). Number of aggregates analysed: D4, N=16 and D5, N=12 in 2 independent experiments. Scale bars: 100 μ m.

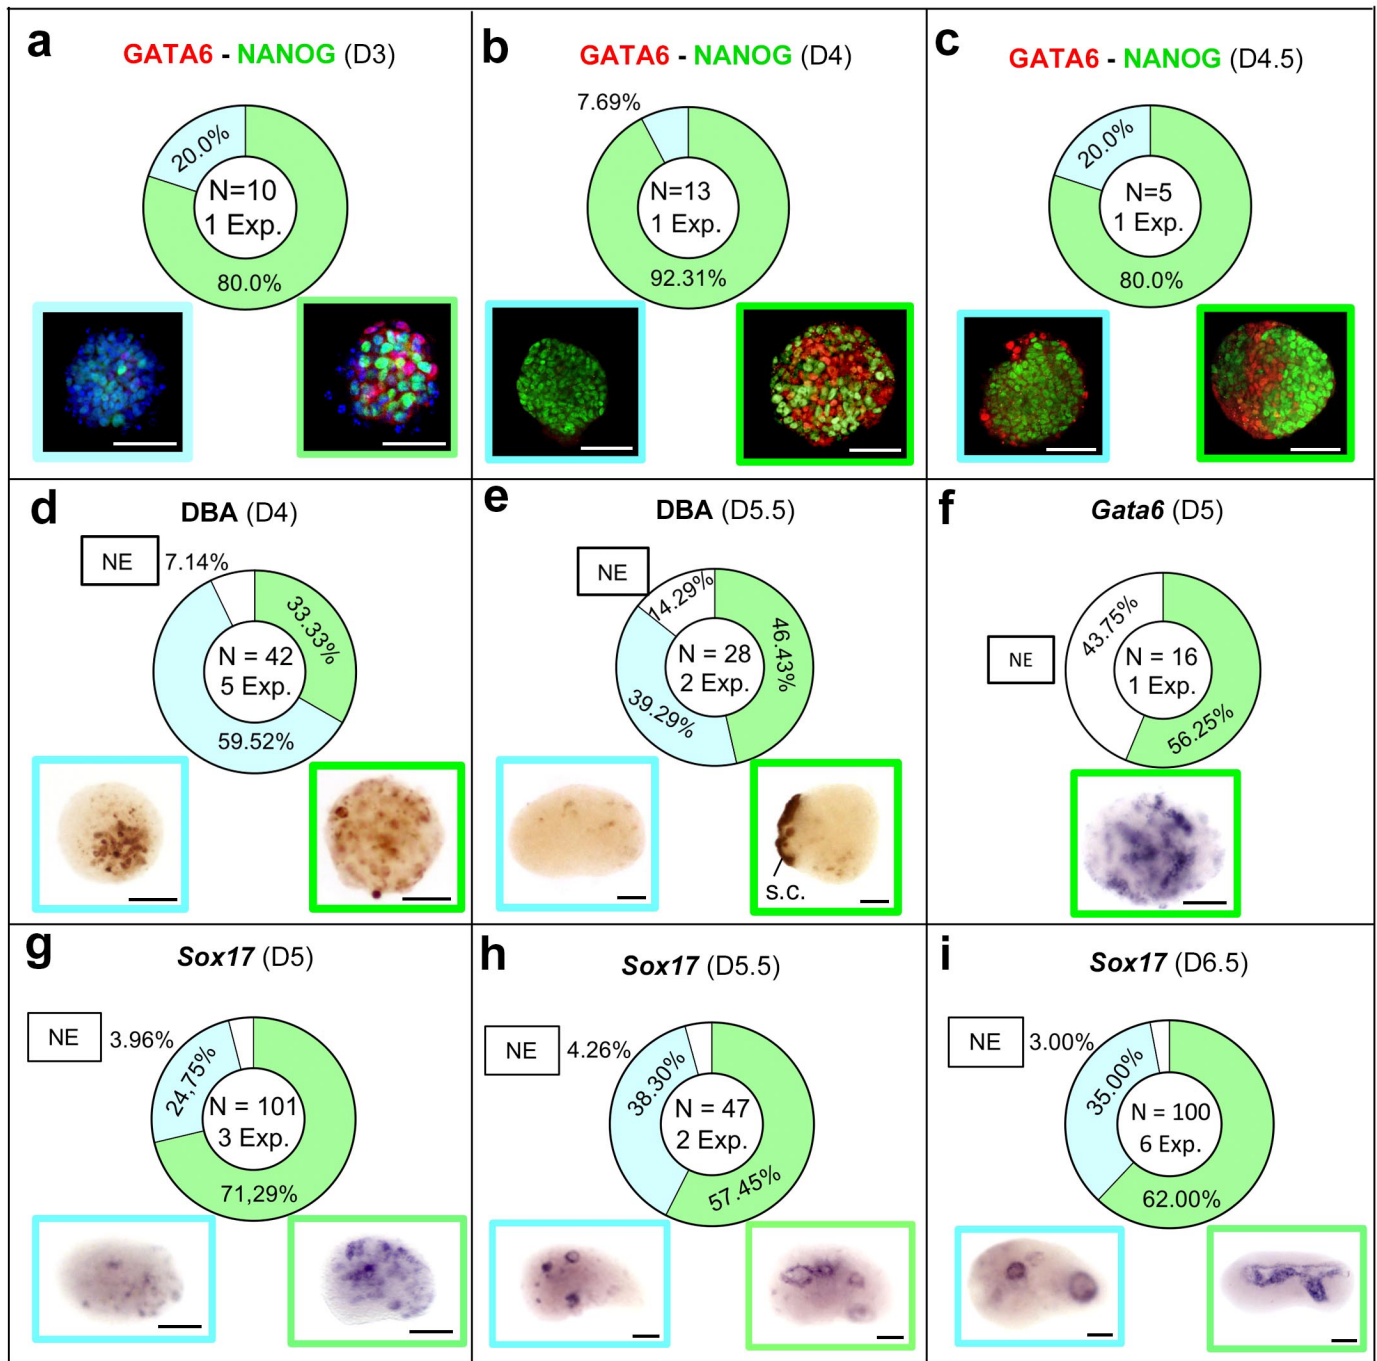

Supplementary Fig. 9: Variability of the different gene expression patterns described in Fig. 3a-l.

(a-i) Variability in expression patterns for (a) GATA6 and NANOG at D3, (b) GATA6 and NANOG at D4, (c) GATA6 and NANOG at D4.5, (d) DBA labelling at D4, (e) DBA labelling at D5.5, (f) *Gata6* at D5, (g) *Sox17* at D5, (h) *Sox17* at D5.5 and (i) *Sox17* at D6.5. For each experiment performed the numbers of embryoids (N) and of independent experiments (Exp.) were indicated. To evaluate the variability in expression patterns in the population of embryoids analysed, for each gene expression or combination of genes expression, the population of embryoids have been distributed in groups showing various expression patterns from each other. The

percentage of embryoids in each group was presented in a donuts graph with the associated picture of a representative embryoid with the same colour code for the box surrounding the picture and the fraction of the donuts graph representing the percentage. N.E.: Not expressed. The group of embryoids that did not express the analysed gene(s) is indicated in white. s.c: superficial clump of ve cells. Names of the gene(s) analysed or treatment (DBA labelling) and developmental stages of the embryoids are indicated at the top of each panel. Scale bars: 100µm.

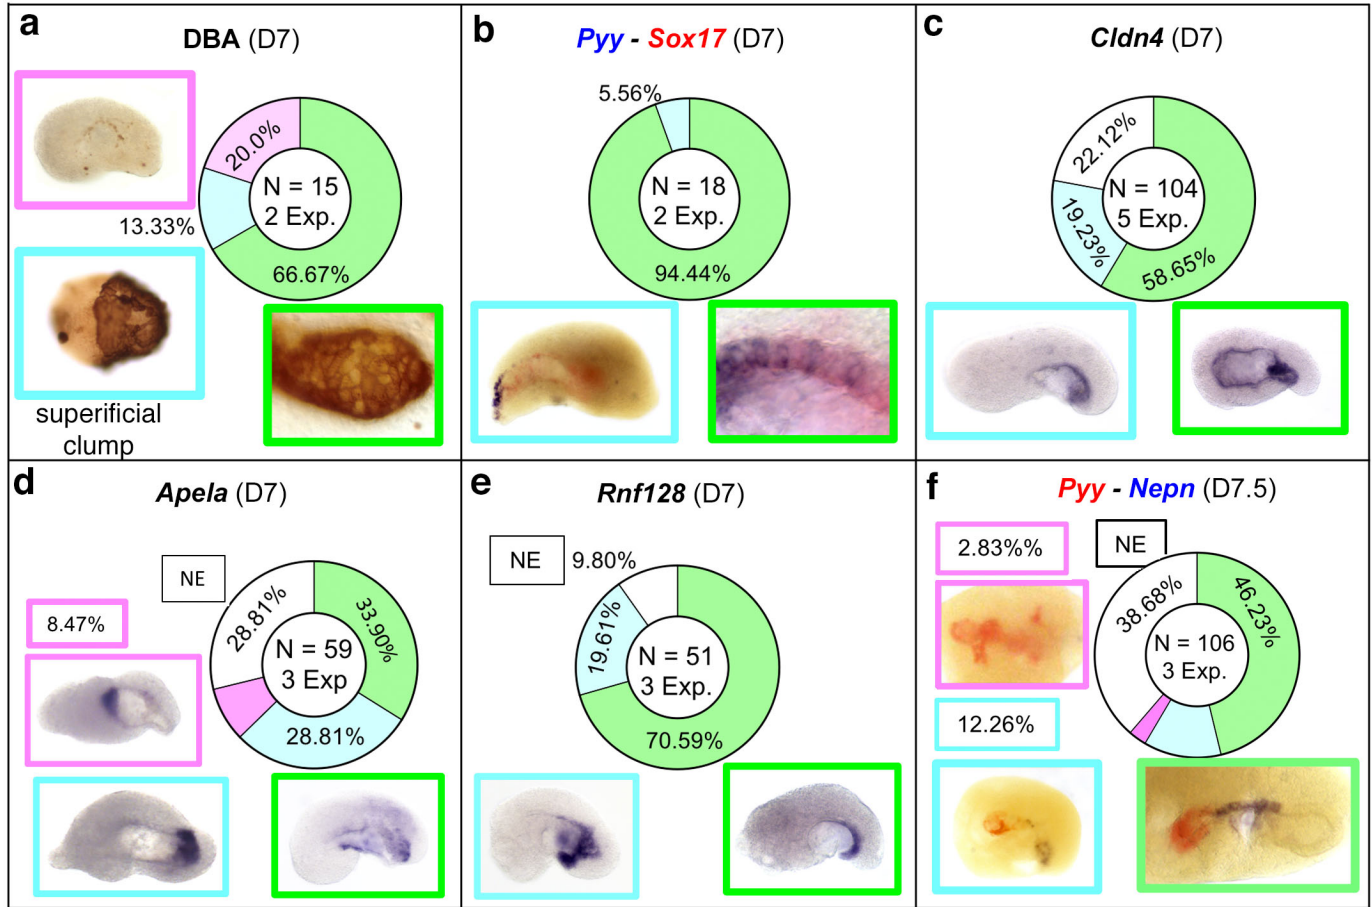

Supplementary Fig. 10: Variability of the different gene expression patterns described in Fig. 3m-v. (a-f) Variability in expression patterns for (a) DBA labelling at D7, (b) *Pyy* and *Sox17* at D7; (c) *Cldn4* at D7, (d) *Apela* at D7, (e) *Rnf128* at D7 and (f) *Pyy* and *Nepn* at D7.5. For each experiment presented in Fig. 3m-v, numbers of embryoids (N) and of independent experiments (Exp.) are indicated. To evaluate the variability in expression patterns in the population of embryoids analysed, for each gene expression or combination of genes expression, the population of embryoids has been distributed in groups showing significant different expression patterns from each other. The percentage of embryoids in each group was presented as a donut graph with the associated picture of a representative embryoid with the same colour code for the box surrounding the picture and the fraction of the donuts graph representing the percentage. N.E.: The group of embryoids that did not express the analysed gene(s) is indicated in white. Names of the gene(s) analysed or treatment (DBA labelling) and developmental stages of the embryoids are indicated at the top of each panel. Scale bars: 100µm.

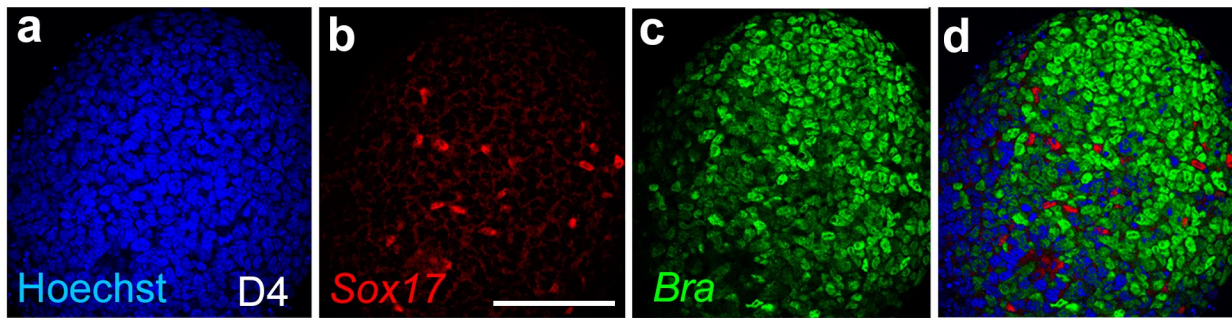

Supplementary Fig. 11: Endoderm and mesoderm do not derive from a pool of mesendoderm progenitors.

(a) Embryoid at D4 labelled with Hoechst 33342 (labelling nuclei). **(b-c)** Immunolabelling of the same embryoid for *Sox17* (red, **b**) *Bra* (green, **c**). **(d)** Merge of panels **a-c** showing that none of the D4 (gastrulating) embryoids coexpressed the endodermal marker *Sox17* and the mesodermal marker *Bra*. Number of embryoids analysed with similar result: N= 10/10 in 2 experiments. Scale bar: 100 μ m.

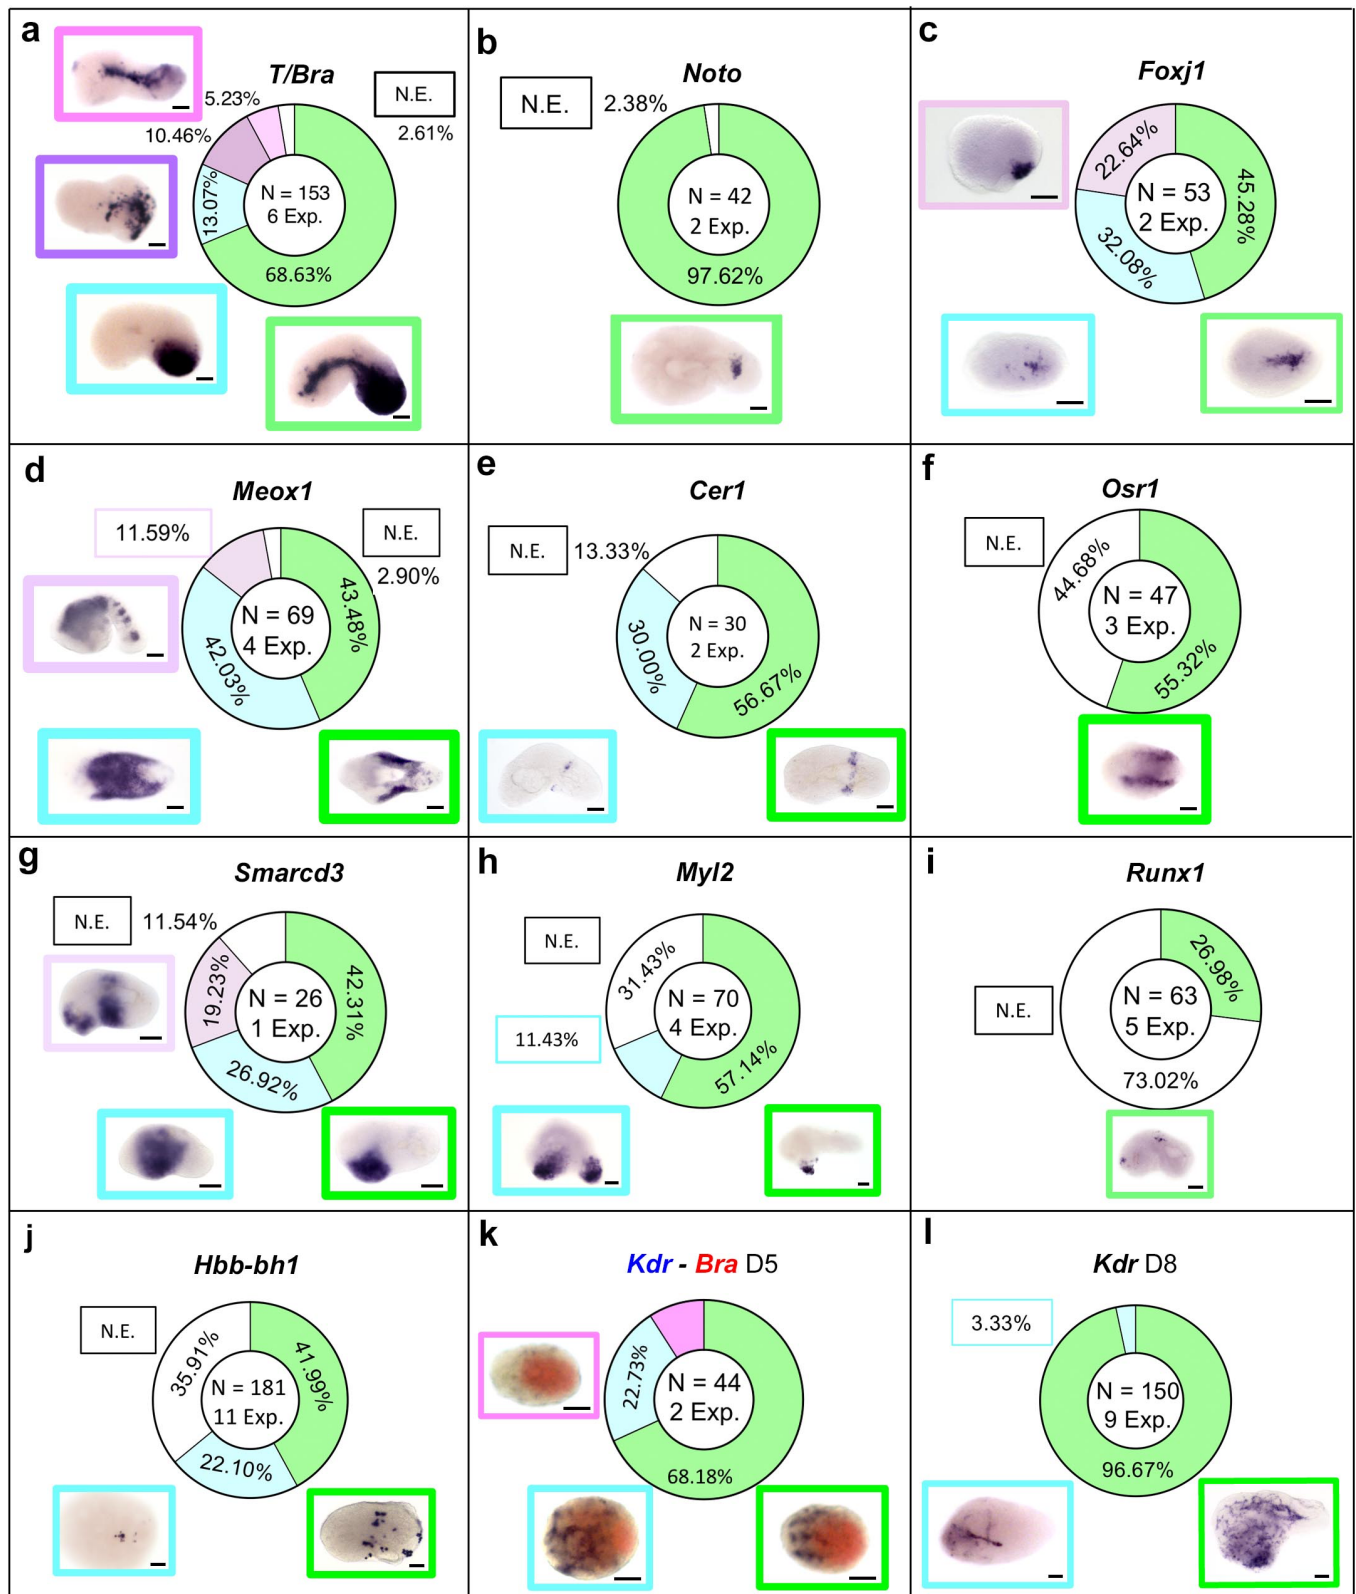

Supplementary Fig. 12: Variability of the different gene expression patterns described in Fig. 4.

(a-l) Variability in expression patterns for (a) *T/Bra* at D7, (b) *Noto* at D7, (c) *Foxj1* at D5.5, (d) *Meox1* at D7, (e) *Cer1* at D7, (f) *Osr1* at D7, (g) *Smarcd3* at D6, (h) *Myl2* at D7.5, (i) *Runx1* at D6, (j) *Hbb-bh1* at D8, (k)

Kdr and *Bra* at D5 and (l) *Kdr* at D8. For each experiment presented in **Fig. 4**, the numbers of embryoids (N) and the number of independent experiments (Exp.) are indicated. To document the variability in expression patterns within each population of embryoids analysed, the percentage of embryoids with each of the different expression patterns are shown in a donut graph with the associated picture of a representative embryoid with the same colour code for the box surrounding the picture and the fraction of the donuts graph representing the percentage. N.E.: The group of embryoids that did not express the analysed gene(s) is indicated in white. Names of the gene(s) analysed and developmental stages of the embryoids were indicated at the top of each panel. Scale bars: 100µm.

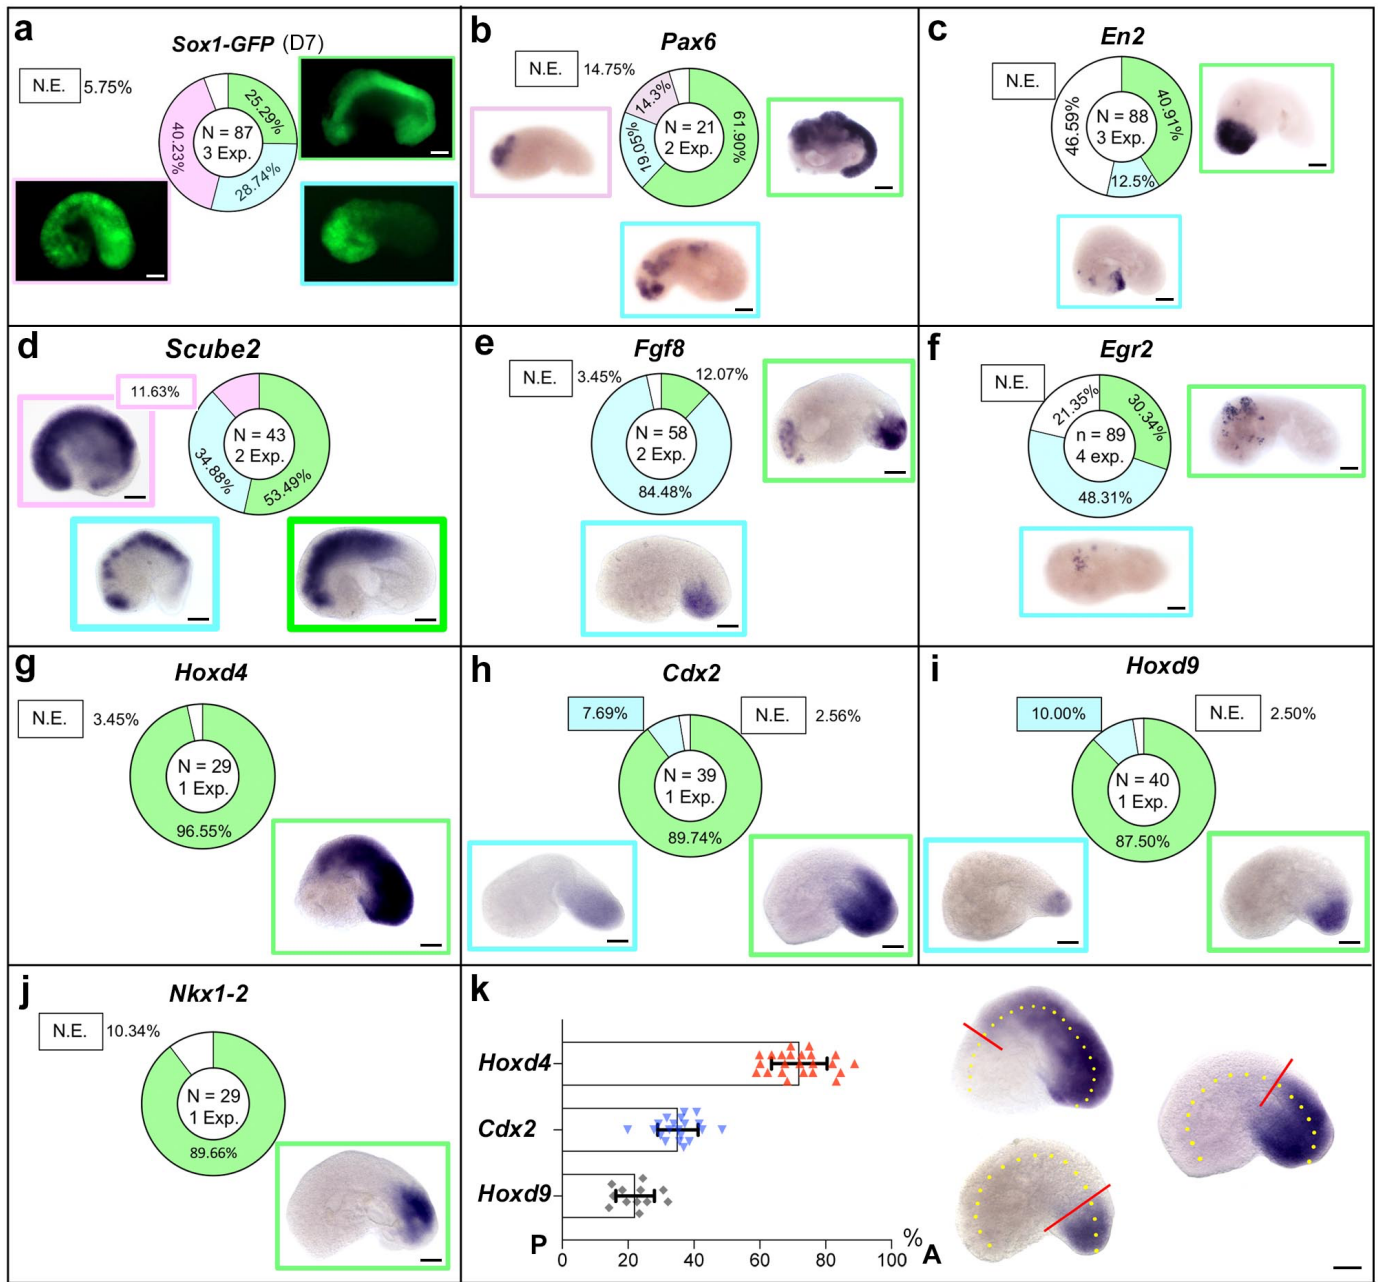

Supplementary Fig. 13: Variability of the different gene expression patterns described in Fig. 5

(a-j) Variability in expression patterns for **(a)** *Sox1-GFP* at D7, **(b)** *Pax6* at D7, **(c)** *En2* at D7, **(d)** *Scube2* at D7, **(e)** *Fgf8* at D7, **(f)** *Egr2* at D7, **(g)** *Hoxd4* at D7, **(h)** *Cdx2* at D7, **(i)** *Hoxd9* at D7 and **(j)** *Nkx1-2* at D7. For each experiment presented in **Fig. 5**, the numbers of embryoids (N) and the number of independent experiments (Exp.) are indicated. To evaluate the variability in expression patterns within the population of embryoids analysed, the percentage of embryoids with each expression pattern are shown in a donut graph with the associated picture of a representative embryoid with the same colour code for the box surrounding the picture and the fraction of the donuts graph representing the percentage. N.E.: Not expressed. The group of embryoids

that did not express the analysed gene(s) is indicated in white. **(k)** The variability in *Hoxd4*, *Cdx2* and *Hoxd9* expression was also evaluated by measuring their posterior to anterior extent. One individual embryoid for each gene was presented on the right. Yellow dots indicating the AP axis of each these embryoids while the red line indicates the anterior end of their expression pattern. Measurement of the length from the anterior most expressing cells (red line) and the tail bud was expressed in percentage of the embryo length. Error bars indicate the means $\pm$ standard deviation and the dots indicate the individual measurements (*Hoxd4*, N=23; *Cdx2*, N=20; *Hoxd9*, N=12 in one experiment). Numerical data are presented in Source Data file Supplementary Figure 13. The name of the gene analysed is indicated at the top of each panel. Embryoids are at D7. Scale bars: 100 μ m.

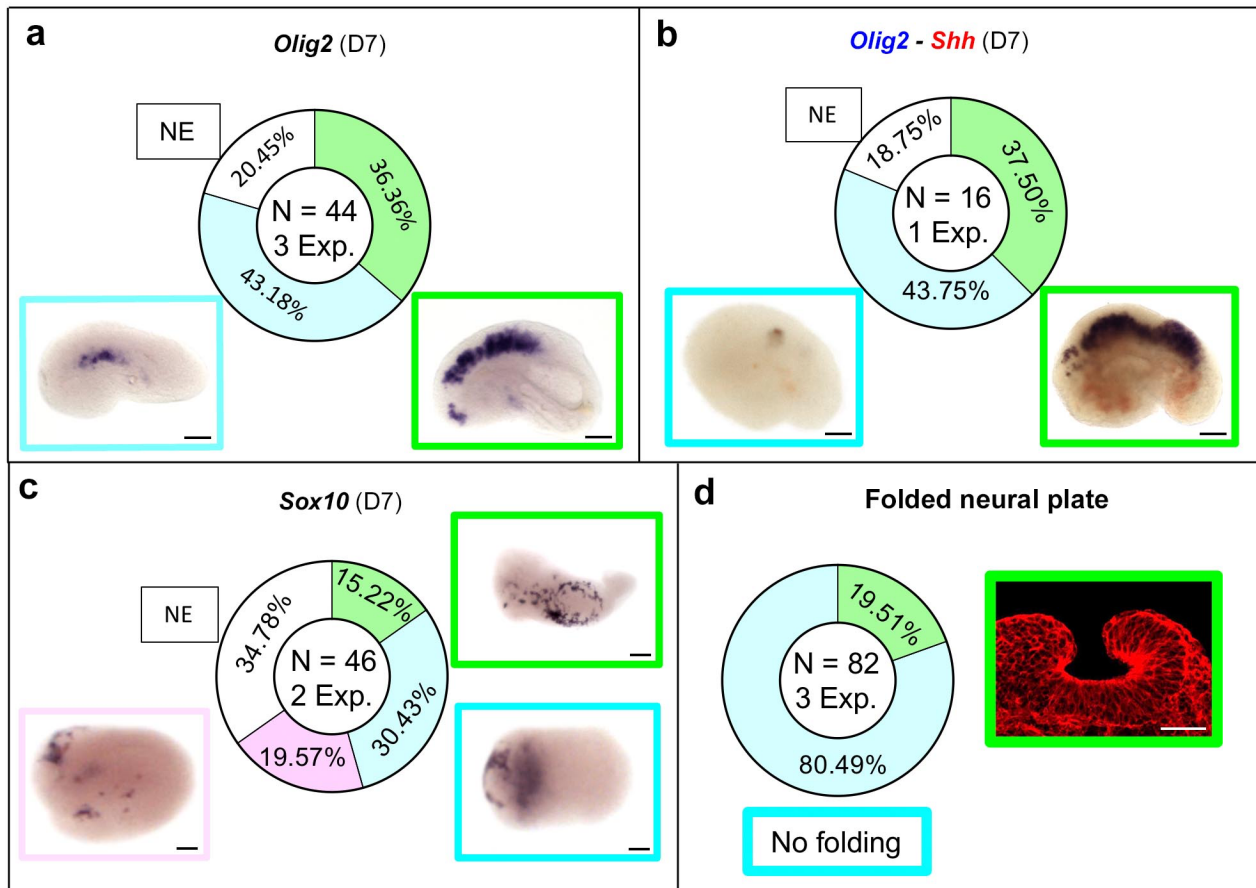

Supplementary Fig. 14: Variability of the different gene expression patterns described in Fig. 6.

(a-c) Variability in expression patterns for (a) *Olig2* at D7, (b) *Olig2* and *Shh* at D7, (c) *Sox10* at D7. For each gene whose expression was analysed, the numbers of embryoids (N) and of independent experiments (Exp.) are indicated. To evaluate the variability in expression patterns within each population of embryoids analysed, the percentage of embryoids in each group is presented in a donut graph with the associated picture of a representative embryoid with the same colour code for the box surrounding the picture and the fraction of the donuts graph representing the percentage. N.E.: Not expressed. The group of embryoids that did not express the analysed gene(s) is indicated in white. The name of the gene(s) analysed and the developmental stage of the embryoids are indicated at the top of each panel. (d) Frequency of folded neural plate in embryoids at D7-D9. Scale bars: 100µm.

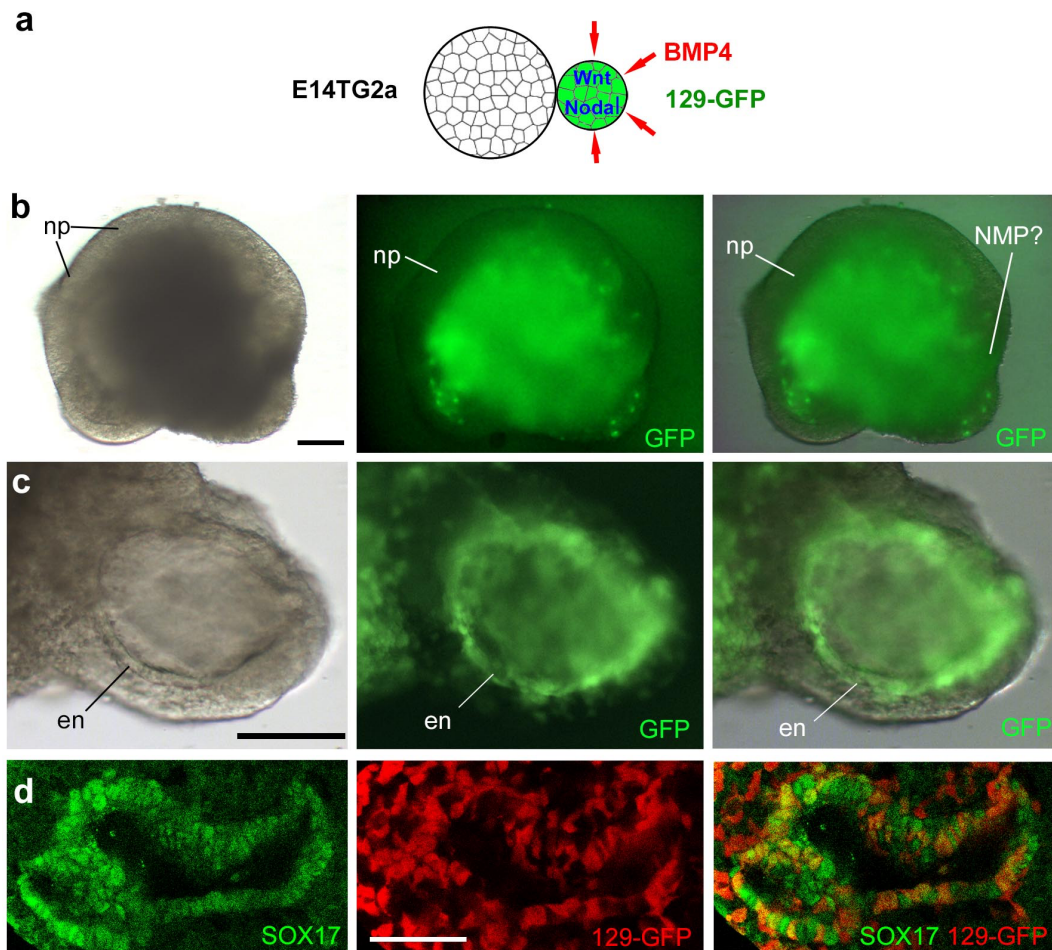

Supplementary Fig. 15: Origin of cells forming the three germ layers

(a) Schematic of the formation of an embryoid derived from an unlabelled (E14TG2 cells) naive aggregate merged with a *GFP* labelled (129-GFP cell line) signalling centre. **(b)** Brightfield, green fluorescence and merger of the two for an embryoid at D7 made of *GFP* labelled signalling centre. Fluorescence was observed in the inner part of the embryoid (mesoderm and endoderm) while the superficial tissues (ectoderm) were unlabelled, except in the posterior territory that may represent the bipotential neuromesodermal progenitors (NMP). np: neural plate. **(c)** High magnification (brightfield, fluorescence and merged images) focusing on the endodermal throughout epithelium of a D7 embryoid made as described in **(a)** showing strong *GFP* expression in the whole epithelium. **(d)** Double immunofluorescence images for SOX17 (left), GFP (middle) and the merge image (right) of the endoderm epithelium of an embryoid at D6. The epithelium appeared mosaic with green labelled cells corresponding to Sox17(+) cells from the naive territory and orange/yellow cells corresponding to ve and de cells derived from the signalling centre. Number of independent experiments: 2, **(b-c)** N = 5/5; **(d)** N = 12/12. Scale bars: 100 μ m (**a, b**); 50 μ m (**d**).

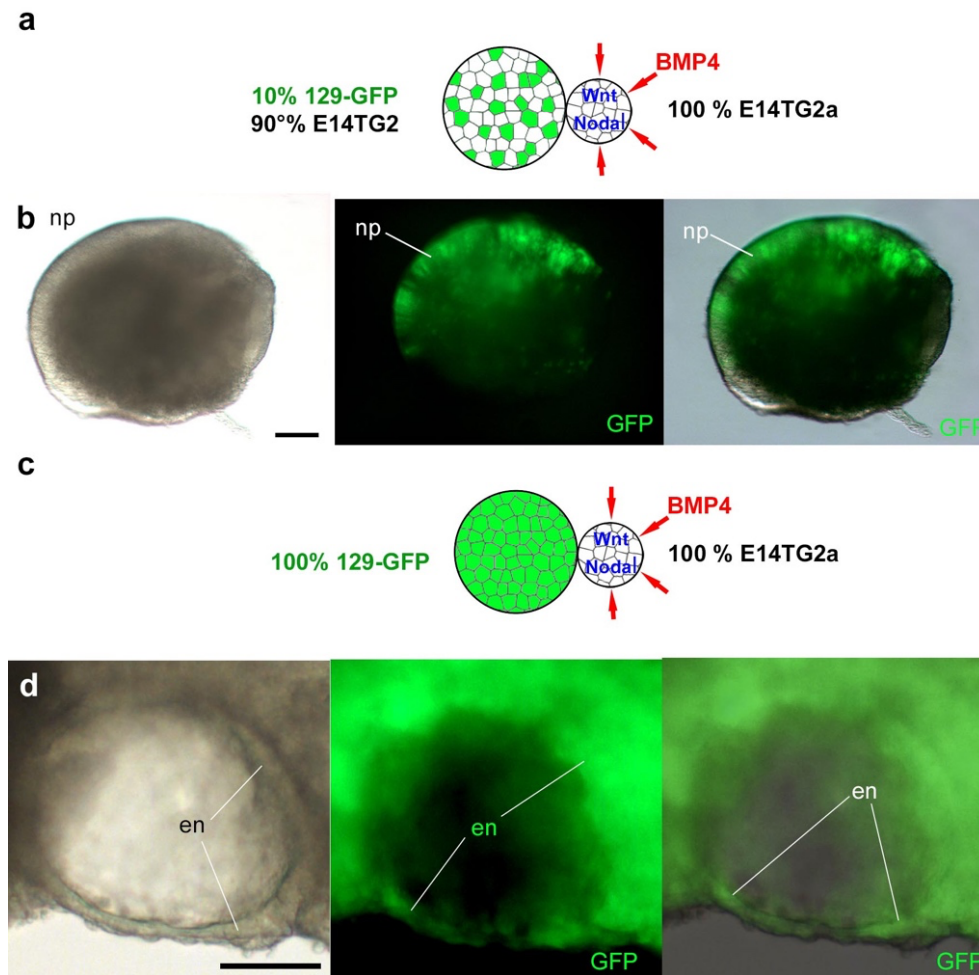

Supplementary Fig. 16: Contribution of naive cells of the embryoid to the formation of ectoderm and endoderm germ layers

(a) Schematic of the experiment used to generate a mosaic neural plate in an embryoid built with unlabelled E14TG2a in the signalling centre and a mixture of 90% of unlabelled cells plus 10% of 129-GFP cells in the naive portion. (b) Embryoid made of a naive territory with 10% 129-GFP cells/90% E14TG2 cells in brightfield (left), fluorescence (center) and a merge image of both (right) revealing that most of the fluorescent signal was present in the neural plate.

(c) Schematic of an experiment for which the naive domain was made with 100% 129-GFP cells and the signalling centre was made with totally unlabelled E14TG2A cells. (d) High magnification (brightfield - left, fluorescence - center and a merged image (right) focusing on the endodermal epithelium (en) showing *GFP* expression in the endodermal epithelium (en). This labelling likely corresponded to VE cells deriving from GATA6(+) cells from the naive domain of the embryoids that contribute to the VE and are present in the mosaic gut epithelium made of a mix of VE and DE cells. Number of independent experiments, and the number of embryoids analysed: (b) Exp. = 1, N = 15/15; (d) Exp. = 2. N = 14/14. Scale bars: 100 μ m.

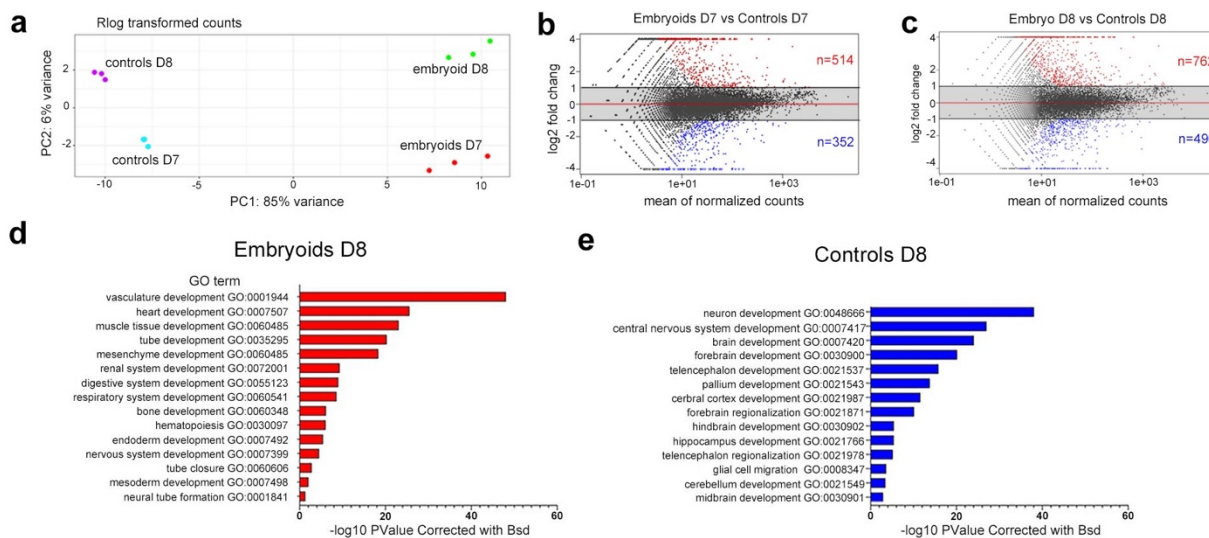

Supplementary Fig. 17: Transcriptome analysis of D7- D8 embryos and controls

(a) Principal Component Analysis (PCA) of bulk RNAseq data from three replicates of 10 embryos at D7 (red) and D8 (green) and 10 controls (made from merging at D3 of two untreated ESC aggregates) at D7 (blue) and D8 (purple). **(b, c)** MA plot of gene expression between embryos and controls at **(b)** D7 and **(c)** D8. Significantly Differentially Expressed Genes (DEG) between embryos and controls (DEG: TPM > 1, $|\log_2\text{FoldChange}| > 1$ and adjusted pvalue < 0.05); those that are upregulated are indicated in red and those that are downregulated are shown in blue. **(d, e)** Gene ontology (GO) terms enrichment analysis. For each selected biological process, the length of the bar represents (abscissa) the enrichment score $[-\log_{10}(\text{P-value corrected with Bonferroni step down})]$. The red bars **(d)** represent the biological processes upregulated in embryos at D8 while blue bars **(e)** represent the biological processes upregulated in controls at D8.

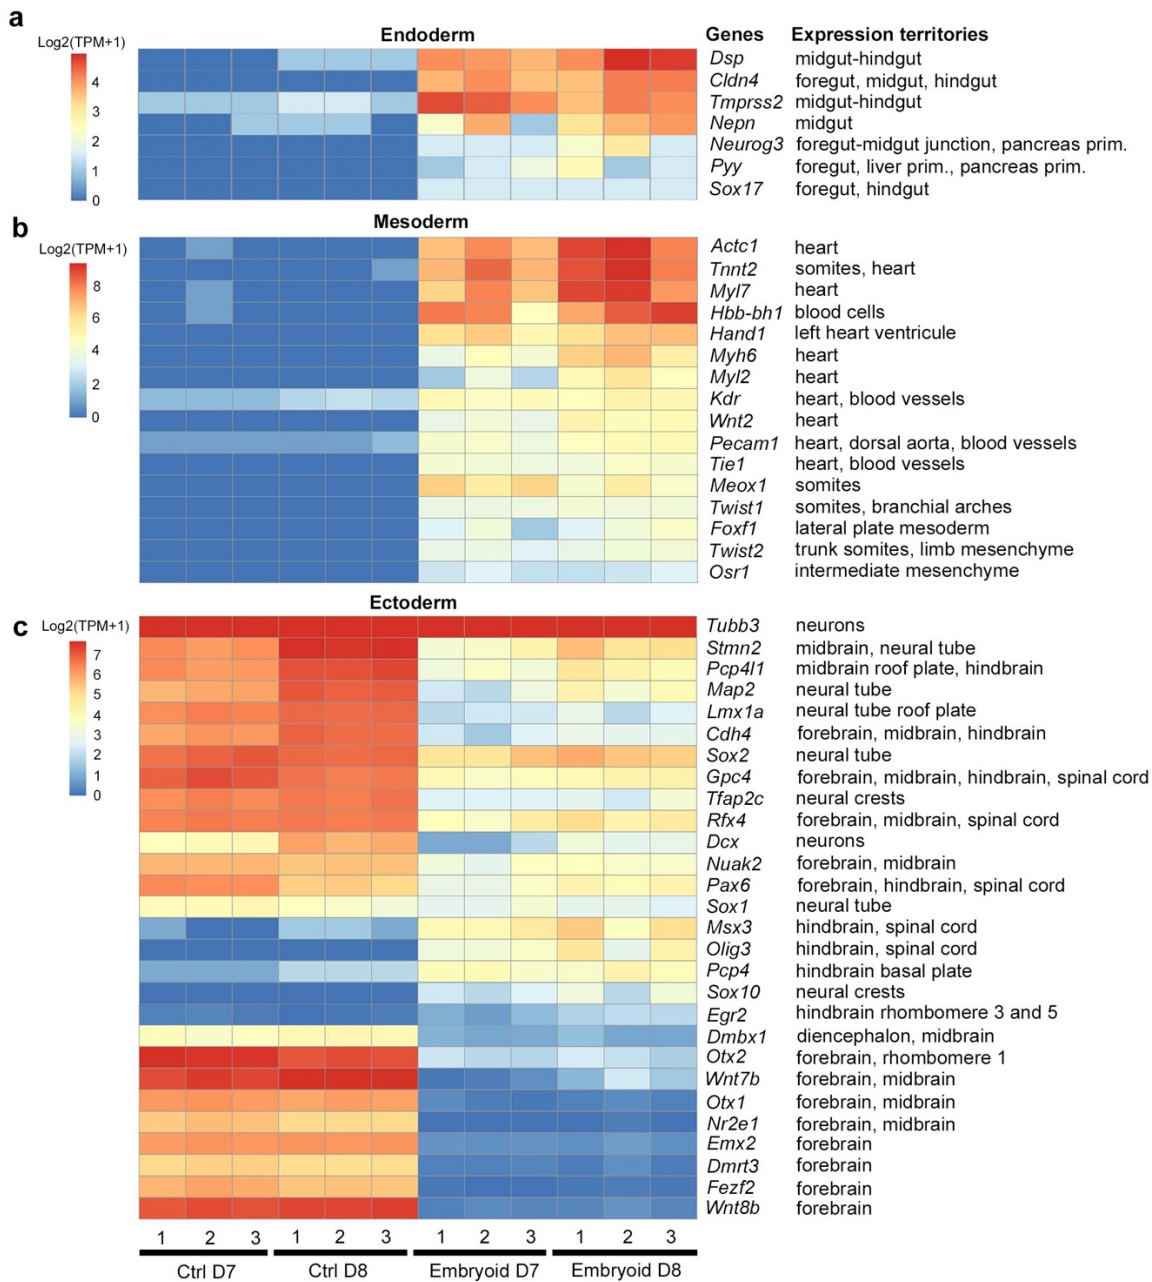

Supplementary Fig. 18: Expression profile of selected endodermal, mesodermal or ectodermal specific genes

(a-c) Heat maps of normalised expression at D7 and D8 in Ctrl (Controls, made of the merging at D3 of two untreated ESC aggregates) and in Embryoids, of genes that are known markers of germ layer derivatives in the mouse embryo. (a) Endoderm, (b) Mesoderm and (c) Ectoderm. The replicates (1, 2, 3) represented in these graphs were derived from biologically independent samples. For each gene, the expression territory (right) corresponds to the main expression domain of the gene in the mouse embryo between the embryonic stages TS13-TS15 (from 8.0 to 10.25 dpc) described in the Mouse Genome Informatics (MGI) Gene Expression Database (GXD). prim.: primordium.

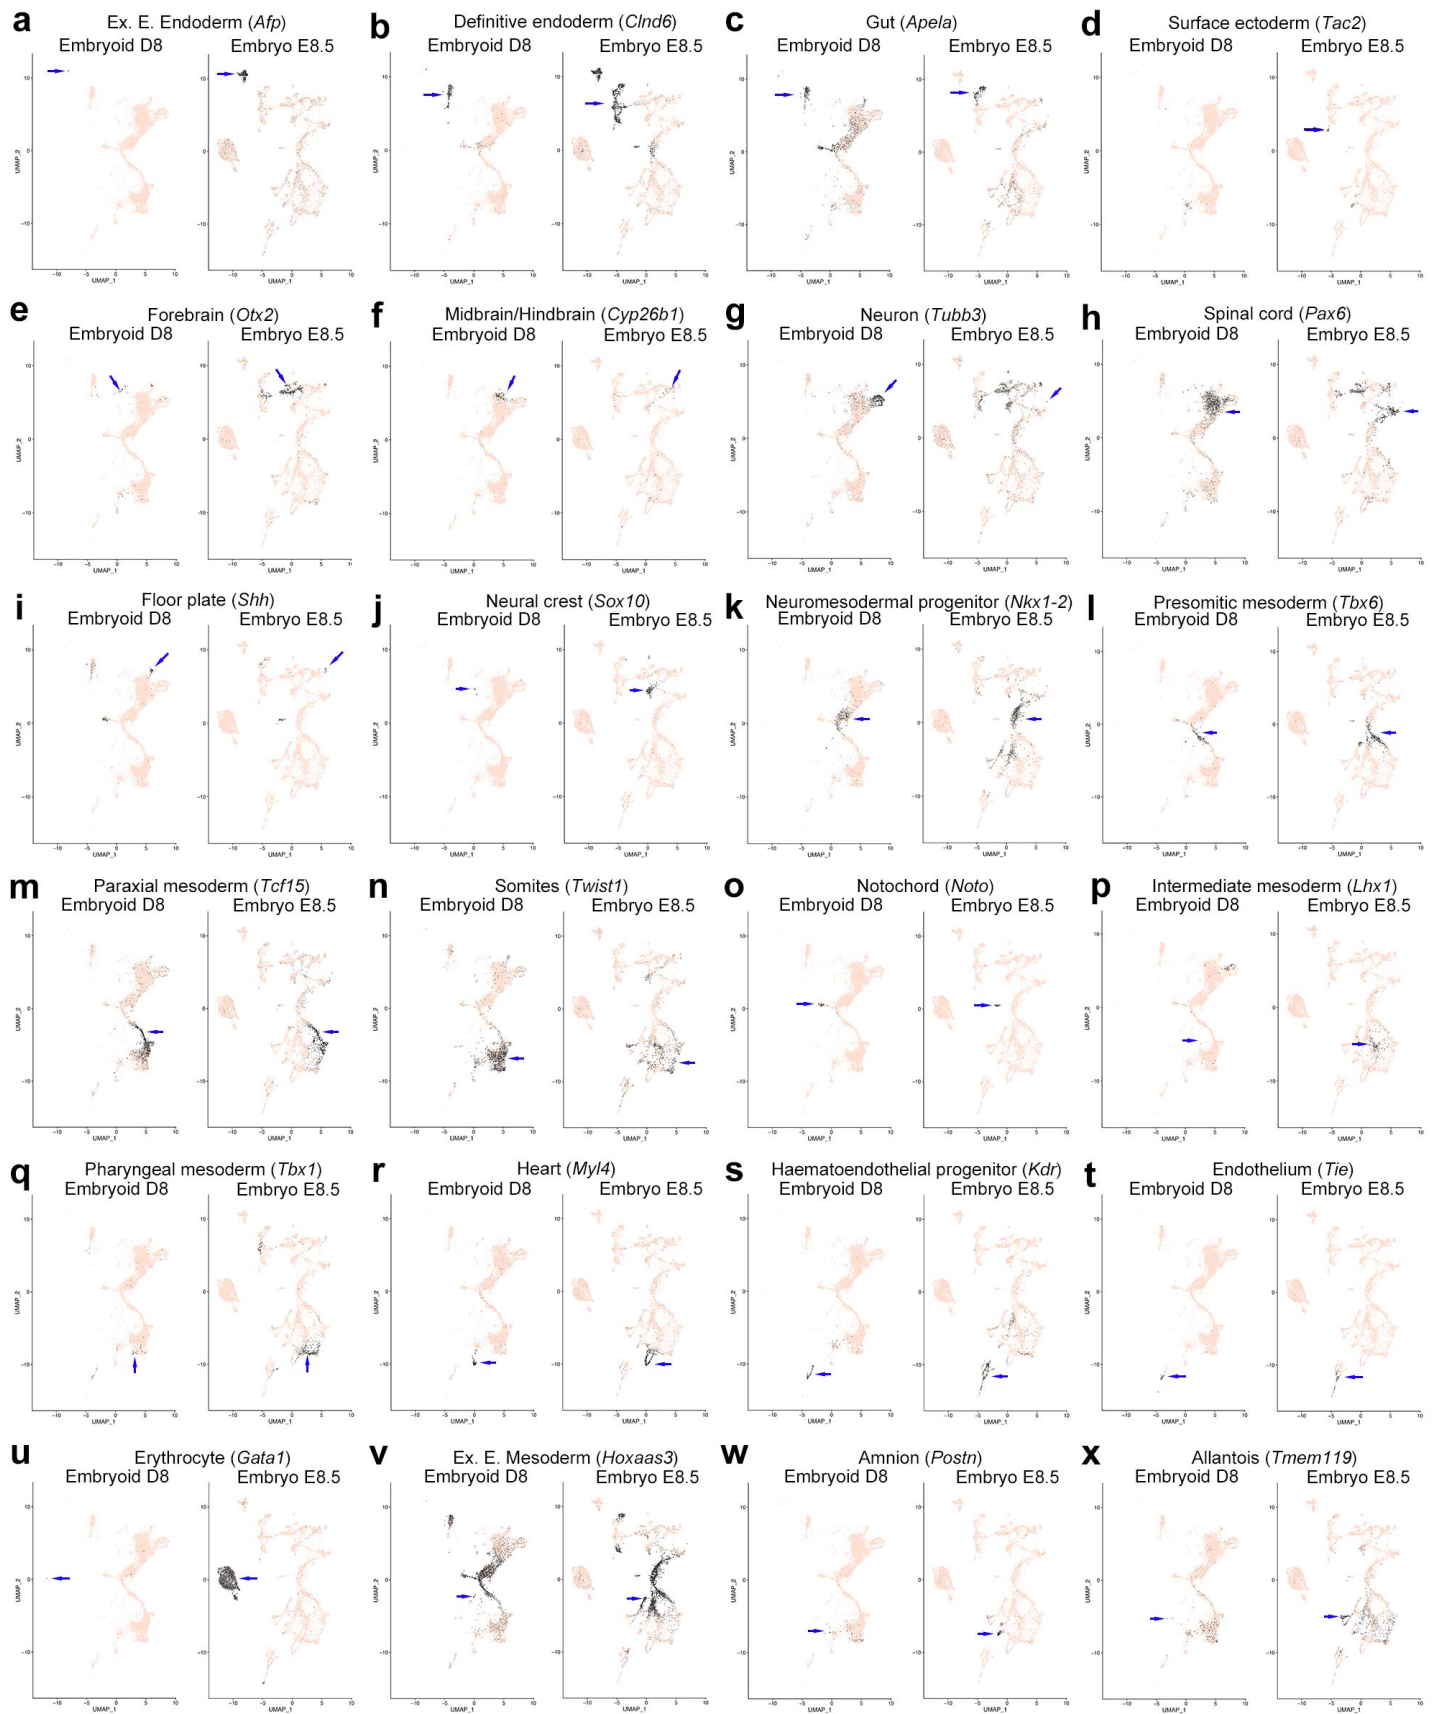

Supplementary Figure 19: UMAP plot for one marker gene of each cluster in embryoids at D8 and mouse embryos at E8.5.

(a-x) UMAP plot for a marker of the gene clusters (a) Extra-embryonic endoderm, (b) Definitive endoderm, (c) gut, (d) Surface ectoderm, (e) Forebrain, (f) Midbrain/Hindbrain, (g) Neuron, (h) Spinal cord, (i) Floor plate, (j) Neural crest, (k) Neuromesodermal progenitor, (l) Presomitic mesoderm, (m) paraxial mesoderm, (n) Somite, (o) Notochord, (p) Intermediate mesoderm, (q) Pharyngeal mesoderm, (r) Heart, (s) Haematoendothelial progenitors, (t) Endothelium, (u) Erythrocyte, (v) Extra-embryonic mesoderm, (w) Amnion, (x) Allantois. The names of the cluster and of the marker gene identifying this cluster are indicated at the top of each panel. The position of identified cells of each cluster is indicated with a blue arrow for both embryoids and embryos.

a

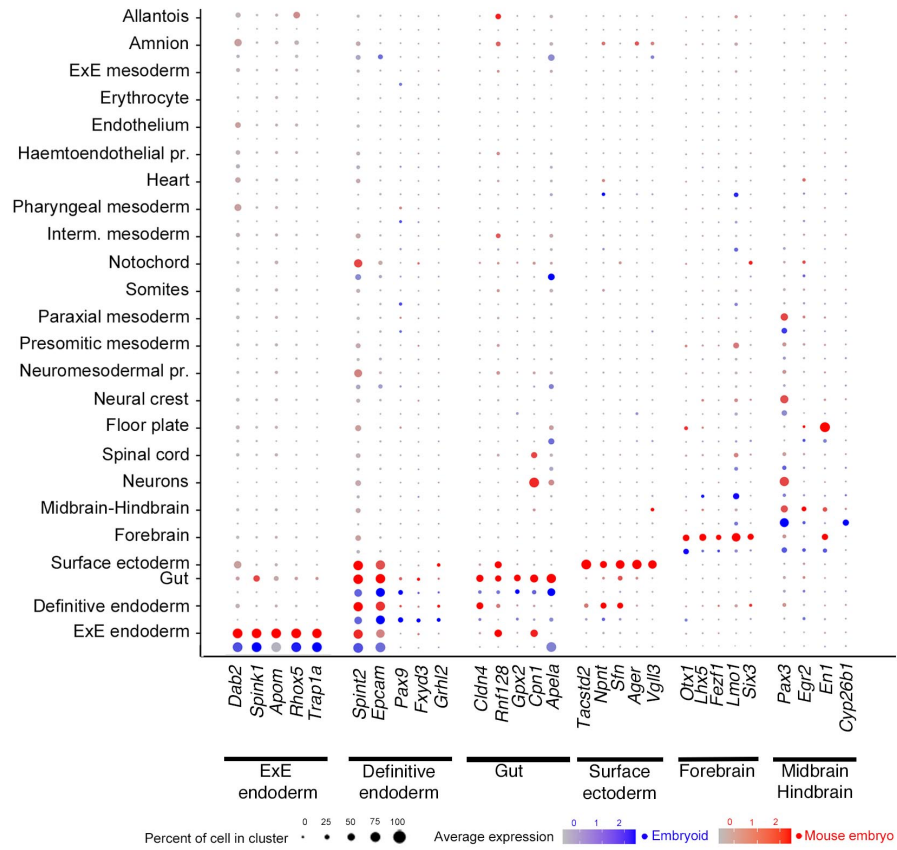

b

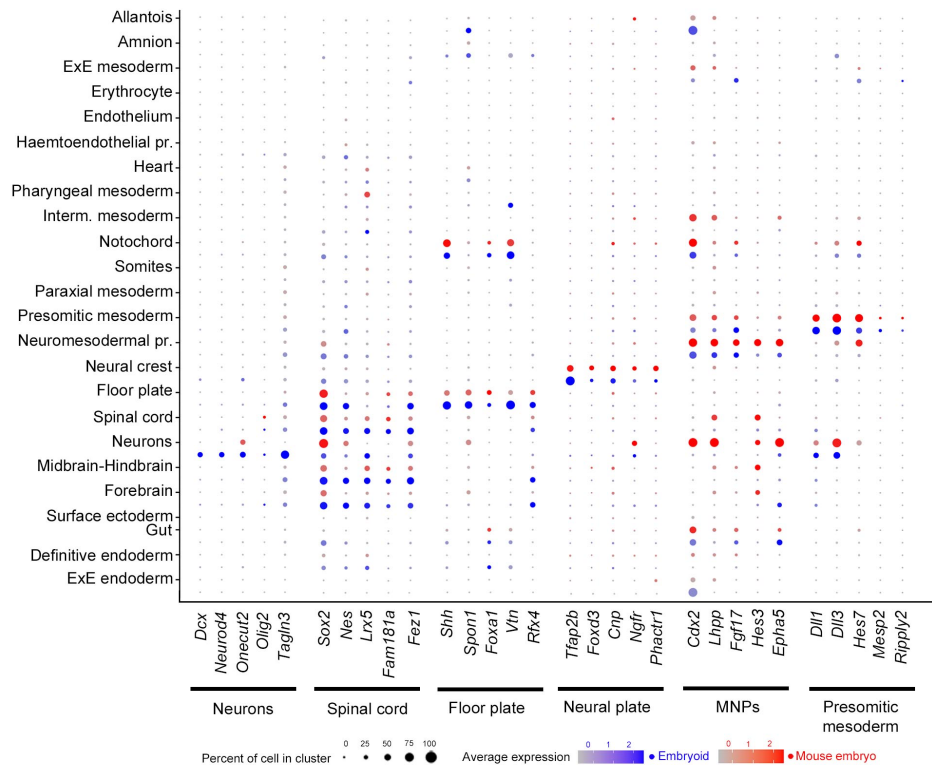

Supplementary Fig. 20: Dot plot graph comparing expression of specific marker gene between embryos and embryoids

Dot plot showing both the percentage of cells (diameter of the dot) of a given cluster that expressed the marker gene of that cluster and its level of expression (gradient of colour, blue for embryoids, red for mouse embryos).

(a) Marker genes for clusters Exe Endoderm, Definitive endoderm, Gut, Surface ectoderm, Forebrain, Midbrain-Hindbrain.

(b) Marker genes for clusters Neurons, Spinal cord, Floor plate, Neural plate, Neuromesodermal progenitors and Presomitic mesoderm.

Name of clusters is shown at the left and the name of marker genes for each cluster is shown at the bottom. For each cluster, mouse embryo data are shown in red and embryoid data are shown in blue. Exe: extra embryonic.

a

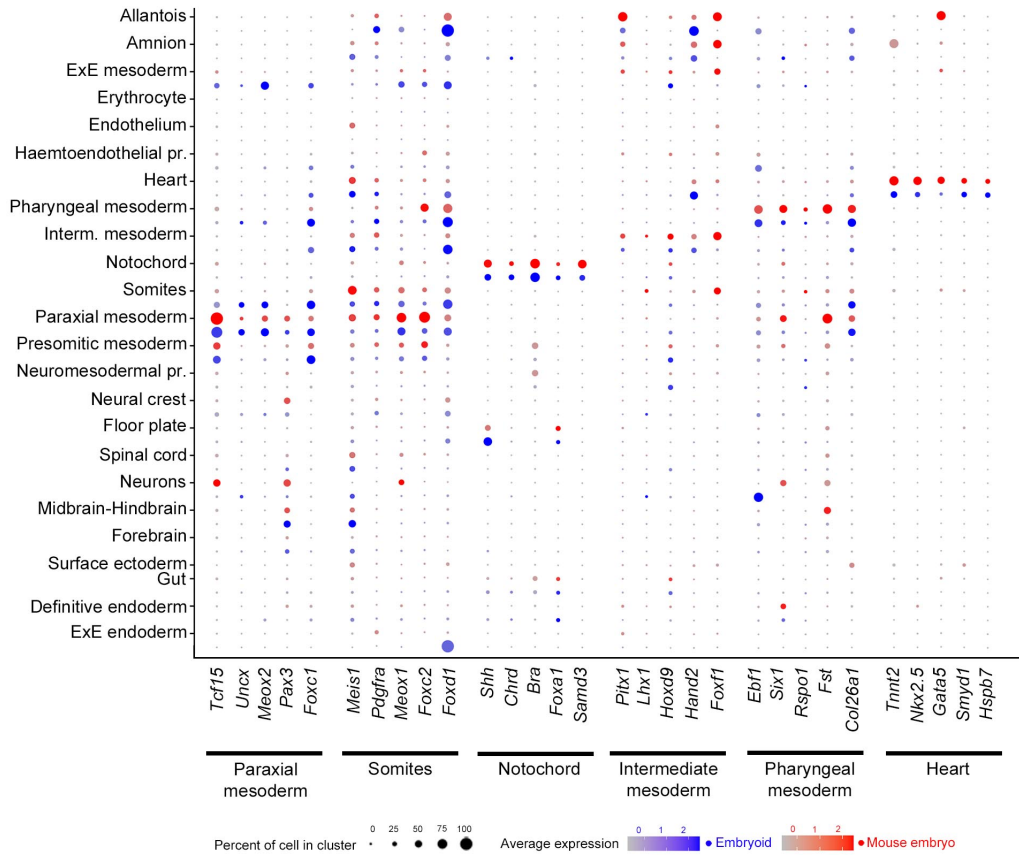

b

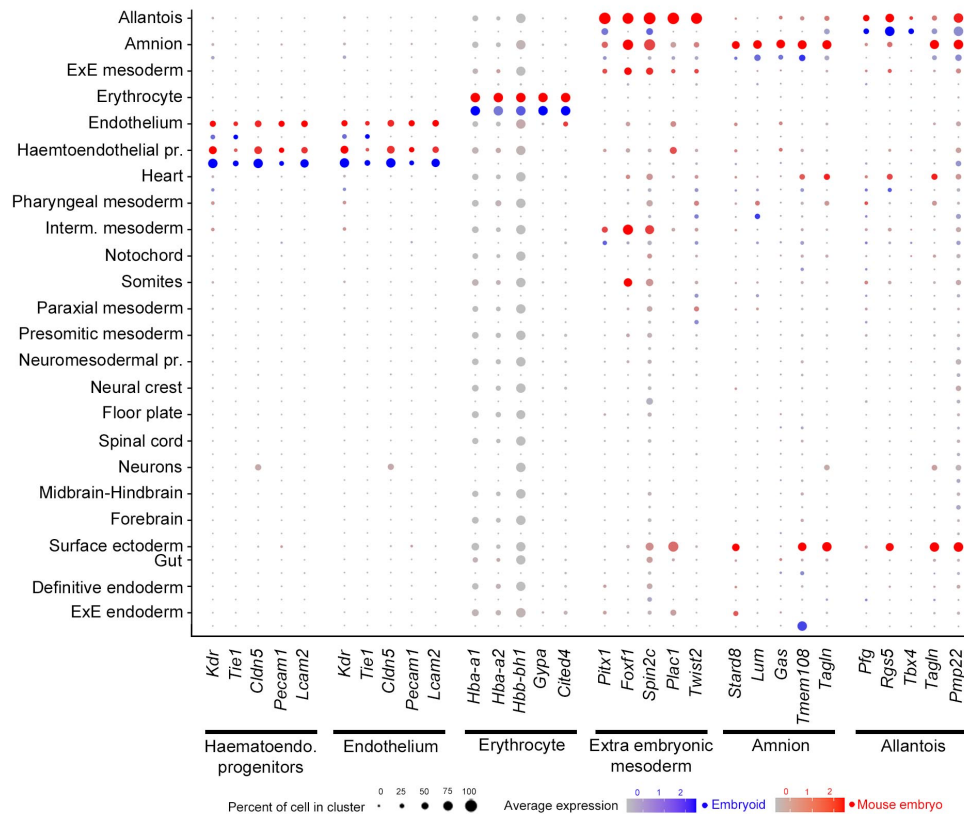

Supplementary Fig. 21: Dot plot graph comparing expression of specific marker gene between embryos and embryoids

Dot plot showing both the percentage of cells (diameter of the dot) of a given cluster that expressed the marker gene of that cluster and its level of expression (gradient of colour, blue for embryoids, red for mouse embryos).

(a) Marker genes for clusters Paraxial mesoderm, Somites, Notochord, Intermediate mesoderm, Pharyngeal mesoderm and Heart.

(b) Marker genes for clusters Haematoendothelial progenitors, Endothelium, Erythrocyte, Extra embryonic mesoderm, Amnion and Allantois.

Name of clusters is shown at the left and the name of marker genes for each cluster is shown at the bottom. For each cluster, mouse embryo data are shown in red and embryoid data are shown in blue. Exe: extra embryonic.

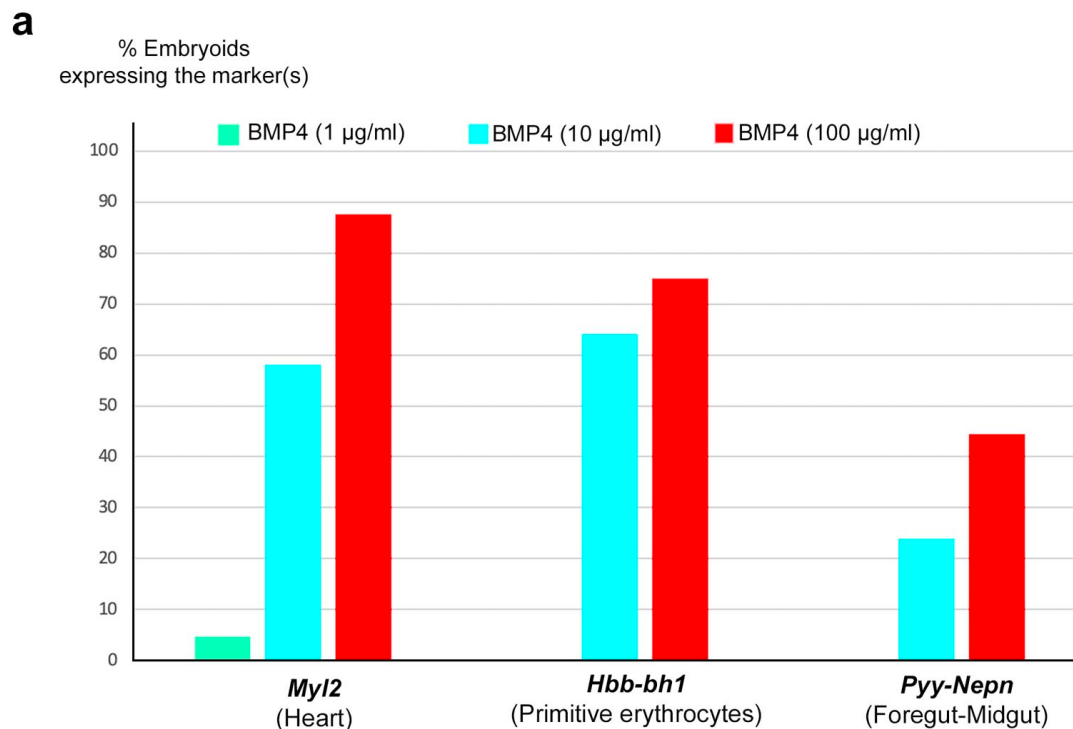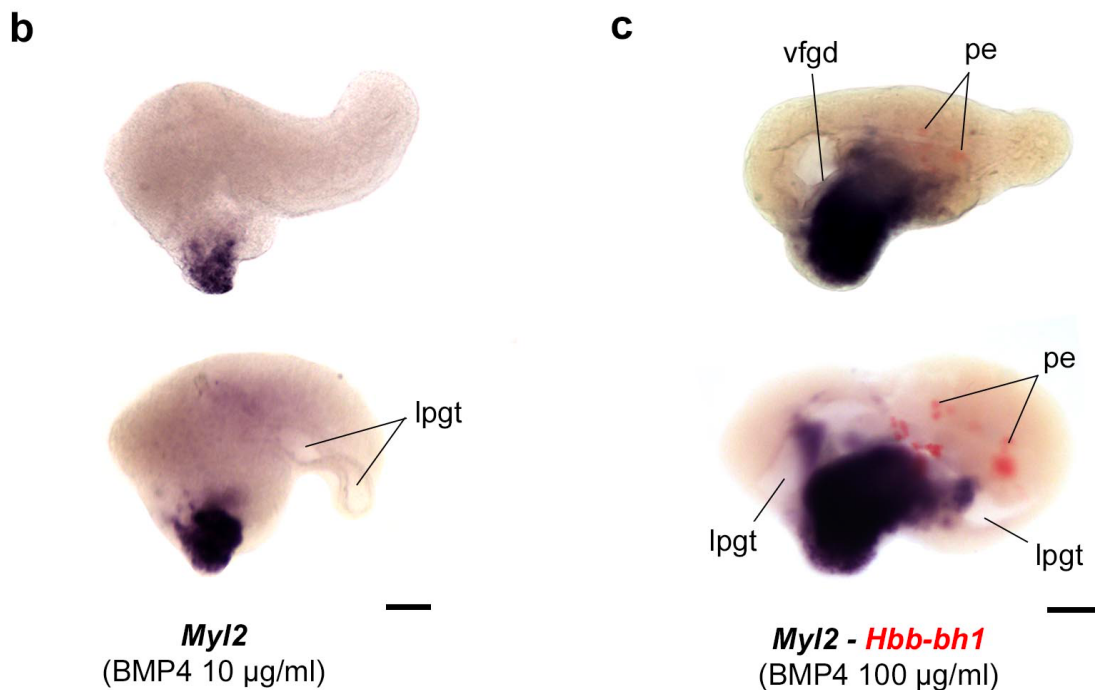

Supplementary Fig. 22: Effect of BMP4 concentration on the frequency of expression of molecular markers and on the size of the heart and the gut tube

(a) Graph bars representing the percentage of embryoids expressing the heart marker *Myl2*, the primitive erythrocyte (pe) marker *Hbb-bh1* and the gut epithelium markers *Pyy* and *Nepn* as a function of the BMP4 concentration used for the instruction of the signalling centre at D2.66-D3.

Number of embryoids analysed in two experiments for the expression of *Myl2*, n=21 for 1µg/ml BMP4, N=106 for 10µg/ml BMP4 and N=16 for 100 µg/ml BMP4. For the expression of *Hbb-bhl*: N=42 for 1µg/ml BMP4, N=181 for 10µg/ml BMP4 and N=16 for 100 µg/ml BMP4. For the expression of *Pyy* and *Nepn*: N=19 for 1µg/ml BMP4, N=42 for 10µg/ml BMP4 and N=27 for 100 µg/ml BMP4. **(b)** Single colour *in situ* hybridization for *Myl2* in D8 embryoids built with a signalling centre instructed by incubation with 10µg/ml BMP4. The gut epithelium is clearly visible (lpgt: lumen of the primitive gut tube). **(c)** Double colour *in situ* hybridization for *Myl2* (blue) and *Hbb-bhl* (red, pe: primitive erythrocytes) in D8 embryoids built with a signalling centre instructed by incubation with 100µg/ml BMP4. The heart as well as the lumen of the primitive gut tube are strongly enlarged compared to **(b)**. vfgd: ventral foregut diverticulum. Scale bars: 100µm

Supplementary Table 1: Efficacy of merging of ESC aggregates

Experiments	Merged aggregates	Total attempts of merging	% merged
1	187	192	97.40
2	576	576	100.00
3	382	384	99.48
4	576	576	100.00
5	381	384	99.22
6	574	576	99.65
7	573	576	99.48
8	478	480	99.58
9	286	288	99.31
10	567	576	98.44
11	574	576	99.65
Total	5154	5184	
Mean			99.29
Standard Deviation			1.59

Supplementary Table 2: Marker genes used to identify the different cell clusters

Cluster Identity		Cluster	marker genes	
Allantois	<i>Twist2</i>	<i>Tmem119</i>	<i>Plac1</i>	
Amnion	<i>Tdo2</i>	<i>Postn</i>	<i>Lum</i>	
Extra embryonic mesoderm	<i>Hand1</i>	<i>Hoxaas3</i>		
Erythrocyte	<i>Gata1</i>	<i>Hbb-bhl</i>	<i>Gypa</i>	<i>Klf1</i>
Endothelium	<i>Pecam1</i>	<i>Tie1</i>		
Haematoendothelial progenitors	<i>Etv2</i>	<i>Kdr</i>		
Heart	<i>Gata4</i>	<i>Tbx20</i>	<i>Myl2</i>	<i>Nkx2-5</i>
Pharyngeal mesoderm	<i>Fst</i>	<i>Eb2</i>	<i>Tbx1</i>	
Intermediate mesoderm	<i>Osr1</i>	<i>Lhx1</i>		
Notochord	<i>Noto</i>	<i>Chrd</i>	<i>Bra/T</i>	<i>Shh</i>
Somites	<i>Foxd1</i>	<i>Twist1</i>	<i>Pax9</i>	
Paraxial mesoderm	<i>Pax1</i>	<i>Uncx</i>	<i>Tcf15</i>	<i>Sox21</i>
Presomitic mesoderm	<i>Tbx6</i>	<i>Mesp1</i>	<i>Ripply2</i>	<i>Lnfg</i>
Neuromesodermal progenitors	<i>Nkx1-2</i>	<i>Wnt3a</i>	<i>Cdx2</i>	
Neural crest	<i>Sox10</i>	<i>Foxd3</i>	<i>Ets1</i>	<i>Tfab2b</i>
Floor plate	<i>Slit1</i>	<i>Spon1</i>	<i>Shh</i>	<i>Foxa2</i>
Spinal cord	<i>Sox2</i>	<i>Pax6</i>	<i>Pax3</i>	<i>Nes</i>
Neurons	<i>Tubb3</i>	<i>Dcx</i>	<i>Onecut2</i>	
Midbrain/Hindbrain	<i>Lrx2</i>	<i>Cyp26b1</i>	<i>Sox21</i>	
Forebrain	<i>Otx2</i>	<i>Six3</i>	<i>Lhx2</i>	
Surface ectoderm	<i>Tac2</i>	<i>Tacstd2</i>	<i>Ager</i>	
Gut	<i>Sox17</i>	<i>Apela</i>	<i>Rnf128</i>	<i>Nepn</i>
Definitive endoderm	<i>Cldn6</i>	<i>Six1</i>	<i>Tbx1</i>	<i>Wnt6</i>
Extra embryonic endoderm	<i>Apoa1</i>	<i>Afp</i>	<i>Dab2</i>	

Supplementary Table 3: Number of cells present in each cluster for mouse embryos at E8.5 and embryoids at D8

	Embryo E8.5	Embryo E8.5	Embryoid D8	Embryoid D8
Cluster name	Number of cells	Percentage	Number of cells	Percentage
Forebrain	647	7.53	24	0.36
Midbrain-Hindbrain	491	5.72	278	4.19
Spinal cord	259	3.02	1890	28.47
Floor plate	48	0.56	72	1.08
Neural crest	322	3.75	8	0.12
Neurons	2	0.02	357	5.38
Neuromesodermal progenitors	556	6.47	1028	15.48
Notochord	38	0.44	125	1.88
Presomitic mesoderm	295	3.43	302	4.55
Paraxial mesoderm	241	2.81	545	8.21
Somite	242	2.82	1125	16.95
Intermediate mesoderm	609	7.09	15	0.23
Pharyngeal mesoderm	158	1.84	266	4.01
Heart	392	4.56	187	2.82
Haematoendothelial progenitors	287	3.34	69	1.04
Endothelium	81	0.94	3	0.05
Definitive endoderm	531	6.18	34	0.51
Gut	205	2.39	290	4.37
Extra embryonic endoderm	327	3.81	1	0.02
Extra embryonic mesoderm	373	4.34	12	0.18
Amnion	235	2.74	5	0.08
Allantois	188	2.19	2	0.03
Erythrocyte	2017	23.48	1	0.02
Surface Ectoderm	46	0.54	0	-
Total	8590	100.00	6639	100.00

Supplementary Table 4: Nucleotide sequences of oligonucleotides used for the RT-PCR experiment (Supplementary Figure 1)

**Gene**	**Oligonucleotide sequence**
<i>Bra/T</i> F	CTCGGATTACATCGTGAGAG
<i>Bra/T</i> R	AAGGCTTTAGCAAATGGGTTGTA
<i>Eomes</i> F	CCTGGTGGTGTTTTGTTGTG
<i>Eomes</i> R	TTTAATAGCACCGGGCACTC
<i>Gata6</i> F	TTGCTCCGGTAACAGCAGTG
<i>Gata6</i> R	GTGGTCGCTTGTGTAGAAGGA
<i>Kdr</i> F	GGGTCGATTTCAAACCTCAATGT
<i>Kdr</i> R	AGAGTAAAGCCTATCTCGCTGT
<i>Nanog</i> F	TTGCTTACAAGGGTCTGCTACT
<i>Nanog</i> R	ACTGGTAGAAGAATCAGGGCT
<i>Nodal</i> F	CCTGGAGCGCATTTGGATG
<i>Nodal</i> R	ACTTTTCTGCTCGACTGGACA
<i>Pou5f1</i> F	AGTTGGCGTGGAGACTTTGC
<i>Pou5f1</i> R	CAGGGCTTTCATGTCCTGG
<i>Sox17</i> F	CGAGCCAAAGCGGAGTCTC
<i>Sox17</i> R	TGCCAAGGTCAACGCCTTC
<i>Wnt3</i> F	ACGCCCCTTTCTGTTGTTCT
<i>Wnt3</i> R	GGGTAGTCTGCCTTCTAACACA

F: forward primer, R: reverse primer

Supplementary table 5: Expression territories in the mouse embryo of the molecular markers used in this study

Genes<br><i>In situ</i>	Other labelling	Expression territories	references
<i>Apela</i>		Ventral foregut diverticulum, hindgut diverticulum	1
<i>Bra/T</i>		primitive streak, notochord	2
	Bra-GFP	primitive streak, mesoderm cells at gastrulation, notochord	3
<i>Cdx2</i>		posterior spinal cord	4
<i>Cer1</i>		anterior compartment of the newly formed somite and in the anterior adjacent unsegmented PSM	5
<i>Chrd</i>		Notochord, node	6
<i>Cldn4</i>		Gut endoderm	7
	DBA lectin	visceral endoderm	8
<i>Egr2</i>		Rhombomere 3 and 5 of the rhombencephalon	9
<i>En2</i>		Midbrain, midbrain-hindbrain boundary	10
<i>eomes</i>		Mesoderm gastrulation	11
<i>Fgf8</i>		forebrain, isthmus,	12
<i>FoxJ1</i>		Node	13
<i>Gata6</i>		Primitive and Visceral endoderm	14
<i>Hbb-bh1</i>		Primitive erythrocytes	15
<i>Hoxd4</i>		anterior limit of the rhombomere 6/7	16
<i>Hoxd9</i>		tail bud	17
<i>Kdr</i>		Vessel-derived endothelial cells	18
<i>Meox1</i>		Paraxial mesoderm	19
<i>Mesp1</i>		Mesoderm gastrulation, anterior PSM	11
<i>Myl2</i>		Heart primitive ventricle	20
NANOG	NANOG (Ab)	Epiblast	14
<i>Nepn</i>		Midgut epithelium	21
<i>Nkx1-2</i>		caudal lateral epiblast	22
<i>Nodal</i>		Primitive streak, node	23
<i>Noto</i>		Posterior notochord	24
<i>Olig2</i>		Motor neurons and oligodendrocytes	25
<i>Osr1</i>		Intermediate mesoderm	26
<i>Otx2</i>		Anterior neurectoderm after TS10	27
<i>Pax6</i>		Forebrain, eye, hindbrain and spinal chord	28
<i>Pyy</i>		Foregut pocket epithelium	21
<i>Runx1</i>		proximal yolk sac mesoderm	29
<i>Scube2</i>		forebrain, hindbrain, spinal cord	30
<i>Shh</i>		Notochord, floor plate	31
<i>Smarcd3</i>		cardiac crescent	32
	Sox1-GFP	Neurectoderm	33
<i>Sox10</i>		Neural crest	34
<i>Sox17</i>		Endoderm	35
<i>Sox2</i>		Neurectoderm	36
<i>Wnt3</i>		primitive streak	37
<i>Wnt3a</i>		Posterior primitive streak	38

Supplementary references

- 1 Hassan, A.S. et al. Expression of two novel transcripts in the mouse definitive endoderm. *Gene Expr. Patterns* **10**, 127-34 (2010).
- 2 Andersson, O. et al. Synergistic interaction between Gdf1 and Nodal during anterior axis development. *Dev. Biol.* **293**, 370-81 (2006).
- 3 Fehling, H. J. et al. Tracking mesoderm induction and its specification to the hemangioblast during embryonic stem cell differentiation. *Development* **130**, 4217-4227 (2003).
- 4 Savory, J. G. et al. Cdx2 regulation of posterior development through non-Hox targets *Development* **136**, 4099-110 (2009).
- 5 Belo J. A. et al. Cerberus-like is a secreted factor with neutralizing activity expressed in the anterior primitive endoderm of the mouse gastrula. *Mech. Dev.* **68**, 45-57 (1997).
- 6 Rhinn, M. et al. Sequential roles for Otx2 in visceral endoderm and neuroectoderm for forebrain and midbrain induction and specification. *Development.* **125**, -56 (1998).
- 7 Tamplin, O. J. et al. Microarray analysis of Foxa2 mutant mouse embryos reveals novel gene expression and inductive roles for the gastrula organizer and its derivatives. *BMC Genomics* **9**, 511 (2008).
- 8 Polydorou, C. & Georgiades, P. Ets2-dependent trophoblast signalling is required for gastrulation progression after primitive streak initiation. *Nat. Commun* **4**, 1658 (2013).
- 9 Mechta-Grigoriou, F. et al. Nab proteins mediate a negative feedback loop controlling Krox-20 activity in the developing hindbrain. *Development* **127**, 119-28 (2000).
- 10 Li Song, D. et al., Two Pax2/5/8-binding sites in Engrailed2 are required for proper initiation of endogenous mid-hindbrain expression. *Mech. Dev.* **90**, 155-65 (2000).
- 11 Costello, I., Pimeisl, I. M., Dräger, S., Bikoff, E. K., Robertson, E. J. & Arnold, S. J. The T-box transcription factor Eomesodermin acts upstream of Mesp1 to specify cardiac mesoderm during mouse gastrulation *Nat Cell Biol* **1**, 1084-91 (2011).
- 12 Chi, C. L., et al. The isthmus organizer signal FGF8 is required for cell survival in the prospective midbrain and cerebellum. *Development.* **130**, 2633-44 (2003).
- 13 Cruz, C. et al. Foxj1 regulates floor plate cilia architecture and modifies the response of cells to sonic hedgehog signalling. *Development.* **137**, 4271-82 (2010).
- 14 Schrode, N., Saiz, N., Di Talia, S. & Hadjantonakis, A. K. GATA6 levels modulate primitive endoderm cell fate choice and timing in the mouse blastocyst. *Dev. Cell.* **29**, 454-67 (2014).
- 15 Silver, L. & Palis J. Initiation of murine embryonic erythropoiesis: a spatial analysis. *Blood* **89**, 1154-64 (1997).
- 16 Bel-Vialar, S. et al. Altered retinoic acid sensitivity and temporal expression of Hox genes in polycomb-M33-deficient mice. *Dev. Biol.* **224**, 238-4 (2000).

- 17 Nowotschin, S. et al. The emergent landscape of the mouse gut endoderm at single-cell resolution. *Nature* **569**, 361-367 (2019).
- 18 Yamaguchi T. P. et al. flk-1, an flt-related receptor tyrosine kinase is an early marker for endothelial cell precursors. *Development*. **118**, 489-98 (1993).
- 19 Conlon, R.A. et al. Notch1 is required for the coordinate segmentation of somites. *Development*. **121**, 1533-45 (1995).
- 20 Vong, L. et al. MEF2C is required for the normal allocation of cells between the ventricular and sinoatrial precursors of the primary heart field. *Dev Dyn*. **235**, 1809-21 (2006).
- 21 Hou, J. et al. A systematic screen for genes expressed in definitive endoderm by Serial Analysis of Gene Expression (SAGE). *BMC Dev. Biol* **7**, 92 (2007).
- 22 Rodrigo Albors, A., Halley, P. A., Storey, K. G. Development. Lineage tracing of axial progenitors using Nkx1-2CreER T2 mice defines their trunk and tail contributions. *Development* **145**, dev164319 (2018).
- 23 Lu, C. C. et al., Multiple roles for Nodal in the epiblast of the mouse embryo in the establishment of anterior-posterior patterning. *Dev. Biol.* **273**, 149-59 (2004).
- 24 Abdelkhalek, H. B et al. The mouse homeobox gene Not is required for caudal notochord development and affected by the truncate mutation. *Genes Dev* **18**, 1725-36 (2004).
- 25 Molotkova, N. et al. Requirement of mesodermal retinoic acid generated by Raldh2 for posterior neural transformation. *Mech. Dev.* **122**, 145-55 (2005).
- 26 So, P. L. et al. Cloning and expression analysis of a mouse gene related to Drosophila odd-skipped. *Mech. Dev.* **84**, 157-60 (1999).
- 27 Ang, S. L. et al. Positive and negative signals from mesoderm regulate the expression of mouse Otx2 in ectoderm explants. *Development*. **120**, 2979-89 (1994).
- 28 Anderson, T. R. et al. Differential Pax6 promoter activity and transcript expression during forebrain development. *Mech. Dev.* **114**, 171-5 (2002).
- 29 Lacaud, G. et al. Runx1 is essential for hematopoietic commitment at the hemangioblast stage of development in vitro. *Blood* **100**, 458-66 (2002).
- 30 Grimmond, S. et al. Expression of a novel mammalian epidermal growth factor-related gene during mouse neural development *Mech. Dev.* **102**, 209-11 (2001).
- 31 Echelard, Y. et al. Sonic hedgehog, a member of a family of putative signaling molecules, is implicated in the regulation of CNS polarity. *Cell*. **75**, 1417-30 (1993).
- 32 Zhao, R. et al. Loss of both GATA4 and GATA6 blocks cardiac myocyte differentiation and results in acardia in mice. *Dev. Biol.* **317**, 614–619 (2008).
- 33 Aubert, J. et al. *Proc. Nat.l Acad. Sci U S A.* **100 Suppl**, 111836-41 (2003).

- 34 Anderson, R. M. et al. Endogenous bone morphogenetic protein antagonists regulate mammalian neural crest generation and survival. *Dev. Dyn.* **235**, 2507-2520 (2006).
- 35 Artus, J., Piliszek, A. & Hadjantonakis, A. K. The primitive endoderm lineage of the mouse blastocyst: sequential transcription factor activation and regulation of differentiation by Sox17. *Dev. Biol.* **350**, 393-404 (2011).
- 36 Wood, H. B. et al. Comparative expression of the mouse Sox1, Sox2 and Sox3 genes from pre-gastrulation to early somite stages. *Mech. Dev.* **86**, 197-201 (1999).
- 37 Rivera-Pérez, J. A. & Magnuson, T. Primitive streak formation in mice is preceded by localized activation of Brachyury and Wnt3. *Dev. Biol.* **288**, 363-71 (2005).
- 38 Parr, B. A. et al. Mouse Wnt genes exhibit discrete domains of expression in the early embryonic CNS and limb buds. *Development.* **119**, 247-261 (1993).

# Supplementary material for: Construction of a mammalian embryo model from stem cells organized by a morphogen signalling centre
**Source:** Nat Commun. 2021 Jun 2;12:3277. doi: 10.1038/s41467-021-23653-4
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☒ A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☒ A description of all covariates tested
- ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☒ A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

Data collection CoolSNAP version 1.2; Leica application suite Advance Fluorescence 2.7.2.9586

Data analysis image J 1.48v; R version 3.5.1.; Microsoft Excel 2016; Leica Application suite X (LAS X); Prism 9 v9.0.0.; Photoshop cc2019; For Bulk RNAseq analysis Sequencing reads were filtered and mapped to the mouse genome build mm10 using the STAR alignment program (v2.6.1a). Principal Component Analysis and Differentially Expressed Genes were calculated using the R package DESeq2 845 (v1.22.2). Heatmaps were generated using the R package pheatmap (v1.0.12). For single-cell RNAseq experiments data set was processed with Cell Ranger 3.1.0. Quality control and cluster determination was performed using the Seurat package (V3.2.1) in Rstudio (V1.3.1093). Pseudotime analysis was performed using the R Package Monocle 3.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The source data underlying Figures are provided as Supplementary Figures describing the number of experiments, the number in biological samples analysed and a

description of variability of gene expression pattern. All other data are available in the main text (Fig.1-10) or the Supplementary Figures (1 - 21), Supplementary Tables (1 - 7) and Raw data are provided in Source Data File for Supplementary Figures 1, 2, 3, 4, 6 and 13. Bulk and scRNAseq data have been deposited at the National Center for Biotechnology Information Gene Expression Omnibus under accession number: GSE142309 for the Bulk RNA sequencing, <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE142309> and GSE168539 for the single cell RNA sequencing,

Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	For in situ hybridization and immunolabelling the number of embryoids analyzed has been defined such that we can detect at least variation in 10% of individuals - more than 15 for in situ hybridization, at least 5 for immunolabelling analysed by confocal imaging. For bulk RNAseq the number of embryoids (batches of 10) has been chosen based on the needed amount of isolated RNA. For single-cell RNA seq, the number of embryoids (90) has been chosen to allow recovery of at least 10,000 cells for analysis.
Data exclusions	For single cell RNA sequencing, cells with low library complexity (under 1,700 genes and mitochondrial-fraction greater than 5%) were excluded (cf reference: Satija, R., Farrell, J. A., Gennert, D., Schier, A.F. & Regev, A. Spatial reconstruction of single-cell gene expression data. Nat. Biotechnol. 33; 495-502 (2015).)
Replication	labelling on embryoids has been performed multiple times for each probe as reported in Statistics and Reproducibility in the method section. All attempts at replication were successful. Bulk RNA seq has been performed on three replicates with highly similar expression results in the three transcriptomes of each stages analyzed (D7, D8)
Randomization	Not relevant because there were no experimental groups
Blinding	Not relevant because there were no experimental groups

Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

Materials & experimental systems

n/a	Involved in the study
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology and archaeology
☐	☒ Animals and other organisms
☒	☐ Human research participants
☒	☐ Clinical data
☒	☐ Dual use research of concern

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used	Primary antibodies monoclonal mouse anti-Acetylated Tubulin (Sigma-Aldrich T7451) used at 1:400 dilution in the blocking buffer; a rabbit polyclonal anti-Laminin (Sigma L9393) used at 1:300; a rabbit polyclonal anti-Phospho-Histone H3 (Cell Signaling Technology 9701) used at 1:200; a mouse monoclonal anti-Tubulin beta3 (BioLegend 801201) used at 1:750; a rabbit polyclonal anti-doublecortin (Abcam, ab18723) used at 1:200; a rabbit monoclonal anti BRA (Abcam, ab209665) used at 1:1000; a rabbit polyclonal anti GFP (Novus Biologicals - NB600-308) used at 1:400; a rabbit polyclonal anti GATA6 (Invitrogen - PA1-104) used at 1:400; a rat monoclonal anti NANOG (Invitrogen - 14-5761-80) used at 1:500; a rabbit polyclonal anti Sox2 (Millipore - ab5603) used at 1:500 and a goat polyclonal anti Sox17 (R&D Systems - AF1924) used at 1:20. Secondary antibody: goat anti-rabbit Alexa Fluor 488 (ThermoFisher, A11008) or a goat anti-mouse Alexa Fluor 546 (ThermoFisher, A11030) used at a 1:800 dilution in the blocking buffer as well as a donkey anti mouse IGG Alexa Fluor 546 (Invitrogen A10036), a donkey anti rabbit IGG Alexa Fluor 546 (Invitrogen A10040), a donkey anti goat Alexa Fluor 488 (Jackson immuno research, 705-545-174) used at a 1:400 dilution in the blocking buffer

Validation

Each antibody was validated in the lab based on their tissue specific labelling of tissues and organs of mouse embryos at the appropriate developmental stages. Additional information on validation is available from websites of Millipore, Sigma, Cell Signaling Technology, BioLegend, Abcam, Novus Biologicals, Invitrogen

Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)

mouse embryonic stem cell lines: Bra-GFP (G. Keller's lab, Fehling, H. J. et al. Tracking mesoderm induction and its specification to the hemangioblast during embryonic stem cell differentiation. Development 130, 4217-4227 (2003)). Sox1-GFP (A. Smith's lab, Aubert, J. et al. Screening for mammalian neural genes via fluorescence-activated cell sorter purification of neural precursors from Sox1-gfp knock-in mice. Proc. Natl. Acad. Sci. U S A 100 Suppl 1, 11836-11841 (2003)). E14TG2 line (non-labelled, wild-type cells, ATCC CRL-1821); and 129 ESC with GFP line (Cyagen MUAES-01101).

Authentication

Bra-GFP line is authenticated based on the expression of GFP in embryoid bodies treated in presence of BMP4 protein. Sox1-GFP line is authenticated based on the expression of the GFP in territories expressing the neural markers Sox1 and Sox2 in embryoids after D5; 129 ESC with GFP is authenticated based on the constitutive expression of the GFP by these cells. There is no known method to authenticate the unlabelled E14TG2 line.

Mycoplasma contamination

I confirm that all cell lines tested negative for mycoplasma contamination

Commonly misidentified lines
(See [ICLAC](#) register)

There is no commonly misidentified lines used in this study.

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

Only fixed embryos from wild-type adult mice of various strains from Charles River Laboratories have been used in this study

Wild animals

N/A

Field-collected samples

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

# Supplementary material for: Construction of a mammalian embryo model from stem cells organized by a morphogen signalling centre
**Source:** Nat Commun. 2021 Jun 2;12:3277. doi: 10.1038/s41467-021-23653-4
**Supplement:** Supplementary file 8 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary movie 1

Description: D6 embryoid imaged every 20 min for 16 hrs with 14 optical sections of 10 μ m each using an HCX PL Fluotar L 20X/0.40 dry objective.

File Name: Supplementary movie 2

Description: D8 embryoid in lateral view imaged every 0.046 second for 12 seconds using an HC PL Fluotar 10X/0.30 dry objective.

File Name: Supplementary Data 1: Differentially Expressed Genes (DEG) markers for the 20 embryoid cell clusters.

Description: Table providing the list of differentially expressed gene markers for each cell cluster identified. p_val.: pvalue, pct1: percentage of cells where the gene is detected in the cluster, pct2: percentage of cells on average in the other clusters. p_val adj: Adjusted p-value, based on Bonferroni correction using all genes in the dataset, used to determine significance. Differential gene expression analysis was conducted between identified clusters to find marker genes for each cell type using Wilcoxon rank sum test (seurat default parameter).

File Name: Supplementary Data 2: Detailed information for the synthesis of antisense RNA probes

Restriction enzyme: indicates the restriction endonuclease to be used to generate a linear DNA template.

Description :Primer 1 and Primer 2 are nucleotide sequences of the oligonucleotides to be used to generate a linear PCR fragment for the synthesis of the antisense RNA probe. Sequence column provide the Genbank accession number of the corresponding cDNA (when available). The RNA polymerase (either T3 RNA polymerase or T7 RNA polymerase) are the polymerases to be used for synthesis of the antisense RNA probe.

How the deposited data were processed for this re-analysis (not part of the article)

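RNA sequencing values of 12 libraries were used, 3 each from embryoids and controls at D7 and D8. Expression was provided by the authors as one table of gene by library, which is called a score here because its unit was inferred: whole numbers that sum to between 997897 and 998433 in each library, taken as the authors' TPM values rounded before they were deposited. The authors aligned the reads with STAR 2.6.1a, used SAMtools 0.1.20 and featureCounts, and tested genes with DESeq2. The read depth of the libraries is not given in the sources used here, so counting error could not be computed, and a value of 1 or 2 carries a rounding error of up to 0.5.

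No column was left out. Values were taken as log2(value + 1), with a pseudocount of 1, and 13751 genes with a group mean above 1 in at least one of the 4 groups were tested. One linear model with 4 group means was fitted in limma 3.58.1 under R 4.3.3 with statmod 1.5.0, with trended and robust empirical Bayes variances, and figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The contrasts were embryoid against control at D7 and at D8, the change of that difference between the days, and D8 against D7 in each condition. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and an absolute log2 fold change above 1. Data were simulated with the same group sizes and, for each gene, an SD pooled over all libraries. Changed genes were drawn from those with a mean above 5 in the controls, so recovery at lower values was not tested. From the D7 control means, 48, 46, 48 and 50 of 50 genes were recovered at folds of 0.25, 0.333, 3 and 4, with 2 calls among 13429 unchanged genes. From the D8 control means, 50, 48, 48 and 48 of 50 were recovered, with 3 calls among 13275.

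Of 41 gene lists written before the data were examined, 39 had at least 4 tested genes and were tested with camera at an inter-gene correlation of 0.01, with camera at an estimated correlation and with fry. At D7, 27 lists were called, 23 higher and 4 lower, 34 with fry and 5 with the estimated correlation, and at D8, 24 lists were called, 20 higher and 4 lower, 33 with fry and 1 with the estimated correlation. Except for Hprt, Tgoln2, Tbr1, Mcidas, Hba-a1, Hba-a2 and Sap25, which were chosen after their values were seen, the genes named in the text come from a set given by a rule fixed before the data were examined: the genes of the paper's figures and text, the 10 largest increases and decreases on each day without overlap between the groups, up to 2 members of each list in each direction and up to 2 members not called, all Hox genes, and the 5 largest changes of the other contrasts in each direction. Which genes of this set are named was decided after the values were seen, and the genes of the paper's figures had been seen there before. The principal component analysis used the 500 genes of highest variance, centred and not scaled. Alternatives were a pseudocount of 0.5 or 5, no filter or a filter above 5, median-of-ratios or quantile scaling, limma without trend and robust variances, no minimum fold, the libraries compared alone, a block on the replicate number and leaving out each library.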

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

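The 3 tests of Hprt were chosen after its values were seen, as were the genes Hprt, Tbr1, Mcidas, Hba-a1 and Sap25.

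The difference between embryoids and controls changed from D7 to D8 for 358 genes by limma, and 3 of 100 regroupings of the days within the conditions, the real one included, gave as many calls, with a highest other count of 619. Exchanging the days of the controls gave 1177 calls, which points to the structure of the samples by day: such regroupings mix the difference between the days into the change and do not decide whether chance can be excluded. Among the named genes the change of the log2 fold change, which depends on the pseudocount where a group is listed at 0, was 2.48 for Acta2, 2.64 for Afp, 1.85 for Col3a1, 3.37 for Postn, 2.51 for Lum, 1.25 for Wnt2 and 2.06 for Pax6, upward in embryoids relative to controls. It was -2.64 for Trp73, -2.69 for Tbr1, -1.55 for Mcidas, -1.24 for Foxj1, -1.62 for Uncx and -4.72 for Hba-a1, downward, and 4.39 for Sap25, upward. Hba-a2, a near-identical paralog of Hba-a1, had higher values in D8 than in D7 embryoids. The value of Hba-a1 therefore need not mean a fall of alpha globin transcripts. Sap25 was listed at 0 in every D8 control and in a D7 embryoid library, and such values of 0 need not mean absence. Without D8 embryoid replicate 3 the calls of Foxj1 (-0.98) and Sap25 (adjusted p = 0.0531) ended, as did those of Sap25 with a replicate block (adjusted p = 0.0513), Mcidas with a pseudocount of 0.5 (adjusted p = 0.0932) and Uncx with a pseudocount of 5 (-0.95).

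The text of the paper does not discuss hypoxia or glycolysis. Of 16 tested genes of a list for these, 15 were higher in D8 embryoids and none was lower (15 and none adjusted over the list alone), with a median log2 fold change of 1.72 (camera adjusted p = 2.86e-10, and adjusted p = 0.17 with an estimated correlation). Nor does it discuss cell cycle genes in these libraries. The 20 genes of a cell cycle list had a median log2 fold change of 0.25 at D8 with none called singly (camera adjusted p = 9.57e-05, and adjusted p = 0.359 with an estimated correlation).

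Hprt, a purine salvage gene of the X chromosome, was listed at 35, 34 and 36 in D7 controls and 35, 33 and 32 in D8 controls, and at 1, 1 and 1 and 0, 0 and 1 in embryoids. A lower share of neural cells in general is argued against by the neural progenitor and neuron genes, 0 of 30 of which fell as far at D7 (the lowest log2 fold change was -3.45, and that of Hprt -4.17). These genes are common to neural cells of all levels. The forebrain list had a median log2 fold change of -4.69 at D7, so this test does not cover a loss of forebrain cells. A change of the whole region is argued against by the tested neighbours within 500000 bp with a mean above 5 in the D7 controls, 0 of 6 of which were called lower at D7 (the lowest was a microRNA gene at -2.68 with adjusted p = 0.139, and the lowest of the 4 that are not microRNA genes was -0.51). BMP4 was given only to the smaller aggregate of each embryoid, and Hprt was at 1 or below in pools of whole embryoids. These values argue against a fall confined to the cells incubated with BMP4. A different line or clone of ES cells in embryoids and controls follows the same groups as the treatment. The comparisons of the 2 conditions cannot separate them. The gap of 31 between the lowest control and the highest embryoid value follows the groups. This test restates the values that prompted it and cannot decide the question. A difference of line or clone may bear on every comparison of the 2 conditions. The labels give all 12 libraries as E14TG2a, a line that is generally described as lacking Hprt, which is not given in the sources used here. On that description the control values of 32 to 36 go against the label. The library names begin with WT for all 6 controls and with E14 for all 6 embryoids.

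The median gene was lower in embryoids, and genes of cytosolic ribosomal proteins, taken by symbol, took a larger share of the embryoid libraries. With these and the 100 most abundant genes left out and the libraries rescaled, the median log2 fold change was -0.0708 at D7 and -0.0296 at D8. This explanation was to bring it within 0.05 of 0 on both days, and another source was to leave it below -0.1. The D8 value lies within 0.05 of 0 and the D7 value between these bounds, so that this share cannot be told apart from other sources of the shift.

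MicroRNA and small nucleolar RNA genes were among the largest changes between the days. The median SD within groups of these genes was 1.06 on the log2 scale, 6.30 times the 0.169 of genes matched on mean, which may be noise of short genes. They made up 3.33% of the genes called between the days in embryoids and 2.48% in controls, and 2.55% of the genes tested.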

How the results depend on the processing

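Leaving out microRNA and small nucleolar RNA genes was chosen after the data were seen. No named gene or list that was called reversed direction under any alternative. Among lists that were not called, fry called those for the NODAL pathway and trophoblast on both days and for the eye field and pigment epithelium at D7 as lower, where camera pointed higher. Of 31040 comparisons of settings for named genes 30170 kept their side of the threshold, 535 lost and 335 gained a call, and of 1402 for lists 1325, 51 and 26. With a pseudocount of 5 in place of 1, 1025 genes were called at D7, 1334 at D8, 111 for the change between the days, 101 from D7 to D8 in embryoids and 134 in controls, the first component carried 85.6% and the lowest correlation within a group was 0.986. With no minimum fold the counts were 8966, 9391, 1248, 2829 and 3498. From D7 to D8 in embryoids, 231 genes were called after quantile normalization (84.8% higher) and 214 with only the 6 libraries compared, and in controls 286 with a filter above 5. The first component carried 73.6% with all genes and 74.8% with genes scaled to unit variance. With an estimated correlation 5 lists were called at D7 and 1 at D8. The cause of these changes was not tested. With median-of-ratios 60.2% of the calls at D7 and 61.6% at D8 were higher in embryoids, and with quantile normalization 47.0% of the calls for the change between the days were upward. Leaving out each library gave 2046 to 2337 genes at D7, 2692 to 2826 at D8, 244 to 465 for the change between the days, 293 to 486 in embryoids, 342 to 464 in controls, 79.7 to 81.6% on the first component, correlations of 0.978 to 0.980, 26 to 28 lists at D7 and 24 to 26 at D8. Replicate numbers of the sample titles do not pair the libraries: 0 of 18 pairs with one number correlated above 0.1 (-0.190 to 0.0759), and 7 of 36 comparisons were best with their own number. A block on this replicate number gave 2284, 2787, 312, 392 and 436 genes and 27 and 24 lists. The library names carry other numbers for many libraries, and pairing by those was not tested. The 10 splits of 3 libraries against 3 are too few for a share under 0.05. The real split and the highest other gave 2285 and 1 genes at D7, 2798 and 4 at D8, 421 and 6 in embryoids, 443 and 1 in controls, 27 and 26 lists at D7 and 24 and 27 at D8, where 4 splits gave as many lists as the real one and 1 split, the real one, in the others. At the preset correlation the count of called lists therefore does not set the real split apart. Each other split of embryoids and controls had unequal numbers of embryoids on its sides and kept part of the real difference. These list counts therefore do not decide whether chance can be excluded. Depth is unknown, so its limit on low values was not computed.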

Differences from the paper's values

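The counts below use the paper's stated thresholds on adjusted p and fold, with limma in place of DESeq2 and a mean above 1 in at least one group, where the paper does not say in which samples its TPM limit holds. At D7, 1137 genes were higher in embryoids, against the paper's about 510 in Supplementary Fig. 17, read by eye. Of the alternatives set before the data were examined, a pseudocount of 5 (472) and a filter above 5 (721) came within 1.5 times of the paper's count and the others did not. At D7, 1148 genes were lower, against the paper's about 350 in Supplementary Fig. 17, read by eye, and no alternative came within 1.5 times. At D8, 1429 genes were higher, against the paper's about 760 in Supplementary Fig. 17, read by eye, where a pseudocount of 5 (671) and a filter above 5 (895) came within 1.5 times and the others did not. At D8, 1369 genes were lower, against the paper's about 490 in Supplementary Fig. 17, read by eye, where a pseudocount of 5 (663) came within 1.5 times and the others did not.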

Other observations

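Tbr1, Mcidas, Hba-a1, Hba-a2 and Sap25 were chosen after their values were seen.

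Of 12 tested genes of a list for the cortical hem and Cajal-Retzius neurons, 6 rose in controls from D7 to D8 and none fell (the same adjusted over the list alone). Tbr1, a gene of these neurons outside the list, was listed at 4, 5 and 5 at D7 and 40, 31 and 36 at D8, a log2 fold change of 2.69 (standard error 0.11, adjusted p = 1.49e-07 from limma), and at 0 in every embryoid library. Mcidas and Foxj1, which multiciliated cells express, rose as well, Mcidas from 6.33 ± 0.577 (SD, n = 3) to 26.0 ± 1.73 with a log2 fold change of 1.88 (standard error 0.22, adjusted p = 0.000132 from limma), and Foxj1 from 10.3 ± 0.577 to 37.7 ± 0.577 with a log2 fold change of 1.77 (standard error 0.19, adjusted p = 6.61e-05 from limma). Trp73 is expressed in both cell types.

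In embryoids, 9 of 13 tested genes of a list for the extracellular matrix of mesenchyme rose from D7 to D8 and none fell (the same adjusted over the list alone). Over all genes, 421 were called between the days in embryoids, and 214 with only the 6 embryoid libraries fitted. Lum, which encodes the proteoglycan lumican, rose from 5.33 ± 2.52 to 35.3 ± 14.2, a log2 fold change of 2.51 (standard error 0.32, adjusted p = 0.000411 from limma), and was at 0 in every control. Its control values add no spread to this standard error, which can therefore be too small for the embryoids.

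Hba-a1, an alpha globin gene, was listed at 48, 67 and 10 in D7 embryoids and 0, 0 and 0 in D8 embryoids, and Hba-a2, a near-identical paralog, at 42, 0 and 0 and 71, 169 and 281. No test was made of how reads were divided between them. Sap25 was listed at 10, 11 and 8 in D7 controls, 0, 0 and 0 in D8 controls, 8, 0 and 8 in D7 embryoids and 6, 9 and 8 in D8 embryoids.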
